# Cell-type diversity and regionalized gene expression in the planarian intestine

**DOI:** 10.7554/eLife.52613

**Published:** 2020-04-02

**Authors:** David J Forsthoefel, Nicholas I Cejda, Umair W Khan, Phillip A Newmark

**Keywords:** stem cells, regeneration, digestive system, intestine, laser-capture microdissection, Planarian

## Abstract

Proper function and repair of the digestive system are vital to most animals. Deciphering the mechanisms involved in these processes requires an atlas of gene expression and cell types. Here, we applied laser-capture microdissection (LCM) and RNA-seq to characterize the intestinal transcriptome of *Schmidtea mediterranea*, a planarian flatworm that can regenerate all organs, including the gut. We identified hundreds of genes with intestinal expression undetected by previous approaches. Systematic analyses revealed extensive conservation of digestive physiology and cell types with other animals, including humans. Furthermore, spatial LCM enabled us to uncover previously unappreciated regionalization of gene expression in the planarian intestine along the medio-lateral axis, especially among intestinal goblet cells. Finally, we identified two intestine-enriched transcription factors that specifically regulate regeneration (hedgehog signaling effector *gli-1*) or maintenance (*RREB2*) of goblet cells. Altogether, this work provides resources for further investigation of mechanisms involved in gastrointestinal function, repair and regeneration.

## eLife digest

The human body has a limited ability to regenerate and repair itself after major injuries. By contrast, flatworms – most notably planarians such as *Schmidtea mediterranea* – have exceptional regenerative abilities and can regrow large parts of their bodies. Regrowing body parts is a complex process involving the coordinated creation of many different types of cells, and thus an important first step in understanding tissue regeneration is to develop a detailed catalog of cell types in that tissue.

Laser capture microdissection, or LCM for short, is a technology used to isolate and study subregions or even individual cells from within a tissue. This approach can help to identify different cell types and to examine what makes them unique. LCM can be used to create a detailed catalog of cells, their differences and the roles they perform.

Forsthoefel et al. have now used LCM to study cells from the planarian digestive system. This approach found 1,800 genes that have high activity in cells from the gut and showed many similarities between planaria and humans. LCM made it possible to study these cells in a new level of detail, revealing several hundred new genes as well as new cell types. The study showed that regeneration and survival of cells known as goblet cells particularly depended on two genes, *gli-1* and *RREB2*.

Irreversible gut damage in humans can result from surgeries and conditions such as acid reflux. Other animals are able to repair and regenerate the gut more successfully. Techniques like LCM can help researchers to understand the differences between humans and other species. In time, these insights may lead to technologies and therapies that can improve our own abilities to heal following injuries.

## Introduction

Physical trauma, disease, and aging can damage the digestive tract, causing numerous human gastrointestinal (GI) pathologies (Li and Jasper, 2016; Andersson-Rolf et al., 2017; Peery et al., 2019). Mice and *Drosophila* can repair damage to the digestive epithelium, and recent studies have elucidated cellular and molecular mechanisms underpinning these abilities (Gehart and Clevers, 2019; Jiang et al., 2016; Zwick et al., 2019). Some animals are endowed with much greater regenerative capacity, and can repair or even completely replace severely damaged or missing GI tissue (Goodchild, 1956; O'Steen, 1958; Takeo et al., 2008 ; Kaneko et al., 2010; Zattara and Bely, 2011; Mashanov et al., 2014; Okano et al., 2015), but the underlying mechanisms are far less understood. Regeneration requires precise spatial and temporal control over the differentiation of distinct cell types, as well as remodeling of uninjured tissue. Furthermore, individual cell types can respond uniquely to injury and play specialized roles that promote regeneration (Gehart and Clevers, 2019; Jiang et al., 2016; Kumar et al., 2007; Witchley et al., 2013; Gemberling et al., 2015; Mokalled et al., 2016; Tanaka, 2016). Therefore, characterization of an organ’s composition and gene expression at a cellular level in the uninjured state is an essential step in unraveling the mechanisms required for faithful re-establishment of organ morphology and physiology.

Driven by the recent application of genomic and molecular methods, the planarian flatworm *Schmidtea mediterranea* has become a powerful model in which to address the molecular and cellular underpinnings of organ regeneration (Newmark and Sánchez Alvarado, 2002; Robb et al., 2015; Brandl et al., 2016; Grohme et al., 2018; Reddien, 2018). In response to nearly any type of surgical amputation injury, pluripotent stem cells called neoblasts proliferate and differentiate, regenerating brain, intestine, and other tissues lost to injury (Reddien and Sánchez Alvarado, 2004; Rink, 2018). In addition, pre-existing tissue undergoes extensive remodeling and re-scaling through both collective migration of post-mitotic cells in undamaged tissues, as well as proportional loss of cells through apoptosis (Pellettieri, 2019). These processes are coordinated to achieve re-establishment of proportion, symmetry, and function of planarian organ systems within a few weeks after injury (Roberts-Galbraith and Newmark, 2015).

The planarian intestine is a prominent organ whose highly branched morphology, simple cellular composition, and likely cell non-autonomous role in neoblast regulation make it a compelling model for addressing fundamental mechanisms of regeneration. In uninjured planarians, a single anterior and two posterior primary intestinal branches project into the head and tail, respectively, with secondary, tertiary, and quaternary branches extending toward lateral body margins (Hyman, 1951; Forsthoefel et al., 2011). Growth and regeneration of intestinal branches require considerable remodeling of pre-existing tissue (Forsthoefel et al., 2011). Remodeling is governed by axial polarity cues (Pellettieri, 2019; Forsthoefel and Newmark, 2009), extracellular-signal-regulated kinase (ERK) and epidermal growth factor receptor (EGFR) signaling pathways (Umesono et al., 2013; Hosoda et al., 2016; Barberán et al., 2016), cytoskeletal regulators (Forsthoefel et al., 2012), and interactions with muscle (Adler and Sánchez Alvarado, 2017; Seebeck et al., 2017; Bonar and Petersen, 2017; Scimone et al., 2018). However, the mechanisms by which post-mitotic intestinal cells sense and respond to extrinsic signals are only superficially understood.

New intestinal cells (the progeny of neoblasts) differentiate at the severed ends of injured gut branches, as well as in regions of significant remodeling, providing an intriguing example of how differentiation and remodeling must be coordinated to achieve integration of old and new tissue (Forsthoefel et al., 2011). Only three cell types comprise the intestinal epithelium: secretory goblet cells, absorptive phagocytes (Willier et al., 1925; Ishii, 1965; Bowen et al., 1974), and a recently identified population of basally located ‘outer’ intestinal cells (Fincher et al., 2018). Transcription factors expressed by intestinal progenitors (‘gamma’ neoblasts) and their progeny have been identified (Forsthoefel et al., 2012; Fincher et al., 2018; Wagner et al., 2011; van Wolfswinkel et al., 2014; Labbé et al., 2012; Zeng et al., 2018). However, only the EGF receptor *egfr-1* (Barberán et al., 2016) has been shown definitively to be required for integration of intestinal cells into gut branches, and therefore the functional requirements for differentiation of new intestinal cells are largely undefined.

The intestine may also play a niche-like role in modulating neoblast dynamics. Knockdown of several intestine-enriched transcription factors (*nkx2.2, gata4/5/6-1*) causes reduced blastema formation and/or decreased neoblast proliferation (Forsthoefel et al., 2012; Flores et al., 2016). Similarly, knockdown of the intestine-enriched HECT E3 ubiquitin ligase *wwp1* causes disruption of intestinal integrity, reduced blastema formation, and neoblast loss (Henderson et al., 2015). Conversely, knockdown of *egfr-1* causes hyperproliferation and expansion of several neoblast subclasses (Barberán et al., 2016). Because these genes are also expressed by neoblasts and their progeny, careful analysis will be required to distinguish their functions in the stem cell compartment from cell non-autonomous roles in the intestine. Nonetheless, because so few extrinsic signals (Miller and Newmark, 2012; Gaviño et al., 2013; Dingwall and King, 2016; Lei et al., 2016) controlling neoblast proliferation have been identified, further investigation of the intestine as a potential source of such cues is warranted.

Addressing these aspects of intestine regeneration and function necessitates development of approaches for purification of intestinal tissue. Previously, we developed a method for purifying intestinal phagocytes from single-cell suspensions derived from planarians fed magnetic beads, enabling characterization of gene expression by this cell type (Forsthoefel et al., 2012). More recently, single-cell profiling of whole planarians has distinguished individual intestinal cell types, as well as transitional markers for neoblasts differentiating along endodermal lineages (Fincher et al., 2018; Labbé et al., 2012; Zeng et al., 2018; Plass et al., 2018). Both approaches have advanced our understanding of intestinal biology. However, methods that (a) avoid the potentially confounding effects of feeding and dissociation on gene expression and (b) overcome the need to sequence tens of thousands of planarian cells to identify intestinal cells (only 1–3% of all planarian cells, [Baguñá and Romero, 1981]), would further enhance the experimental accessibility of the intestine.

Laser-capture microdissection (LCM) was developed as a precise method for obtaining enriched or pure cell populations from tissue samples, including archived biopsy and surgical specimens (Emmert-Buck et al., 1996). Since its introduction, LCM has been used to address a vast array of basic and clinical problems requiring genome, transcriptome, or proteome analysis in specific tissues or cell types (Mahalingam, 2018; Bevilacqua and Ducos, 2018). LCM requires sample preparation including fixation, histological sectioning, and tissue labeling or staining (Espina et al., 2006). For subsequent expression profiling, tissue processing must be optimized to maintain morphology and labeling of cells of interest, as well as RNA integrity (Espina et al., 2006; Goldsworthy et al., 1999; Gillespie et al., 2002; Golubeva and Warner, 2018). Excision and capture of tissue with infrared and/or ultraviolet lasers is then performed using one of several commercial LCM systems (Bevilacqua and Ducos, 2018).

Here, we report the application of LCM for expression profiling of the planarian intestine. We first identified appropriate tissue-processing conditions for extraction of intact RNA from planarian tissue sections. Then, using RNA-Seq, bioinformatics approaches, and whole-mount in situ hybridization, we characterized the intestinal transcriptome. We discovered previously unappreciated regionalization and diversity of intestinal cell types and subtypes, especially amongst goblet cells, and hundreds of intestine-enriched transcripts not identified in recent single-cell profiling efforts. In addition, we identified 22 intestine-enriched transcription factors, including several required for production and/or maintenance of goblet cells, setting the stage for further studies of this cell type. The planarian intestinal transcriptome is a foundational resource for investigating numerous aspects of intestine regeneration and physiology. Furthermore, the LCM methods we introduce offer an additional, complementary strategy for assessing tissue-specific gene expression in planarians.

## Results

### Application of laser-capture microdissection to recover RNA from the planarian intestine

Successful application of laser microdissection requires identification of sample preparation conditions that balance the need to extract high-quality total RNA with preservation of specimen morphology and the ability to identify tissues or cells of interest. Fixation of whole planarians requires an initial step to relax/kill animals and remove mucus, followed by fixation (Forsthoefel et al., 2014; Ross et al., 2015). We tested three commonly used relaxation/mucus-removal treatments and two fixatives (formaldehyde and methacarn), separately and together, using short treatment times in order to minimize potential deleterious effects on RNA (Figure 1—figure supplement 1A). None of the relaxation treatments detrimentally affected RNA quality, but methacarn (a precipitating fixative) enabled much better RNA recovery than formaldehyde (a cross-linking fixative) (Figure 1—figure supplement 1A–B). Next, we assessed how mucus removal affected morphology and staining of cryosections taken from methacarn-fixed planarians, again using a rapid protocol to minimize RNA degradation (Figure 1—figure supplement 1C). For all three mucus-removal methods, Eosin Y alone or with Hematoxylin enabled superior demarcation of the intestine, as compared to Hematoxylin alone (Figure 1—figure supplement 1C). For preservation of morphology, magnesium relaxation was superior; NAc and HCl treatment caused tearing and detachment of intestine from the slide (Figure 1—figure supplement 1C). Finally, we assessed RNA integrity from laser-microdissected intestine and non-intestine from magnesium-treated, methacarn-fixed tissue (Figure 1A–B and Figure 1—figure supplement 1D), stained only with Eosin Y to further minimize processing time (Figure 1—figure supplement 1C). Although additional freezing, cryosectioning, staining, and drying steps required for LCM caused a modest decrease in RNA integrity relative to whole animals (compare Figure 1—figure supplement 1A with *1D*), prominent 18S/28S rRNA peaks (which co-migrate in planarians, as in some other invertebrates [Ishikawa, 1977; Matz, 2002; Winnebeck et al., 2010; Asai et al., 2015; Figure 1—figure supplement 1D]) indicated that the combination of magnesium-induced relaxation, brief methacarn fixation, and rapid Eosin Y staining were suitable for LCM and extraction of RNA of sufficient quality for RNA-Seq.

**Figure 1.**
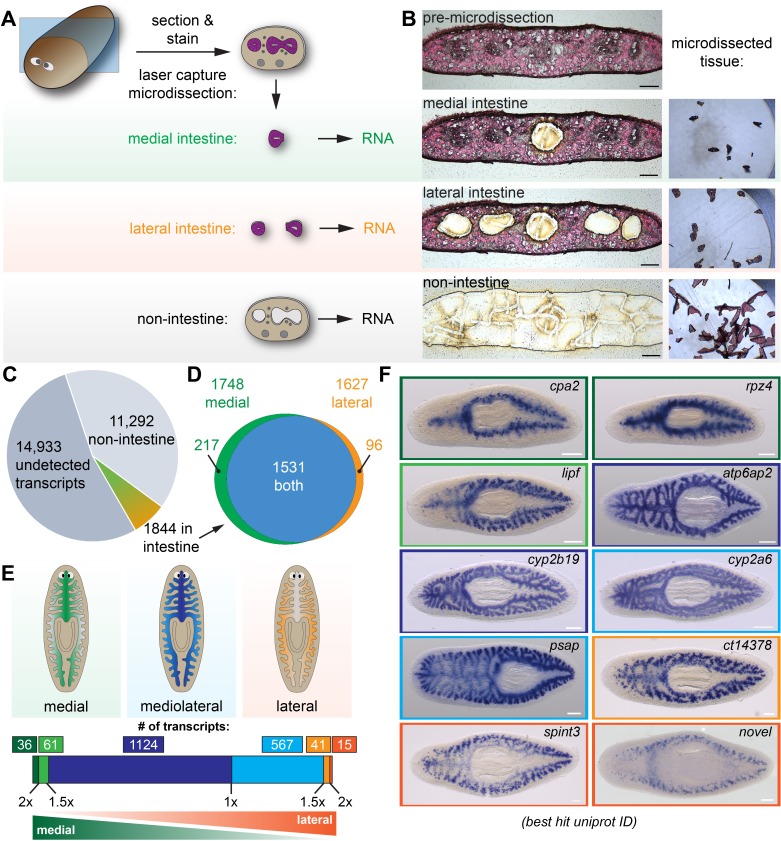
Laser-capture microdissection coupled with RNA-Seq identifies 1844 intestine-enriched transcripts. (**A**) Schematic of microdissection workflow. Planarians were fixed and cryosectioned, then sections were stained with Eosin Y. Medial intestine, lateral intestine, and non-intestine tissue were then laser captured, followed by RNA extraction and RNA-Seq. (**B**) Images of an eosin-stained section as tissue is progressively removed (left) and captured (right), yielding three samples with medial intestine, lateral intestine, and non-intestinal tissue. (**C**) Pie chart of RNA-Seq results: of 28,069 total transcripts, 13,136 were detected. Of these, 1844 were upregulated significantly in either medial or lateral intestine. (**D**) Venn diagram showing overlap of medially and laterally enriched intestinal transcripts. (**E**) Schematic of the number of transcripts with enrichment in medial or lateral intestine, expressed as a ratio of Fold Changes (FC) in each region. Dark green, FC-medial/FC-lateral > 2 x. Green, FC-medial/FC-lateral = 1.5x-2x. Dark blue, FC-medial/FC-lateral = 1x-1.5x. Blue, FC-lateral/FC-medial = 1x-1.5x. Orange, FC-lateral/FC-medial = 1.5x-2x. Dark orange, FC-lateral/FC-medial > 2 x. (**F**) Examples of transcripts expressed in the intestine (WISH) in medial (top), mediolateral (middle), and lateral (bottom) regions. Color outlines correspond to the color bar in panel F. Detailed numerical data and gene ID information are available in Supplementary file 1 and in Results. Scale bars, 100 μm (**B**), 200 μm (**F**).

**Figure 1—figure supplement 1.**
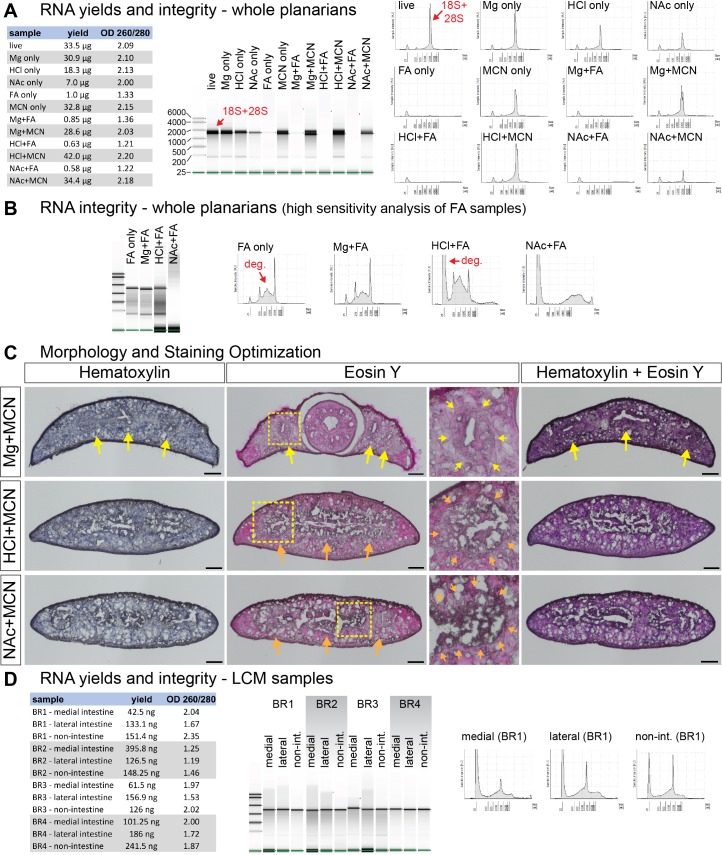
Optimization of fixation and histological staining for laser microdissection. (**A**) RNA yields (left table) and Bioanalyzer/TapeStation analysis of RNA integrity (right panels) from whole planarian samples (15 planarians,~20–25 mg total tissue) treated as shown. As in some other invertebrates (Ishikawa, 1977; Matz, 2002; Winnebeck et al., 2010; Asai et al., 2015), heat denaturation prior to analysis causes 28S rRNA to co-migrate as two bands with 18S rRNA (indicated with red arrows). Samples are representative of at least three independent replicates. RNA from FA-fixed samples had low yields and low 260/280 ratios. (**B**) Analysis of degraded RNA from FA-fixed samples using high-sensitivity (HS) TapeStation kit (for low concentration samples). Degradation of rRNA is indicated with red arrows. (**C**) Hematoxylin and Eosin Y labeling of transverse (cross) cryosections from methacarn-fixed planarians. Yellow arrows indicate intestine labeling in magnesium-treated samples. Orange arrows indicate compromised intestinal morphology in HCl- and NAc-treated samples. Boxed regions for Eosin Y-labeled sections are magnified to the right. (**D**) RNA yields (left table) and HS TapeStation analysis of RNA integrity (right panels) for all LCM samples used in this study (BR, biological replicates, 16–20 tissue sections per replicate). TapeStation lanes (middle panel) were assembled from multiple runs. Intensity plots (right panel) for BR1 are representative of other replicates. Mg, MgCl_2_ treatment. HCl, 2% HCl treatment. NAc, 7.5% N-Acetyl-L-Cysteine treatment. FA, 4% formaldehyde fixation. MCN, methacarn fixation. Scale bars: 100 μm (**C**).

**Figure 1—figure supplement 2.**
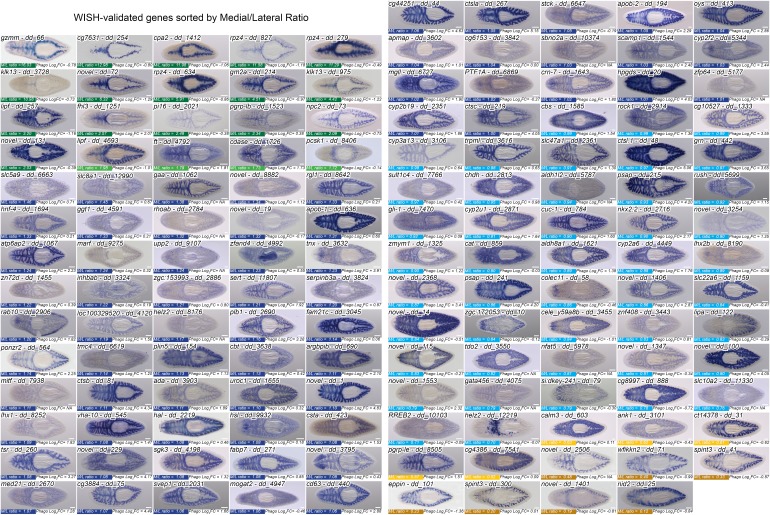
Expression of transcripts enriched in laser-captured intestinal tissue. Whole-mount in situ hybridizations performed during this study, organized by mediolateral ratio. 144/162 total in situs conducted are shown (18 omissions were due to very low or no detectable expression; *helz2/dd_12219* was detected only in peripharyngeal cells). Each image also shows the phagocyte enrichment value (Log_2_FC), as well as the Uniprot best hit ID and the Dresden v6 Transcriptome GeneID (dd_Smed_v6). Several transcripts are named to be consistent with previous publications (*hnf-4/dd_1694, PTF1A/dd_6869, gli-1/dd_7470, slc22a6/dd_1159*), with human Uniprot IDs used in our comparison to the Human Protein Atlas (*sult1c4/dd_7766, tdo2/dd_3550*), or to distinguish paralogs (*apob-1/dd_636, apob-2/dd_194).* Detailed gene ID information is available in Supplementary file 1. Scale bars, 200 μm.

### Identification of intestine-enriched transcripts and mediolateral expression domains

Using our optimized conditions, we laser microdissected intestinal and non-intestinal tissue from four individual planarians (biological replicates) (Figure 1A–B and Figure 1—figure supplement 1D). 

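The sequenced material comprised 12 libraries, 4 each from medial intestine, from lateral intestine and from tissue outside the intestine (non-intestine), and the replicate with a given number in each tissue came from the same animal. The animals were asexual planarians between 6 and 9 mm long that had been starved for 7 days, and their tissue was captured by laser from sections 20 μm thick. Each library was made from 5 ng of total RNA by a 3′ mRNA protocol, which places reads near the poly(A) end of a transcript, and was sequenced as 75 bp single-end reads. No molecular identifiers are mentioned for this protocol, so reads amplified from one RNA molecule cannot be told from reads of separate molecules, and the intervals and lower limits given with these data cover counting error only. The authors trimmed the reads, aligned them to the dd_Smed_v6 transcriptome with Bowtie2 at its default settings, and deposited the read counts of 28069 transcripts without normalization. Since each aligned read is counted on 1 transcript, reads of closely similar transcripts could be divided among them. The counts per library summed to between 20227187 and 33296270, with a median of 23042621 in medial intestine, 26922206 in lateral intestine and 22617851 in non-intestine. Starting from these counts, library sizes were normalized by edgeR's TMM method, and all 12 libraries were fitted together with edgeR's quasi-likelihood test, whereas the paper names edgeR's likelihood ratio test. The low-count filter and the thresholds were the paper's. Expression values are given as TMM-normalized CPM (reads of a transcript scaled to a common library size), with the mean and SD over 4 animals. Fold changes are on the log2 scale, with a standard error (SE) that is approximate because it was derived from the test statistic. FDR values are Benjamini-Hochberg adjusted over all transcripts tested. Across transcripts, which are not independent replicates, log2 CPM in libraries of the same tissue correlated with r between 0.821 and 0.926 in medial intestine, between 0.86 and 0.908 in lateral intestine, and between 0.924 and 0.956 in non-intestine. The common biological coefficient of variation in the fit was 0.626.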

For this study, we isolated tissue from the anterior of the animal (rostral to the pharynx, planarians' centrally located feeding organ), where intestinal tissue is more abundant. We microdissected tissue from medial and lateral intestine separately, since the intestine ramifies into secondary, tertiary, and quaternary branches along the mediolateral axis, but whether gene expression varies along this axis has not been addressed systematically. We then extracted total RNA, conducted RNA-Seq, and identified transcripts that were preferentially expressed in intestinal vs. non-intestinal tissue (Figure 1C–F and Supplementary files 1 and 2).

Altogether, we detected 13,136 of 28,069 transcripts in the reference transcriptome (46.8% coverage) in non-intestine, medial intestine, and/or lateral intestine (Figure 1C). Of these, 1844 were upregulated in either medial or lateral intestine, or both (Figure 1C). Specifically, in medial intestine, 1748 transcripts were significantly upregulated (fold-change >2 and FDR-adjusted p-value<0.01) compared to non-intestine (Figure 1D). 

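The filter kept transcripts with at least 1 CPM in at least 4 of the 12 libraries. In the deposited counts, 13136 of the 28069 transcripts passed, or 46.8%, and they held between 99.7% and 99.91% of the counts in every library. Any count at all was seen for between 10891 and 14476 transcripts in a medial library, between 12976 and 14698 in a lateral library, and between 17095 and 18700 in a non-intestine library. Of all the filters tried, the one that asked for only 1 count in any library moved the total most, to 22275 transcripts. With each animal left out in turn, between 11668 and 11941 transcripts passed.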

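Upregulation in a tissue was called at a fold change above 2 and an FDR under 0.01, and the transcript also had to have a TPM of at least 2, in the values deposited by the authors, in at least 4 of the 8 intestinal libraries. By these criteria, 1720 transcripts were upregulated in medial intestine, lateral intestine or both, and 1763 before the TPM criterion. The authors' own table of comparisons shares 1719 of these calls. With each animal left out in turn, between 1376 and 1520 transcripts were called. Testing against the fold change of 2 itself, by edgeR's glmTreat, moved the number most, to 1059, and the likelihood ratio test gave 1885.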

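In the quasi-likelihood test, 1638 transcripts were upregulated in medial intestine, of which 7 had no count in any of the 4 non-intestine libraries. Among transcripts higher in medial intestine in all 4 animals, the 5 with the largest fold changes included dd_66, whose best match in the paper's tables is Gzmm, at 598 ± 128 CPM (SD, n = 4) in medial intestine and 0.561 ± 0.474 CPM (SD, n = 4) in non-intestine (log2 fold change 10.04, SE 0.76, FDR = 2.52e-07). The others are fitted against non-intestine groups at or near 0, where a fitted fold change depends on the prior count. Against a floor of 3 counts over the 4 non-intestine libraries, dd_14059 (EIF4G1) was at least 468-fold higher, with 859 counts in the 4 medial libraries. On the same floor, dd_7205 (CIB2) was at least 319-fold higher and dd_9669 (PRKACB) at least 257-fold higher. In the non-intestine libraries, transcripts expected at 1 to 5 counts had a median of 5 to 8 counts when seen. A single missed molecule could thus exceed the floor, so lower limits on it could be too high. Transcript dd_10160 (SLC39A1) had 2037 counts in the 4 medial libraries and 1 count in the non-intestine libraries, a ratio of 3332 with a 95% counting interval from 597 to 131664. These names in capitals are human matches that the paper's tables list.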

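The test of lateral intestine against non-intestine called 1507 transcripts, of which 7 had no count in the non-intestine libraries. Of the 5 transcripts with the largest fold changes, 4 were also among the 5 in medial intestine. On the floor of 3 counts over the non-intestine libraries, EIF4G1 (dd_14059) was at least 434-fold, CIB2 (dd_7205) at least 417-fold and PRKACB (dd_9669) at least 197-fold higher in lateral intestine, and dd_18502, which the paper's tables do not name, at least 118-fold higher. The ratio for SLC39A1 (dd_10160) was 2505, with a counting interval from 449 to 98989.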

In lateral intestine, 1627 transcripts were upregulated (Figure 1D). Although most (1,531/1,844) transcripts were upregulated in both medial and lateral intestine, a small subset of transcripts was significantly upregulated *only* in medial (217/1,844) or lateral (96/1,844) intestine (Figure 1D), relative to non-intestine. 

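Of the 1720 transcripts, 1425 were called in both tissues, 213 in medial intestine only and 82 in lateral intestine only. A call in only 1 tissue does not test the difference between the tissues. The median log2 fold change of the 213 transcripts in lateral intestine was 0.93, and that of the 82 transcripts in medial intestine was 0.96. In a direct test of medial against lateral intestine, at an FDR under 0.01 and a fold change above 1.5, 1 of the 213 and 1 of the 82 were called, which were GLIPR2 (dd_2929) and dd_1401. The number called in lateral intestine only was 53 without animal 2, 51 without animal 4, 135 without medial replicate 4, 51 without lateral replicate 2, 54 without lateral replicate 4, 53 without non-intestine replicate 1 and 54 without non-intestine replicate 3. It was 221 when only the 2 tissues compared were fitted, and 35 by glmTreat. Both contrasts use the same non-intestine libraries, which by itself makes their fold changes correlate. Across the 13136 transcripts, the observed correlation was r = 0.868, and 86.7% of transcripts changed in the same direction. In 10 simulations in which no transcript differed between tissues, r was between 0.484 and 0.527, the share with the same direction was between 66.1% and 67.3%, and 0 transcripts were called by edgeR's quasi-likelihood test.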

To further define medial and lateral transcript enrichment, we calculated a ‘mediolateral ratio’ of the medial and lateral intestine/non-intestine fold-changes (Figure 1E and Supplementary file 1). 

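The mediolateral ratio computed from these fits was above 1 for 1164 of the 1720 upregulated transcripts and below 1 for 556. It stayed within 1.5 either way for 1082 of the transcripts on the medial side and 507 on the lateral side, and exceeded 1.5 for 82 and 49. Without animal 1 the last number was 87, without animal 2 it was 32, and without medial replicate 1 it was 75. The ratio carries no test, so medial and lateral intestine were also compared directly. Of the 82 transcripts, 17 passed at an FDR under 0.01 and a fold change above 1.5, and so did 8 of the 49. Another 13 transcripts outside the intestine-enriched list were higher in lateral than in medial intestine, for 21 in that direction in all. At an unadjusted p under 0.05, 379 transcripts were higher in medial and 738 in lateral intestine. Among 13136 tests many such p-values arise by chance, so these numbers are not counts of changed transcripts. The likelihood ratio test called 47 and 128, and DESeq2 called 53 and 120. With the animal as a block the direct test called 20 medial transcripts, 13 of them among the 17, and 13 lateral ones, 12 of them among the 21. With an animal left out, the test called 9, 6, 10 and 8 medial transcripts without animals 1, 2, 3 and 4, and 5, 6, 12 and 8 lateral transcripts. Leaving out single libraries gave 11 medial and 13 lateral transcripts without medial replicate 1, 9 and 11 without lateral replicate 1, 10 medial transcripts without lateral replicate 2 or 4, and 13 lateral transcripts without non-intestine replicate 4. The largest medial difference among intestine-enriched transcripts with the same direction in all 4 animals was that of Gzmm (dd_66), with a log2 fold change of 4.00 (SE 0.57, FDR = 0.00458), and its FDR rose to between 0.0112 and 0.0329 without any 1 of the 4 animals, without medial replicate 1 or 4, or without lateral replicate 1, 2 or 4. The largest lateral differences among intestine-enriched transcripts were those of dd_6318 (log2 fold change of medial over lateral -3.20, SE 0.37, FDR = 9.18e-04) and nid2 (dd_25; -3.01, SE 0.30, FDR = 2.62e-04). The call for dd_6318 was lost without animals 1, 2 or 3, at an FDR between 0.0104 and 0.0176.

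**Figure D1:**
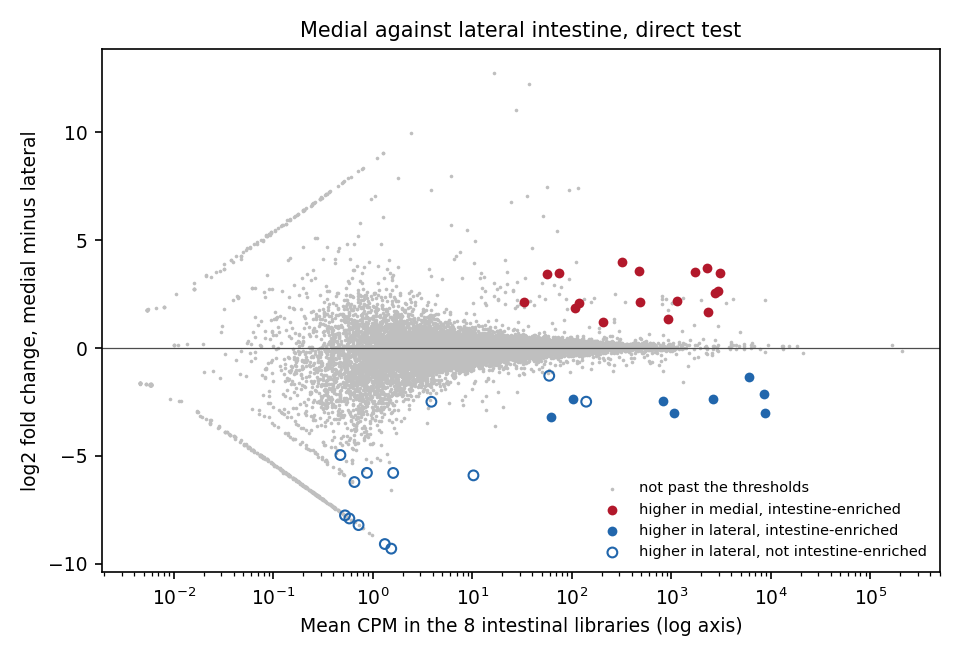
Log2 fold change of medial over lateral intestine for each tested transcript (vertical axis) against its mean CPM in the 8 intestinal libraries (horizontal axis, log scale). Filled points mark intestine-enriched transcripts called in the direct test, 17 higher in medial (red) and 8 higher in lateral intestine (blue), open blue points the 13 called outside that list, and grey points the others, except that transcripts with no count in the intestinal libraries are not drawn.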

Although most transcripts were only modestly enriched (<1.5X fold-change enrichment) in medial (1,124) or lateral (567) intestine, a small number of transcripts was >1.5X enriched in medial (97) or lateral (56) intestine (Figure 1E and Supplementary file 1).

We validated RNA-Seq results using whole-mount in situ hybridization (WISH) to test expression in fixed, uninjured planarians (Umesono et al., 1997; Pearson et al., 2009; King and Newmark, 2013; Figure 1F and Figure 1—figure supplement 2). 143/162 transcripts (~88%) had detectable expression in the intestine (Figure 1—figure supplement 2 and Supplementary file 1). Most transcripts were expressed uniformly throughout the intestine (e.g. *ATPase H+-transporting accessory protein 2* (*atp6ap2*), *cytochrome P450 2B19* (*cyp2b19*), *cytochrome P450 2A6* (*cyp2a6*), and *prosaposin* (*psap*); Figure 1F, blue borders, and Figure 1—figure supplement 2). By contrast, transcripts predicted by RNA-Seq to be most enriched (>1.5X) in medial intestine branches (e.g. *carboxypeptidase A2 (cpa2), rapunzel 4 (rpz4),* and *gastric triacylglycerol lipase* (*lipf*), green borders, Figure 1F) or lateral intestine branches (e.g. a *carboxypeptidase* homolog (*ct14378*), *serine peptidase inhibitor Kunitz type 3 (spint3),* and a novel gene (*‘novel’*), orange borders, Figure 1F) were indeed expressed at higher levels in these regions. Additionally, although we did not explicitly compare anterior and posterior gene expression, we also discovered anteriorly (a *C-type lectin (Zgc:171670/dd_79),* Figure 1—figure supplement 2) and posteriorly (*lysosomal acid lipase (lipa/dd_122)*, Figure 1—figure supplement 2) enriched transcripts, consistent with the influence of anteroposterior polarity cues on intestinal morphology (Gurley et al., 2008; Petersen and Reddien, 2008; Iglesias et al., 2008; Reuter et al., 2015; Thi-Kim Vu et al., 2015; Stückemann et al., 2017). 

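The libraries measure these genes per tissue, not per branch order. The transcript named rpz4 (dd_279) was at 5642 ± 1791 CPM (SD, n = 4) in medial and between 351 and 578 CPM in the 4 lateral libraries, with a log2 fold change of 3.50 (SE 0.36, FDR = 3.15e-04 by edgeR's quasi-likelihood test) that ranged from 3.25 to 3.62 as libraries and animals were left out. Another 2 transcripts, dd_827 and dd_634, carry the same name, and reads could be divided among the 3. Both were also called higher in medial intestine, so such division among the 3 does not by itself explain the rise. For lipf (dd_4693), the transcript that the paper's Supplementary file 1 gives for Figure 1F, medial intestine was at 196 ± 31.3 and lateral intestine at 98.9 ± 14.9 CPM, and the log2 fold change of 0.99 (SE 0.20) had an FDR of 0.0535. This gene was called by the likelihood ratio test (FDR = 0.00395) and by DESeq2 (FDR = 1.97e-04), and it was higher in medial intestine in 4 of 4 animals. Another 2 transcripts carry this name (given here after their values were seen). One, dd_257, at 3580 CPM in medial and 1118 CPM in lateral intestine, was called, with a log2 fold change of 1.68 (FDR = 2.62e-04) and in each setting that left out 1 library or animal, and dd_1565 was not, at 0.10 (FDR = 0.985). Expression of ct14378 (dd_31) was 471 ± 264 CPM in medial and 767 ± 703 CPM in lateral intestine, a mediolateral ratio of 1.63 in the lateral direction. Its log2 fold change of -0.70 (SE 0.63, FDR = 0.928) did not exceed the spread between animals, 2 of the 4 animals going each way, and it ranged from -1.36 to 0.04 with libraries and animals left out. In contrast, spint3 (dd_300) was at 865 ± 253 CPM in medial and 4393 ± 652 CPM in lateral intestine, with a log2 fold change of -2.35 (SE 0.25, FDR = 4.80e-04). Without animals 1 or 2 its FDR was between 0.0107 and 0.0123. A further 2 transcripts carry its name as a best match, and neither was called: dd_41, at -1.58 (FDR = 0.527), and dd_3453, at 0.51 (FDR = 0.493; given here after its value was seen).

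**Figure D2:**
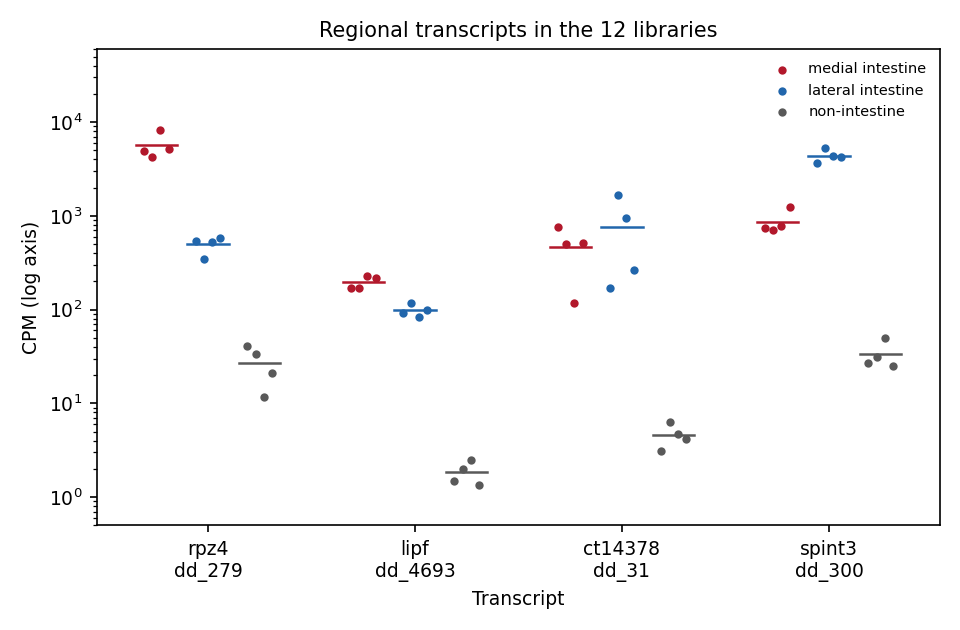
CPM (vertical axis, log scale) of rpz4, lipf, ct14378 and spint3 in each of the 4 replicates of medial intestine, lateral intestine and non-intestine, with a line at each mean. For rpz4 each medial library lies above each lateral library and for spint3 below each, whereas for ct14378 the medial and lateral libraries overlap.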

In summary, using LCM together with RNA-Seq identified >1800 intestine-enriched transcripts, and revealed previously unappreciated regional gene expression domains in the intestine.

### Identification of genes expressed by three distinct intestinal cell types

Previously, we identified genes preferentially expressed by intestinal phagocytes (Forsthoefel et al., 2012). 

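The paper's table of transcripts measured both in phagocytes sorted from dissociated animals, on a microarray, and in laser-captured intestine lists 1317 dd_Smed_v6 transcripts. Its phagocyte values come from the earlier study and were not measured here. Of the 1317 transcripts, 1246 were upregulated in the captured intestine in the refitted counts, and 83 of these had a mediolateral ratio above 1.5 in 1 direction or the other.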

To distinguish transcripts expressed by phagocytes and other intestinal cell types, such as goblet cells (Ishii, 1965; Garcia-Corrales and Gamo, 1986; Garcia-Corrales and Gamo, 1988), we directly compared log_2_ fold-change values for 1317 transcripts represented in our sorted phagocyte data (Forsthoefel et al., 2012) as well as laser-microdissected intestinal tissue (this study) (Figures 2A, C and E, and Figure 2—source data 1). 

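Transcripts were divided by the phagocyte log2 fold change and FDR in the same table, at an FDR of 0.05. In the class raised in phagocytes, 867 of 900 transcripts were upregulated in captured intestine, with a median log2 fold change of 2.12 in medial and 2.00 in lateral intestine. The ratio exceeded 1.5 for 17 of the 867, 13 in the medial and 4 in the lateral direction, and the direct test called 2 of the 17, both higher in medial intestine.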

900/1,317 transcripts were significantly upregulated in both phagocytes and laser-microdissected intestine (Figure 2A). We analyzed expression of 82 of these transcripts using WISH (Figure 2B, Supplementary file 1, and Figure 1—figure supplement 2). As expected, the majority (74/82) of these transcripts, which included previously identified intestinal markers *hnf-4* and *nkx2.2* (Wagner et al., 2011; Forsthoefel et al., 2012; Garcia-Fernàndez et al., 1993), displayed uniform, ubiquitous expression throughout the intestine, consistent with enrichment in phagocytes (Figure 2B and Figure 1—figure supplement 2).

**Figure 2.**
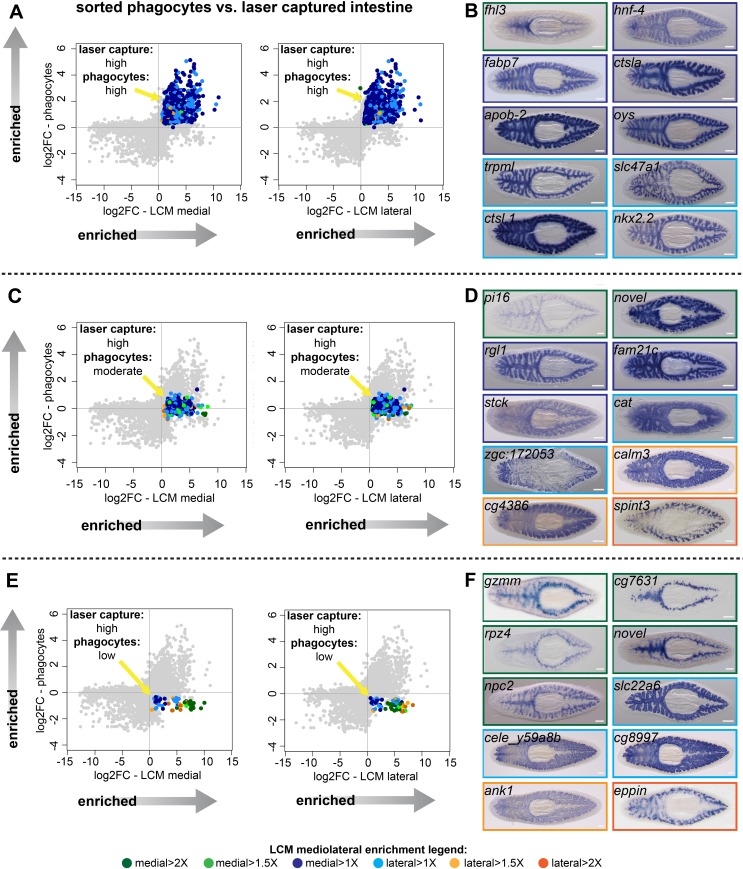
Identification of transcripts enriched in specific intestine cell types and regions. (**A**) Log_2 _fold-changes for laser-microdissected medial (left) and lateral (right) intestinal tissue (relative to non-intestinal tissue) are plotted on the x-axis, while log_2 _fold-changes for sorted/purified intestinal phagocytes (compared to all other cell types) are plotted on the y-axis. Transcripts in the upper right quadrant (colorized according to the legend in Figure 1 and at the bottom of this figure) are expressed preferentially in laser-captured intestine (fold-change >2, FDR-adjusted p value<0.01) *and* preferentially in sorted phagocytes (fold-change >2, FDR-adjusted p value<0.05) (phagocytes: ‘high’). Most of these transcripts are not medially or laterally enriched in LCM transcriptomes. (**B**) Whole-mount in situ hybridizations on uninjured planarians showing examples of expression patterns for transcripts in (**A**). Borders are colorized according to the mediolateral legend in Figure 1 and at the bottom of the figure. Expression patterns are mostly uniform and ubiquitous in the intestine, consistent with phagocyte-specific expression, with the exception of *fhl3* (top left), which is medially enriched. (**C**) Plots as in (**A**), but with colorized transcripts expressed preferentially in laser-captured intestine, but not significantly up- or down-regulated in sorted phagocytes (FDR-adjusted p value>0.05) (phagocytes: ‘moderate’). Some of these transcripts are medially or laterally enriched in LCM transcriptomes. (**D**) Examples of gene expression for transcripts in (**C**). A variety of intestine expression patterns is observed. (**E**) Plots as in (**A**), with transcripts in the lower right quadrant enriched in laser-microdissected intestine, but significantly downregulated (fold-change <2, FDR-adjusted p value<0.05) in sorted phagocytes relative to non-phagocytes (phagocytes: ‘low’). Many of these transcripts are enriched in medial or lateral LCM transcriptomes. (**F**) Examples of gene expression patterns for transcripts in (**E**). A majority of these transcripts are enriched in goblet or basal cells, sometimes in medial or lateral subpopulations. Detailed gene ID information and numerical data are available in Supplementary file 1, Figure 2—source data 1, and in Results. Scale bars, 200 μm. Figure 2—source data 1.Comparison of transcripts enriched in laser-captured intestine and sorted intestinal phagocytes.(F2SD1-A) RNA-Seq data (LCM) vs. phagocyte expression (sorted phagocytes) for 1317 intestine-enriched transcripts (LCM) represented in phagocyte expression profile. (F2SD1-B) RNA-Seq data (LCM) vs. phagocyte expression (sorted phagocytes) for 900 transcripts with high phagocyte expression. (F2SD1-C) RNA-Seq data (LCM) vs. phagocyte expression (sorted phagocytes) for 358 transcripts with moderate phagocyte expression. (F2SD1-D) RNA-Seq data (LCM) vs. phagocyte expression (sorted phagocytes) for 59 transcripts with low phagocyte expression. (F2SD1-E) Mapping of dd_Smed_v6 transcripts to Contig/EST sequences from Zayas et al. (2005).

**Figure 2—figure supplement 1.**
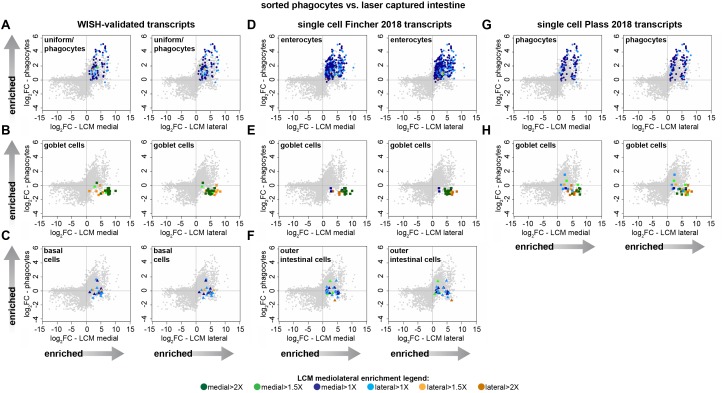
Validation of cell-type specific mRNA expression by WISH and correlation with single-cell analysis. (**A–C**) Transcripts with WISH patterns indicating enrichment in phagocytes (**A**), goblet-like cells (**B**), or basal cells (**C**), mapped onto plots of phagocyte (y-axis) vs. LCM medial/lateral (x-axis) fold-change expression (log_2_FC). (**D–F**) Transcripts found to be highly enriched in phagocytes (‘enterocytes’) (**D**), goblet cells (**E**), or basal cells (‘outer intestinal cells’) in Fincher et al. (2018), mapped onto phagocyte vs. LCM intestine expression plots. (**G–H**) Transcripts found to be highly enriched in phagocytes (**G**) or goblet cells (**H**) in Plass et al. (2018), mapped onto phagocyte vs. LCM intestine expression plots (basal cells were not described). Detailed numerical data are available in Supplementary file 1 and Figure 2—source data 1.

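In the class whose phagocyte values did not pass the FDR of 0.05 in either direction, 324 of 358 transcripts were upregulated in captured intestine. Their median log2 fold changes were 1.64 in medial and 1.63 in lateral intestine. The mediolateral ratio exceeded 1.5 for 37 of the 324, 24 in the medial and 13 in the lateral direction, of which the direct test called 3 and 2.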

358 intestine-enriched transcripts were not significantly up- or down-regulated in phagocytes (Figure 2C, Figure 1—figure supplement 2, and Supplementary file 1). WISH analysis suggested these transcripts are enriched in multiple intestinal cell types (Figure 2D). Some transcripts in this group were expressed ubiquitously throughout the intestine (*ral guanine nucleotide dissociation stimulator-like 1 (rgl1)* and *family with sequence similarity 21 member C (fam21c),* a homolog of *WASH complex subunit 2,* Figure 2D), suggesting expression in phagocytes, possibly in addition to other cell types. However, others were expressed in a distinct subset of less abundant intestinal cells (*peptidase inhibitor 16 (pi16)* and *serine peptidase inhibitor, Kunitz type 3 (spint3)*, Figure 2D). These transcripts are enriched in goblet cells, since their WISH expression pattern is highly similar to labeling of this subpopulation by lectins (Zayas et al., 2010), antibodies (Ross et al., 2015; Reuter et al., 2015; Bueno et al., 1997), and other recently identified transcripts (Fincher et al., 2018; Plass et al., 2018; Reuter et al., 2015). A third set of transcripts was enriched in basal regions of the intestine (*zgc:172053,* a homolog of human C-type lectin *collectin-10,* and *calmodulin-3 (calm3)*, Figure 2D). This pattern resembles that of a planarian *gli*-family transcription factor (Rink et al., 2009) and several solute carrier-family transporters (Thi-Kim Vu et al., 2015), and indicates expression by ‘outer intestinal cells’ (which we refer to as ‘basal cells’ because of their proximity to the basal region of phagocytes) that were also recently identified in a large-scale, single-cell sequencing effort (Fincher et al., 2018).

Finally, 59 intestine-enriched transcripts were significantly downregulated in phagocytes (Figure 2E, Figure 1—figure supplement 2, and Supplementary file 1). 

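Of these 59 transcripts, 55 were upregulated in the refitted counts, with a median log2 fold change of 4.99 in medial and 4.82 in lateral intestine. The ratio exceeded 1.5 for 29 of the 55, with 17 in the medial and 12 in the lateral direction, and the direct test called 12 and 4 of them. The share past 1.5 was therefore 52.7% (95% Wilson interval 39.8% to 65.3%), compared with 11.4% (8.4% to 15.3%) for transcripts unchanged in phagocytes and 1.96% (1.23% to 3.12%) for transcripts raised in them. By Fisher's exact test, two-sided, each pair of classes differed, with p adjusted over 3 tests of 1.67e-27 for the 59 and the 900, 5.76e-11 for the 59 and the 358, and 1.03e-10 for the 900 and the 358. These tests take transcripts as units, and transcripts are not independent replicates. Counting only transcripts called in the direct test, the adjusted p for the 900 and the 358 was 0.0185, with shares of 0.231% and 1.54%, whereas the share among the 59 was 29.1%. At a ratio over 2 the shares of the 900, the 358 and the 59 were 0.346%, 2.78% and 36.4%. The share among the 900 was 6.83%, 4.57%, 7% and 3.12% without animals 1, 2, 3 and 4, mostly outside its interval, and that among the 358 was 17.4%, 11.2%, 16.2% and 13.5%, while every pair of classes still differed in the same direction.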

As expected, we never observed uniform, phagocyte-like expression patterns for these transcripts (Figure 2F and Figure 1—figure supplement 2). Rather, transcripts in this group were enriched only in goblet cells (e.g. *epididymal secretory protein E1/Niemann-Pick disease type C2 protein (npc2)*) or basal cells (e.g. *solute carrier family 22 member 6 (slc22a6)*). Furthermore, some goblet-cell-specific transcripts also appeared to be either medially (e.g. *metalloendopeptidase (cg7631)*) or laterally (e.g.,*eppin*) enriched (Figure 2F and Figure 1—figure supplement 2), suggesting possible specialization of this cell type along the mediolateral axis.

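In the captured tissue, cg7631 (dd_254) was at 4282 ± 821 CPM (SD, n = 4) in medial intestine, 330.0 ± 28.5 in lateral intestine and 15.7 ± 8.97 in non-intestine. Its log2 fold change of medial over lateral was 3.70 (SE 0.37, FDR = 2.80e-04), higher in 4 of 4 animals, and between 3.56 and 3.77 with each library or animal left out. Expression of eppin (dd_101) was 3158 ± 806 CPM in medial intestine, 13923 ± 1136 in lateral intestine and 171 ± 70.8 in non-intestine, with a log2 fold change of -2.14 (SE 0.28, FDR = 0.00201), lower in medial intestine in 4 of 4 animals. Without animals 1, 2 or 3, or without medial replicates 1 or 4, its FDR was between 0.0107 and 0.0212 and the call was lost. Tissue captures do not resolve cell types. From this regional difference together with goblet-cell in situ patterns, the paper proposes that goblet cells could be specialized along the mediolateral axis.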

Overall, validation by WISH identified 91 transcripts with a ubiquitous intestinal expression pattern; nearly all of these were upregulated in our sorted phagocyte data (Figure 1—figure supplement 2 and Figure 2—figure supplement 1A). By contrast, most of the 25 validated goblet-cell-enriched transcripts (Figure 2—figure supplement 1B) and 25 basal-cell-enriched transcripts (Figure 2—figure supplement 1C) were not upregulated in sorted phagocytes. We have made all WISH expression patterns and RNA-Seq data available in an interactive website, https://plangut.omrf.org.

### Multiple cell types and novel subtypes reside in the planarian intestine

To further characterize intestinal cell types and subtypes, we used fluorescence in situ hybridization (FISH) to investigate co-expression of intestine-enriched transcripts. First, we verified the existence of three distinct cell types, using highly expressed phagocyte, goblet, and basal-specific markers (Figure 3A–C). Expression of the most phagocyte-enriched transcript, *cathepsin La (ctsla)*, was ubiquitous throughout intestinal branches, but did not overlap with *npc2*, a goblet-cell-enriched mRNA (Figure 3A), or with *slc22a6,* a basally enriched transcript (Figure 3B). Goblet cell-enriched *npc2* was expressed by cells with minimal *slc22a6* expression (Figure 3C), further reinforcing that *npc2+* goblet cells are distinct from *ctsla+* phagocytes as well as *slc22a6+* basal cells. Additional markers validated the distinct identity of these cell types (Figure 3—figure supplement 1A–B). We also found that *slc22a6+* basal cells were distinct from visceral muscle fibers that surround intestinal branches, occupying basal regions around digestive cells (Kobayashi et al., 1998; Orii et al., 2002), consistent with another study (Scimone et al., 2018; Figure 3D–E). Thus, *slc22a6+* cells represent a novel cell type in the intestine that is distinct from visceral muscles, phagocytes, and goblet cells, and that has, to our knowledge, not been described by numerous previous histological and ultrastructural studies. Our data independently confirm the identification of this cell type in a recent single-cell sequencing effort (Fincher et al., 2018).

**Figure 3.**
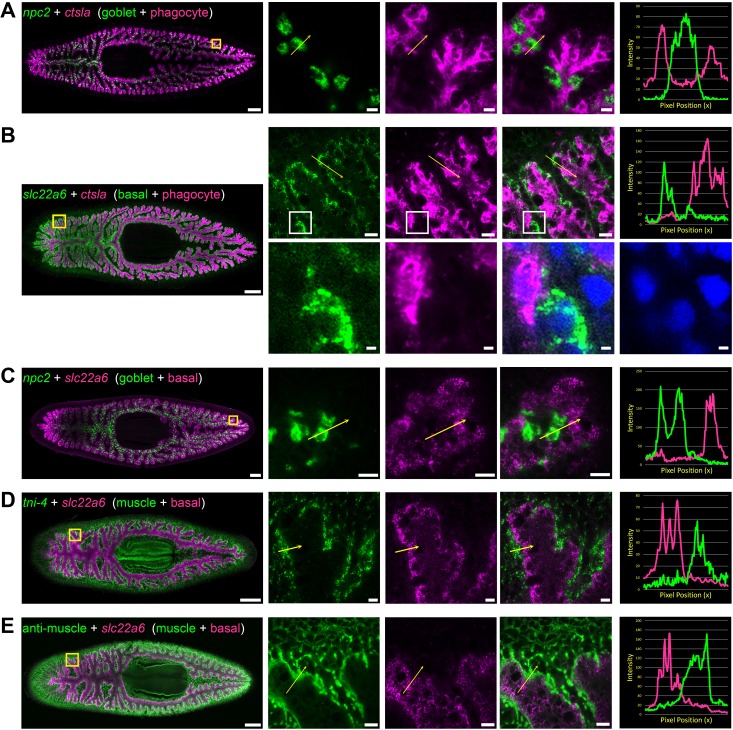
Double fluorescence in situ hybridization reveals three major cell types in the planarian intestine. (**A**) Confocal images of *npc2* (green) and *ctsla* (magenta) in situ hybridization. Left to right, whole animal (yellow box indicates magnified region in right panels), zoomed area in green, magenta, and merge (yellow arrow indicates profile line in right-most panel), and a graph showing pixel intensity in each color from tail to head of the yellow profile arrow. *ctsla* is the top phagocyte-specific gene in the phagocyte microarray dataset, while *npc2* is enriched in goblet cells. (**B**) *slc22a6* (green) and *ctsla* (magenta). *slc22a6* mRNA is restricted to the basal region of the intestine, and shows minimal overlap with the phagocyte marker *ctsla*. The white box represents the cropped region shown below with DAPI labeling nuclei, indicating that these riboprobes label distinct cells. (**C**) *npc2* (green) and *slc22a6* (magenta). *npc2* is enriched in goblet cells while *slc22a6* is enriched in basal cells, with minimal overlapping signal. (**D**) *troponin I 4* (*tni-4*, green) (Witchley et al., 2013) and *slc22a6* (magenta). *tni-4* is expressed by visceral muscles, while *slc22a6* is found in basal cells. (**E**) Anti-muscle antibody (6G10, green) and *slc22a6* (magenta). Detailed gene ID information is available in Supplementary file 1 and in Results. Scale bars, whole animals 200 μm; magnified images, 10 µm, magnified crop of basal cell (**B**), 2 µm.

**Figure 3—figure supplement 1.**
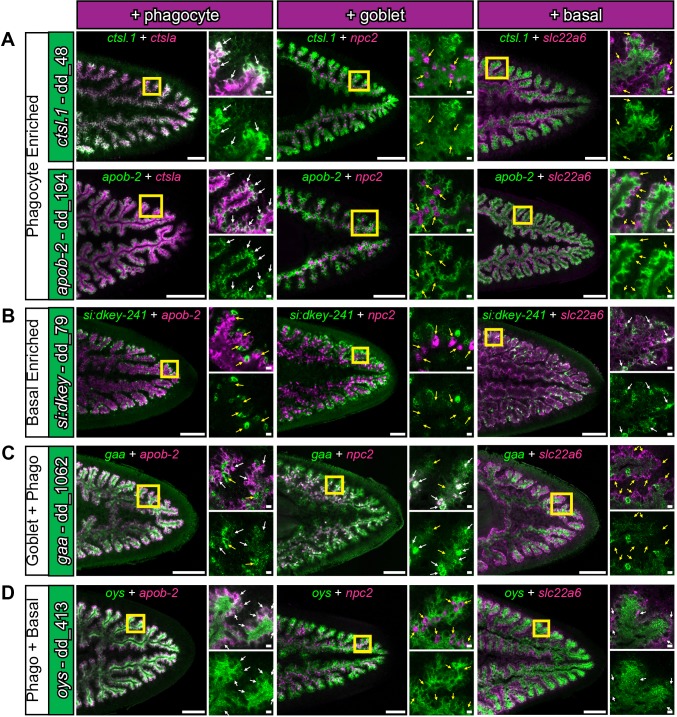
Additional cell-type specific transcripts revealed by double fluorescent in situ hybridization. (**A**) Phagocyte-enriched genes *ctsl.1* and *apob-2* (green), in combination with a phagocyte, goblet, or basal marker shown in Figure 5 (magenta). Yellow box indicates magnified region. White arrows indicate regions of considerable overlapping expression, while yellow arrows indicate regions of minimal overlap. (**B**) *si:dkey-241* (green) is enriched in a subset of *slc22a6-*positive basal cells. (**C**) *gaa* (green) is expressed in both goblet cells (high) and phagocytes (moderate), but is largely absent in basal cells. (**D**) *oys* is expressed in both phagocytes and basal cells. Detailed gene ID information is available in Supplementary file 1. Scale bars, whole animals 200 μm; magnified images, 10 µm.

Using additional markers, we also characterized previously unappreciated heterogeneity in gene expression amongst both goblet and basal cells. These included a subpopulation of goblet cells restricted to medial regions of the intestine, mainly localized to primary branches (Figure 4A and C), and a lateral subpopulation within secondary, tertiary, and quaternary branches (Figure 4B–C). Only rarely did goblet cells in these medial and lateral domains co-mingle, or co-express both markers at the mediolateral boundaries between primary and secondary branches (Figure 4C). We also identified subpopulations of basal cells in lateral regions of the intestine (Figure 4D and Figure 3—figure supplement 1B). Finally, we also identified transcripts expressed by multiple cell types in different combinations and levels (Figure 4E–G and Figure 3—figure supplement 1C–D), illustrating the complexity of gene expression even in a tissue with relatively few cell types.

**Figure 4.**
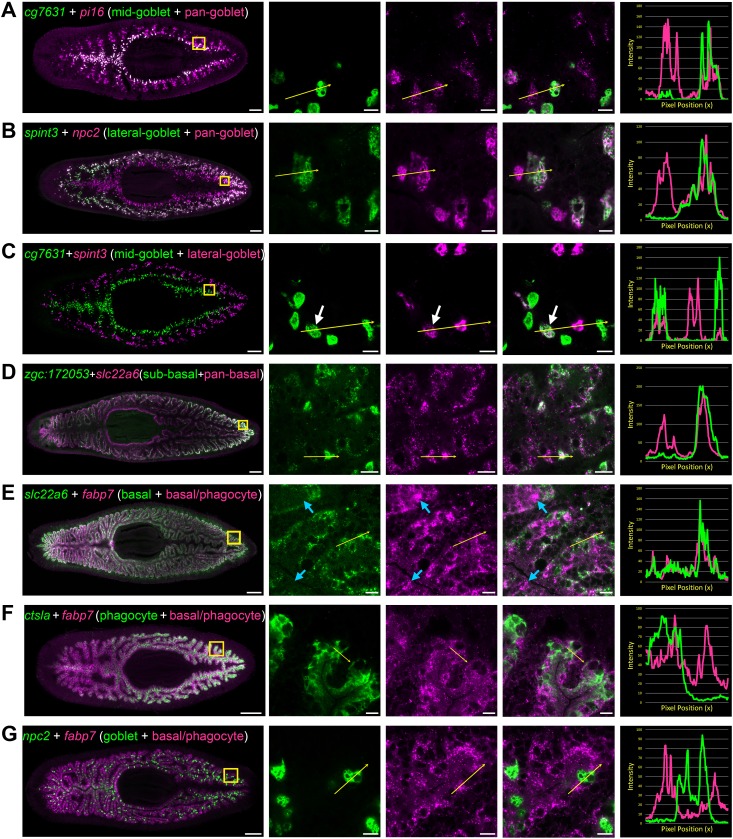
Transcripts expressed by intestinal subpopulations and multiple cell types. (**A**) Confocal images of *cg7631* (green) and *pi16* (magenta) in situ hybridization. Left to right, whole animal (yellow box indicates magnified region in right panels), zoomed area in green, magenta, and merge (yellow arrow indicates profile line in right-most panel), and a graph showing pixel intensity in each color from tail to head of the yellow profile arrow. *cg7631* is enriched in medial goblet cells, while *pi16* is found in all goblet cells. (**B**) *spint3* (green) and *npc2* (magenta). *spint3* is enriched in the lateral goblet cell population, while *npc2* is expressed by all goblet cells. (**C**) *cg7631* (green) and *spint3* (magenta). *cg7631* is enriched in medial goblet cells; *spint3* is enriched in lateral goblet cells. Only rarely do these two markers label the same cell, indicated with a white arrow. (**D**) *zgc:172053* (green) and *slc22a6* (magenta). *zgc:172053* is enriched in a subset of basal cells, while *slc22a6* is more ubiquitously enriched in most basal cells. (**E**) *slc22a6* (green) and *fabp7* (magenta). *slc22a6* is a basally enriched gene, while *fabp7* is expressed by both basal cells and more apical cells (phagocytes). Blue arrows indicate apical gene expression where *slc22a6* is absent. (**F**) *ctsla* (green) and *fabp7* (magenta). *ctsla* expression is enriched in phagocytes, while *fabp7* is found in both phagocytes and basal cells. (**G**) *npc2* (green) and *fabp7* (magenta). *npc2* is enriched in goblet cells, and overlaps minimally with *fabp7* in phagocytes and basal cells. Detailed gene ID information is available in Supplementary file 1 and in Results. Scale bars, whole animals 200 μm; magnified images, 10 µm.

### Laser capture substantially increases resolution of the global intestinal transcriptome

We also compared transcript enrichment in phagocytes/enterocytes, goblet cells, and basal cells/outer intestinal cells reported in three recent single-cell RNA-Seq (scRNA-Seq) analyses of planarian cells (Fincher et al., 2018; Plass et al., 2018; Swapna et al., 2018). There was considerable agreement between our verified in situ expression patterns and cell-type enrichment predicted by scRNA-Seq studies, although we did identify numerous additional cell-type-specific transcripts (Figure 5A). In addition, phagocyte-, goblet-, and basal-cell-specific transcripts from scRNA-Seq studies mapped to similar quadrants in our phagocyte vs. laser-captured intestine plots (Figure 2—figure supplement 1D–H). Similarly, the majority of phagocyte-enriched transcripts detected in our earlier study (Forsthoefel et al., 2012) were also enriched in laser-captured intestine (Figure 5B).

**Figure 5.**
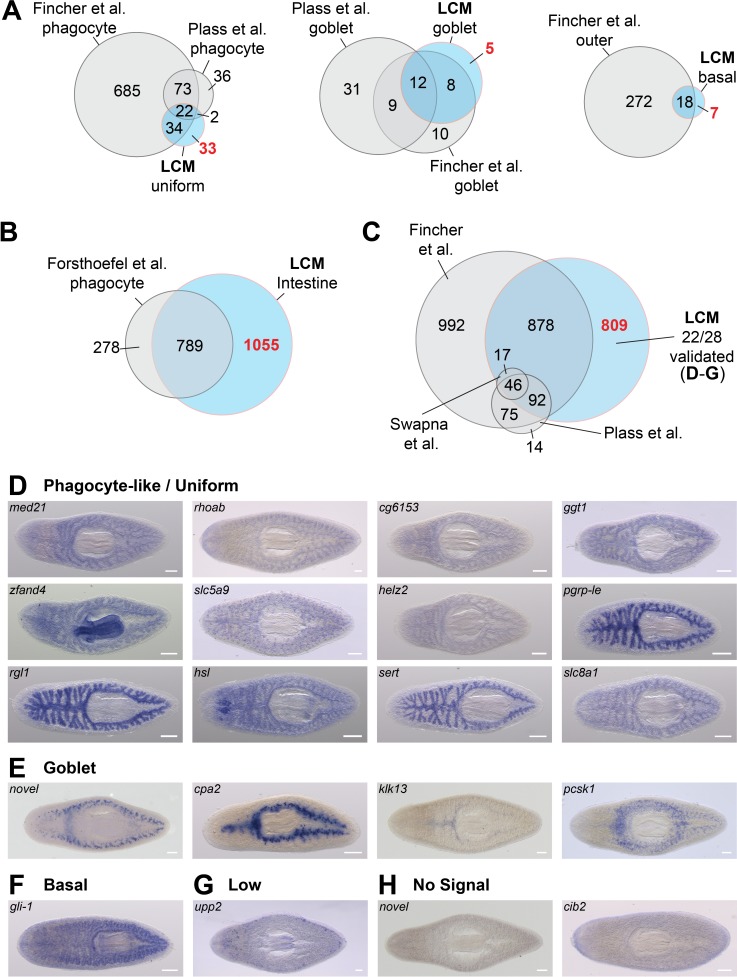
LCM-RNA-Seq identifies additional intestine-enriched transcripts. (**A**) Venn diagrams compare intestine-enriched transcripts identified in three scRNA-Seq studies (Fincher et al., 2018; Plass et al., 2018; Swapna et al., 2018) and this study, grouped by assignment to cell type (scRNA-Seq studies), or by uniform/phagocyte-like, goblet cell, and basal cell WISH expression patterns (this study). (**B**) Comparison of transcripts enriched in sorted phagocytes (Forsthoefel et al., 2012) with orthologs in the dd_Smed_v6 transcriptome, and laser-captured intestine. (**C**) Overlap between all intestine-enriched transcripts (based on RNA-Seq data) in three recent single-cell studies and our LCM data. Overlaps of two or fewer genes are not displayed. (**D**) Examples of intestine-enriched transcripts with a uniform/phagocyte-like expression pattern (WISH) identified by LCM-RNA-Seq, but not in other studies. (**E**) Examples of intestine-enriched transcripts with expression in goblet cells (WISH) identified by LCM-RNA-Seq, but not in other studies. (**F**) Example of intestine-enriched transcript expressed in basal cells (WISH) identified by LCM-RNA-Seq, but not in other studies. (**G**) Intestine-enriched transcript with low expression identified in this study. (**H**) Examples of transcripts enriched in LCM-RNA-Seq data for which expression was undetectable by WISH (e.g. did not validate). Detailed numerical data are in Supplementary file 1 and Figure 2—source data 1. Scale bars, 200 μm.

Furthermore, we identified 809 intestine-enriched transcripts that single-cell studies did not find to be enriched in the intestine (or for some, any planarian cell type) (Figure 5C). Using WISH, we validated intestine enrichment for 22/28 of these mRNAs (Figure 5D–H), including transcripts with a uniform/phagocyte-like expression pattern (Figure 5D), and others with expression in goblet and basal cells (Figure 5E–F). We also note that over 1000 intestine-enriched transcripts in scRNA-Seq studies were not included in our LCM-generated transcriptome (Figure 5C). However, the vast majority (>80%) of these were enriched in multiple cell types (Fincher et al., 2018; Plass et al., 2018; Supplementary file 2), suggesting considerable expression in non-intestinal tissue, consistent with our data. The incomplete overlap between various scRNA-Seq studies and our results could be explained, in part, by different log-fold enrichment criteria used to identify cell-type-specific transcripts. However, the detection of transcripts exclusively enriched in laser-captured intestine suggests that expression profiling of laser-captured bulk tissue is more sensitive than current single-cell profiling approaches, and that LCM may be a preferable method for assessing tissue-specific gene expression when single-cell resolution is not required.

### Diverse digestive physiology genes are expressed in the planarian intestine

In order to globally characterize functional classes of genes expressed in the planarian intestine, we assigned Gene Ontology (GO) Biological Process (BP) terms to planarian transcripts based on homology to human, mouse, zebrafish, *Drosophila,* and *C. elegans* genes, and then identified over-represented terms among intestine-enriched transcripts (Figure 6, Figure 6—source data 1A, and Supplementary file 3). Highly represented terms fell broadly into seven groups (Figure 6), all of which are related to the intestine’s roles in digestion, nutrient storage and distribution, as well as innate immunity. Metabolic processes were among the most highly represented: hundreds of transcripts were predicted to regulate catabolism, biosynthesis, and transport of a variety of macromolecules (e.g. lipids and carbohydrates) and small molecules (e.g. amino acids and ions) (Supplementary file 3A). Hundreds of upregulated transcripts were also predicted to regulate molecular transport, vesicular trafficking, and organelle-based import and export (Figure 6—figure supplement 3A). These included over 70 members of the solute carrier family of transmembrane transporters (Supplementary file 3B), reinforcing the intestine’s central role in metabolite transport, and also suggesting a potential role supporting the excretory system in maintaining extracellular solute concentration (Thi-Kim Vu et al., 2015; Andrikou et al., 2019). 

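The table lists 74 transcripts, of which 72 passed the thresholds in the refitted counts, 69 in medial and 69 in lateral intestine. Since the study chose the list on these samples, the 74 that pass when the FDR is adjusted over the list alone are not independent evidence. The median log2 fold change over the list was 3.38 in medial and 3.28 in lateral intestine. After SLC39A1, the largest fold changes were those of SLC47A1 (dd_8335; log2 fold change 7.52 in medial, SE 0.62, FDR = 5.97e-07, and 7.68 in lateral intestine) and SLC15A4 (dd_3578; 7.40 in medial, SE 0.78, FDR = 5.93e-06, and 7.28 in lateral intestine). SLC35C1 (dd_12626) and SLC2A13 (dd_4836) did not pass. Their log2 fold changes in the more enriched tissue were 1.61 (FDR = 0.0217) and 1.94 (FDR = 0.0103), and the likelihood ratio test called both. SLC2A13 also passed without medial replicate 4 or lateral replicate 3 (FDR between 0.00653 and 0.00951). Leaving out 1 animal kept the number between 62 and 66.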

Enriched regulators of vesicular trafficking also included nearly 30 Ras-related Rab GTPase proteins (Supplementary file 3C). 

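Of the 30 transcripts that the table lists, 28 were called in the refitted counts, 28 in medial and 25 in lateral intestine. Adjusted over the list alone, 30 passed, and again the study had chosen the list on these samples. Median log2 fold changes were 2.02 in medial and 1.86 in lateral intestine. RAB9B (dd_6588) was at 22.2 CPM in medial intestine, 26.9 in lateral intestine and 0.158 in non-intestine (log2 fold change 7.05 in medial, SE 0.61, FDR = 8.39e-07). RAB5B (dd_9150) had a log2 fold change of 6.29 (SE 0.56, FDR = 1.18e-06) and RAB43 (dd_7979) of 5.43 (SE 0.28, FDR = 7.57e-09) in medial intestine. RAB10 (dd_3267) did not pass in lateral intestine, at 1.40 (FDR = 0.0199), nor did RABGGTB (dd_3769), at 2.33 (FDR = 0.027). Another transcript named rab10, dd_2906, passed in both tissues, at 3.92 in medial and 3.66 in lateral intestine (given here after its values were seen). RAB10 dd_3267 passed without medial replicate 4 (FDR = 0.00302), and RABGGTB without lateral replicate 1 (FDR = 0.00816). With 1 animal left out, between 23 and 25 members passed.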

Among regulators of organelle and cellular physiology, transcripts predicted to coordinate phagosome, endosome, and lysosome physiology were among the most highly represented (Supplementary file 3A). These included several *vacuolar protein sorting-associated protein (vps)* homologs required for lysosome tethering to late endosomes and autophagosomes (Spang, 2016), and homologs of the autophagy-related proteins *atg3* and *atg7,* ubiquitin ligases that are required for autophagosome formation during nutrient starvation (Komatsu et al., 2005; Sou et al., 2008), and which may contribute to planarians’ ability to survive extended fasting (Felix et al., 2019). 

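Among these, vps39 (dd_5815) had log2 fold changes of 1.68 (SE 0.19, FDR = 9.80e-06) in medial and 1.50 (SE 0.19, FDR = 2.98e-05) in lateral intestine, and both calls held with every library and animal left out. In medial and lateral intestine, respectively, the log2 fold changes were 2.00 and 1.57 for vps11 (dd_6678), 1.61 and 1.45 for vps16 (dd_4534), 1.34 and 1.49 for vps18 (dd_4550), and 1.32 and 1.21 for vps33a (dd_3969), all past the thresholds in both tissues. The lateral call for vps11 was lost without animals 1, 3 or 4, lateral replicate 2, or non-intestine replicates 1 or 3 (FDR between 0.0126 and 0.0268). The lateral call for vps16 was lost without animal 3 (FDR = 0.0133), and the medial call for vps18 without animals 1, 3 or 4 (FDR between 0.0113 and 0.013). For vps33a, the lateral log2 fold change was 0.99 without non-intestine replicate 1, under the minimum. Tested against the fold change of 2 itself, by glmTreat, both calls were lost for vps16, vps18 and vps33a, and the lateral call for vps11, vps39 and atg3 (FDR between 0.0101 and 0.209). Expression of atg3 (dd_1915) was 195 CPM in medial intestine, 158 in lateral intestine and 48.9 in non-intestine, with log2 fold changes of 2.00 (SE 0.24, FDR = 2.31e-05) and 1.69 (SE 0.24, FDR = 1.10e-04). For atg7 (dd_5083), the log2 fold changes were 2.11 (SE 0.19, FDR = 1.21e-06) and 2.09 (SE 0.19, FDR = 1.50e-06).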

As in our previous study of phagocyte expression (Forsthoefel et al., 2012), here we also identified many intestine-enriched genes predicted to regulate cell shape, motility, polarity, and adhesion, including numerous cytoskeletal regulators, regulators of interactions with extracellular matrix, and *partitioning defective 6 (pard6b),* which we previously demonstrated was required for planarian intestinal remodeling (Forsthoefel et al., 2012; Supplementary file 3A). 

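Expression of pard6b (dd_1830) was 23.8 ± 12.8 CPM (SD, n = 4) in medial intestine, 24.1 ± 6.57 in lateral intestine and 9.43 ± 3.3 in non-intestine. Its log2 fold changes were 1.33 in medial (SE 0.38, FDR = 0.0138) and 1.35 in lateral intestine (SE 0.38, FDR = 0.0147) by edgeR's quasi-likelihood test, so that it did not pass the FDR of 0.01, although it was higher than in non-intestine in 4 of 4 animals. Its FDR was under 0.01 by the likelihood ratio test, at 0.00385 and 0.0039. Without medial replicate 2 it was 0.00541 and 0.00864, and without medial replicate 4 the lateral FDR was 0.00509. The table of functional examples lists 74 transcripts in all, of which 72 passed, with median log2 fold changes of 2.05 in medial and 2.02 in lateral intestine. Adjusted over the list alone all 74 passed, on a list that the study chose on these samples, and between 61 and 67 passed with 1 animal left out.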

Finally, transcripts predicted to regulate responses to stress, microorganisms, and other stimuli were also intestine enriched (Figure 6). Prominent among these were regulators of innate immunity, including over 30 tumor necrosis factor receptor-associated factor homologs (TRAFs), a family of adaptor proteins that is expanded in *S. mediterranea* (Swapna et al., 2018) and function as effectors of receptor signaling in innate and adaptive immunity (Xie, 2013; Arnold et al., 2016; Supplementary file 3D). 

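Of 35 transcripts in the table, 33 passed in the refitted counts, 32 in medial and 32 in lateral intestine, and 35 when adjusted over the list alone (the study chose the list on these samples, so the latter is not independent evidence). The median log2 fold change was 2.45 in medial and 2.53 in lateral intestine. The most abundant of the 3 with the largest fold changes was TRAF2 (dd_8228), at 57.2 CPM in medial intestine, 54.6 in lateral intestine and 0.687 in non-intestine (log2 fold changes 6.38, SE 0.36, FDR = 1.54e-08, and 6.32, SE 0.36, FDR = 1.77e-08). The other two are named TRAF6, dd_15049 at 3.67 CPM in medial intestine and dd_13811 at 8.87 CPM. Both were near 0 in non-intestine, each with counts in a single library. Transcripts of this expanded family resemble each other, and reads could be divided among them. TRAF4 (dd_18520) and TRAF3 (dd_5460) did not pass, with medial FDR of 0.0226 and 0.0104, although TRAF3 dd_5460 passed without lateral replicate 1 (FDR = 0.00325). Another transcript named TRAF4, dd_974, passed, with a medial log2 fold change of 2.22, and so did others named TRAF3 (given here after their values were seen). With 1 animal left out, between 27 and 31 passed.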

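The paper's table of transcripts that responded to a shift to static culture holds 62 transcripts. In the captured tissue, 59 of them were upregulated, 55 in medial and 57 in lateral intestine, with median log2 fold changes of 3.12 and 3.10. When adjusted over the list alone 61 passed, and the study had selected the list through these samples. The response to culture conditions was measured in another study and is not part of these libraries, which came from a single culture condition. C10orf11 (dd_2559) had log2 fold changes of 7.65 in medial (SE 0.73, FDR = 2.23e-06) and 7.75 in lateral intestine (SE 0.73, FDR = 2.33e-06), and dd_13694 of 8.11 (SE 0.88, FDR = 7.56e-06) and 7.67 (SE 0.87, FDR = 1.32e-05). RGR (dd_13270), RPS29 (dd_214_0_1) and PGLYRP1 (dd_8505) did not pass. RGR did without animal 3 or without its non-intestine library alone (medial FDR between 4.97e-04 and 6.54e-04), and PGLYRP1 without animal 2 or without its medial library alone (medial FDR between 9.76e-05 and 8.63e-04). Between 47 and 58 passed with 1 animal left out.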

Notably, 62 intestine-enriched transcripts (from this study) were previously found to be upregulated in response to shifting planarians from recirculating to static culture conditions, which causes microbiome dysbiosis (Arnold et al., 2016; Figure 6—figure supplement 1A and Figure 6—source data 2A). 

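The paper's table matches 99 transcripts of this species to Dugesia japonica transcripts that responded to bacteria. Of these, 91 were upregulated in captured intestine, 85 in medial and 80 in lateral intestine, and 95 when adjusted over the list alone, which was drawn up from these samples. Median log2 fold changes were 2.07 in medial and 1.98 in lateral intestine. The direct test called 2 members higher in medial and 6 higher in lateral intestine. Transcript dd_479 was at 273 CPM in medial intestine, 247 in lateral intestine and 1.26 in non-intestine (log2 fold changes 7.74, SE 0.98, FDR = 3.24e-05, and 7.60, SE 0.98, FDR = 4.16e-05). With 1 animal left out, between 72 and 77 members passed. No animal in these libraries had been given bacteria.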

Further supporting a role for the intestine in innate immunity and/or inflammatory responses, homologs of 99 *S. mediterranea* intestine-enriched transcripts were also upregulated by ingestion of pathogenic bacteria in *Dugesia japonica,* a related planarian species (Abnave et al., 2014; Figure 6—figure supplement 1B and Figure 6—source data 2B).

**Figure 6.**
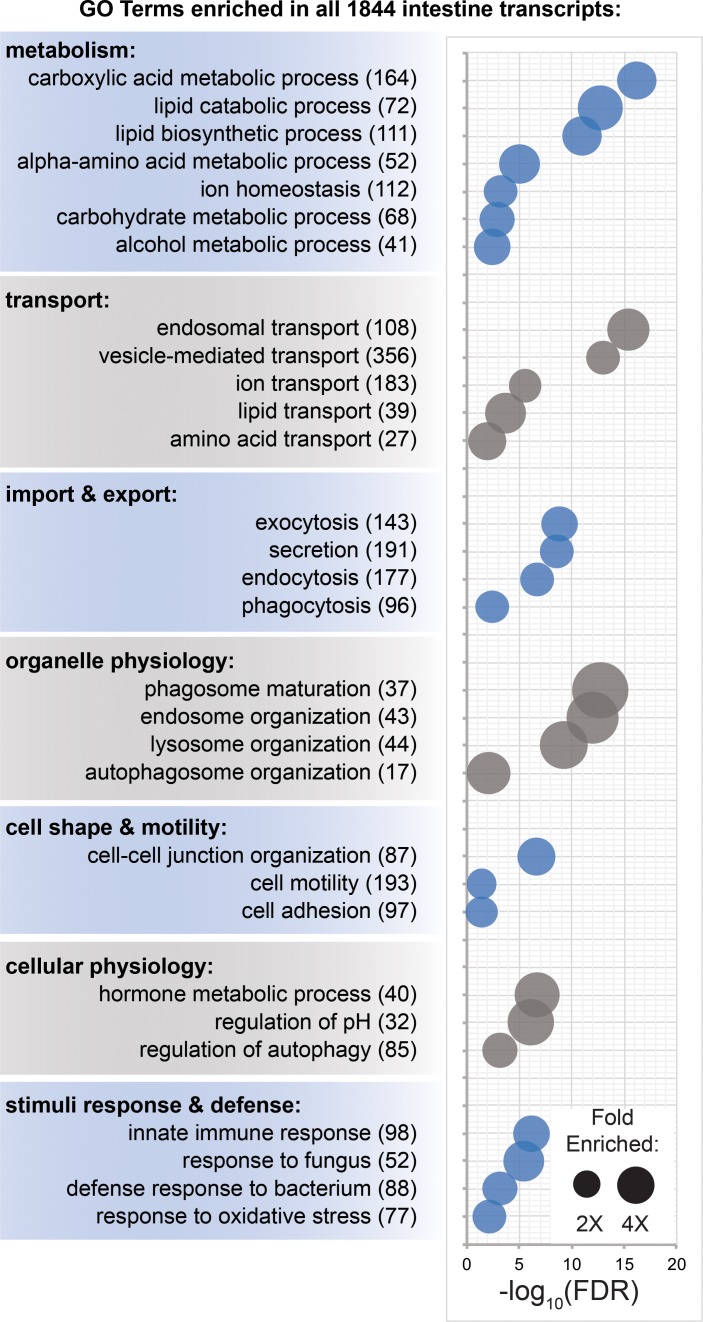
Transcripts involved in metabolism, transport, organelle physiology, and stimuli responses are enriched in the intestine. (**A**) Biological process Gene Ontology terms significantly over-represented in intestine-enriched transcripts. Bubble size indicates fold enrichment relative to all transcripts detected in laser-captured tissue, while position on the x-axis indicates FDR-adjusted significance. Numbers in parentheses indicate the number of intestine-enriched transcripts annotated with each term. Detailed numerical data are in Figure 6—source data 1. Figure 6—source data 1.Gene Ontology biological process term enrichment for intestine-enriched transcripts.(F6SD1-A) Biological Process term enrichment for all 1844 intestine-enriched transcripts. (F6SD1-B) Term enrichment for 814 phagocyte-enriched transcripts (Fincher et al., 2018). (F6SD1-C) Term enrichment for 290 basal/outer cell-enriched transcripts (Fincher et al., 2018). (F6SD1-D) Term enrichment for 39 goblet cell-enriched transcripts (Fincher et al., 2018). (F6SD1-E) Term enrichment for 1221 medial intestine-enriched transcripts (FC-medial >FC lateral). (F6SD1-F) Term enrichment for 623 lateral intestine-enriched transcripts (FC-lateral >FC medial). (F6SD1-G) 415 Biological Process terms enriched ONLY in medially enriched intestine transcripts. (F6SD1-H) 34 Biological Process terms enriched ONLY in laterally enriched intestine transcripts. (F6SD1-I) Term enrichment for the 97 most medially enriched transcripts. (F6SD1-J) Term enrichment for the 56 most laterally enriched transcripts. Figure 6—source data 2.LCM intestine-enriched transcripts in innate immunity studies.(F6SD2-A) 62 intestine-enriched transcripts (LCM) that were upregulated or downregulated in response to shift to static culture in Arnold et al. (2016). (F6SD2-B) 99 intestine-enriched transcripts (LCM) that were upregulated in response to pathogenic bacteria ingestion in Abnave et al. (2014).

**Figure 6—figure supplement 1.**
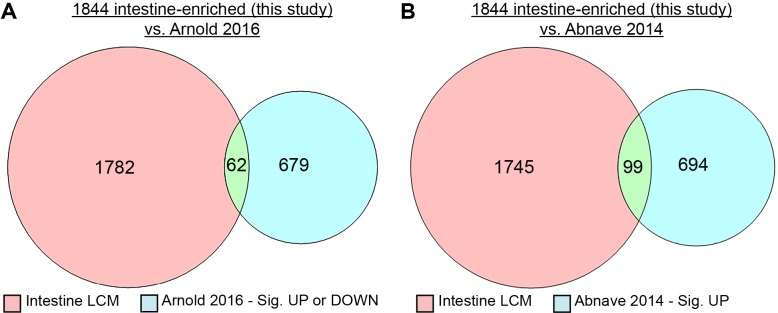
Innate immunity-related transcripts enriched in the intestine. (**A**) Intestine-enriched transcripts detected by LCM (pink) compared to *S. mediterranea* transcripts that were up- or downregulated upon transfer of planarians from continuous flow to static culture in Arnold et al. (2016) (blue). (**B**) *S. mediterranea* intestine-enriched transcripts detected by LCM (pink) compared to *D. japonica* homologous transcripts that were upregulated in response to *L. pneumophila* or *S. aureus* infections in Abnave et al. (2014) (blue). Detailed numerical data are available in Figure 6—source data 2.

**Figure 6—figure supplement 2.**
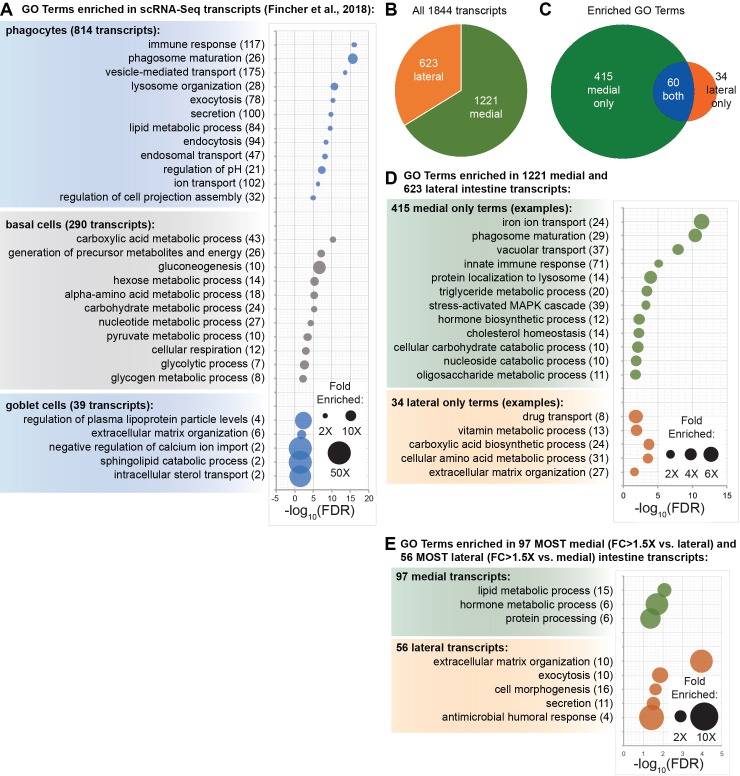
Enriched biological process GO terms for transcripts enriched in intestinal cell types and regions. (**A**) GO term enrichment for phagocyte-, goblet-, and basal-cell-enriched transcripts identified in Fincher et al. (2018). (**B**) Pie chart showing the ratio of transcripts with higher fold changes in laser-captured medial and lateral intestinal tissue. (**C**) Venn diagram showing the number of Biological Process GO terms enriched for medial, lateral, or both groups of transcripts. (**D**) Examples of GO terms over-represented only in medial and lateral transcripts. (**E**) Examples of GO term enrichment for only the most medially and laterally enriched transcripts. Detailed numerical data are available in Figure 6—source data 1.

**Figure 6—figure supplement 3.**
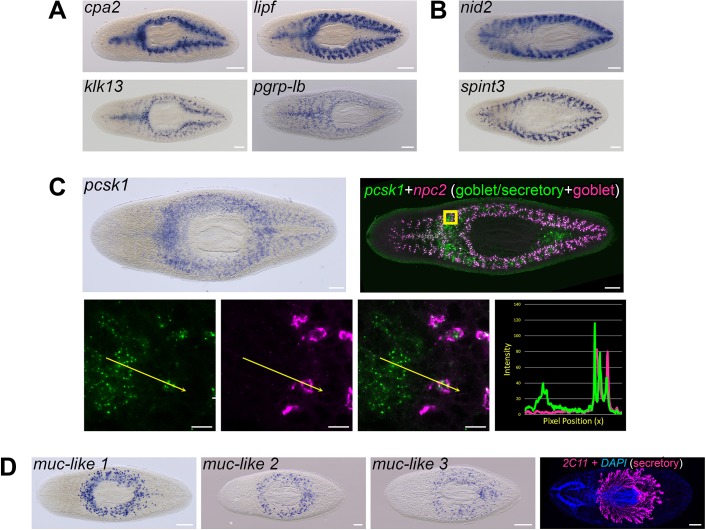
Gene expression by goblet cells suggests multiple physiological roles. (**A**) Whole-mount in situ hybridizations for medially enriched transcripts *carboxypeptidase A2 (cpa2), gastric triacylglycerol lipase (lipf), kallikrein-13* (*klk13),* and *peptidoglycan recognition protein LB (pgrp-lb)*. (**B**) Expression patterns for laterally enriched transcripts *nidogen-2 (nid2),* a predicted regulator of extracellular matrix organization, and *Kunitz-type protease inhibitor 3 (spint3),* a predicted secreted serine protease inhibitor. (**C**) Neuroendocrine convertase 1 (*pcsk1*) mRNA expression. WISH, top left. dFISH, top right and magnified views (yellow box). *pcsk1* (green) co-expression with the pan-goblet marker *npc2* (magenta) demonstrates *pcsk1* is expressed in goblet cells as well as peripharyngeal secretory cells. (**D**) Expression of three *mucin*-like genes in secretory cells surrounding the pharynx (*muc-like-1/*dd_Smed_v6_17988_0_1, *muc-like-2/*dd_18786_0_1, and *muc-like-3/*dd_21309_0_1), and mAb 2C11 labeling peripharyngeal secretory cells and their projections into the pharynx (magenta) (bottom row). Detailed gene ID information is available in Supplementary file 1 and Supplementary file 3. Scale bars: whole animals 200 μm; magnified images (**B**), 10 µm.

### Analysis of mediolaterally enriched transcripts reveals potential goblet cell roles

In order to understand whether putative functional roles above are performed by specific intestinal cell types or domains, we also analyzed GO term over-representation among transcripts enriched in scRNA-Seq data (Fincher et al., 2018), and in laser-captured medial and lateral intestinal tissue. Most functional categories predicted by LCM transcript analysis (Figure 6) were also enriched among phagocyte scRNA-Seq transcripts (Figure 6—figure supplement 2A and Figure 6—source data 1B–D). Furthermore, GO analysis suggested that basal cells may play a significant role in metabolism and energy processing, and that goblet cells may influence extracellular matrix organization and play specialized roles in lipid metabolism (Figure 6—figure supplement 2A and Figure 6—source data 1B–D).

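Without a minimum for the ratio, a transcript falls on the medial or lateral side however small the difference. Of the 1720 upregulated transcripts, 25 were called in the direct test of medial against lateral intestine, 17 on the medial and 8 on the lateral side. With a prior count of 2 in the fold changes, or with ratios of mean CPM, the sides still held 1164 and 556 transcripts.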

Analysis of biological process GO term enrichment among all 1221 medial and 623 lateral transcripts – without regard to cell-type specificity – identified numerous putative regulators of innate immunity and macromolecular catabolism among medial transcripts, and of extracellular matrix organization among lateral transcripts (Figure 6—figure supplement 2B–D and Figure 6—source data 1E–H). Intriguingly, many transcripts with the greatest medial (97) or lateral (56) enrichment (e.g. >1.5X in medial vs. lateral tissue or vice versa) in the intestine were expressed by goblet cells (Figure 2C–F, Supplementary file 1, and Figure 1—figure supplement 2). GO analysis of these transcripts suggested possible functional specialization with respect to lipid metabolism, protein processing, extracellular matrix organization, and innate immunity (Figure 6—figure supplement 2E and Figure 6—source data 1I–J).

Analysis of expression in situ supported these predictions (Figure 6—figure supplement 3A–D). For example, in support of previous suggestions that goblet cells promote luminal digestion (Arnold, 1909; Pedersen, 1961; Jennings, 1962), we identified several goblet-enriched transcripts predicted to encode secreted regulators of protein catabolism (*pancreatic carboxypeptidase A2*) and triglyceride catabolism (*lipase F/gastric triacylglycerol lipase)* (Figure 6—figure supplement 3A). Second, we also identified three goblet-enriched *kallikreins* (*klk*) (Figure 6—figure supplement 3A and Figure 1—figure supplement 2), secreted proteases whose mammalian homologs produce vasoactive plasma kinin, but also hydrolyze extracellular matrix molecules, growth factors, hormone proteins, and antimicrobial peptides in numerous tissues (Prassas et al., 2015). Kallikreins are expressed by goblet cells in rat, cat, and mouse intestines (Schachter et al., 1986; Grün et al., 2016), and have been implicated in inflammatory bowel disease and gastrointestinal cancers (Stadnicki, 2011; Kontos et al., 2013), suggesting additional conservation of planarian goblet cell physiology. Third, goblet cells express *peptidoglycan recognition protein (pgrp-1b)* (Figure 6—figure supplement 3A), whose vertebrate and invertebrate homologs modulate innate immune signaling and play direct bactericidal roles (Kurata, 2014; Dziarski and Gupta, 2018), suggesting goblet cells may coordinate immune responses and/or regulate microbiome composition. Consistent with this idea, a second planarian paralog, *pgrp-1e* (Figure 1—figure supplement 2), is upregulated in the intestine (but not restricted to goblet cells) in response to *Pseudomonas* infection (Arnold et al., 2016). Fourth, a homolog of *prohormone convertase (pcsk1*) is enriched in goblet cells, as well as peripharyngeal cells surrounding the pharynx (Figure 6—figure supplement 3C). Prohormone convertases (PCs) cleave neuropeptide and peptide hormone preproteins to generate bioactive peptides. In both vertebrates and invertebrates, PCs function in neurons, but also in endocrine cell types such as pancreatic islet cells and digestive tract enteroendocrine cells, where they regulate glucose levels, energy homeostasis, and appetite (Grün et al., 2016; Pauls et al., 2014; Stijnen et al., 2016). Although another planarian *pcsk* paralog, *Smed-pc2,* processes neuropeptides required for germline development (Collins et al., 2010), to our knowledge, no intestine-enriched prohormones have been reported. Nonetheless, *pcsk1* expression suggests goblet cells may play an enteroendocrine-like role, as in other organisms. Finally, we were surprised to find that genes encoding planarian homologs of gel-forming mucins (which we identified in separate bioinformatic searches) were expressed not by goblet cells, but by peripharyngeal cells that send projections into the pharynx (Forsthoefel et al., 2014; Figure 6—figure supplement 3D). While additional goblet-enriched proteins with mucin-like roles might exist (Bocchinfuso et al., 2012; Syed et al., 2008), these expression patterns suggest that some planarian gel-forming mucin proteins are delivered to the intestinal lumen through the pharynx, and indicate a possible difference between planarian and vertebrate intestinal goblet cells (Birchenough et al., 2015; Chang et al., 1994; Johansson et al., 2011).

### Evolutionary conservation of human digestive organ gene expression

Further illustrating the conservation of physiological roles, we found that the intestine expresses numerous homologs of transcripts that are enriched in human GI tissues (Figure 7A–E, Supplementary file 4, and Figure 7—source data 1). To make this comparison, we conducted reciprocal best homology (RBH) searches (Bork et al., 1998; Tatusov et al., 1997) to identify 5583 planarian transcripts encoding predicted open reading frames (ORFs) with high homology to ORFs in UniProt human transcripts (The UniProt Consortium, 2018), and vice versa (Figure 7A–B). Of these, we then identified 5561 transcripts (including 699 gut-enriched transcripts) with human transcripts represented in the Human Protein Atlas (Figure 7B–C), in which transcripts whose unique or highly enriched tissue-specific expression defines 32 human tissues or organs (Uhlén et al., 2015). Next, we calculated the percentage of all (5,561) and gut-enriched (699) RBH transcripts that were enriched in human tissues (Figure 7D), then expressed these percentages as a fold-enrichment ratio (planarian intestine vs. non-intestine) to estimate similarity between the planarian intestine transcriptome and the transcriptomes of human tissues (Figure 7E).

**Figure 7.**
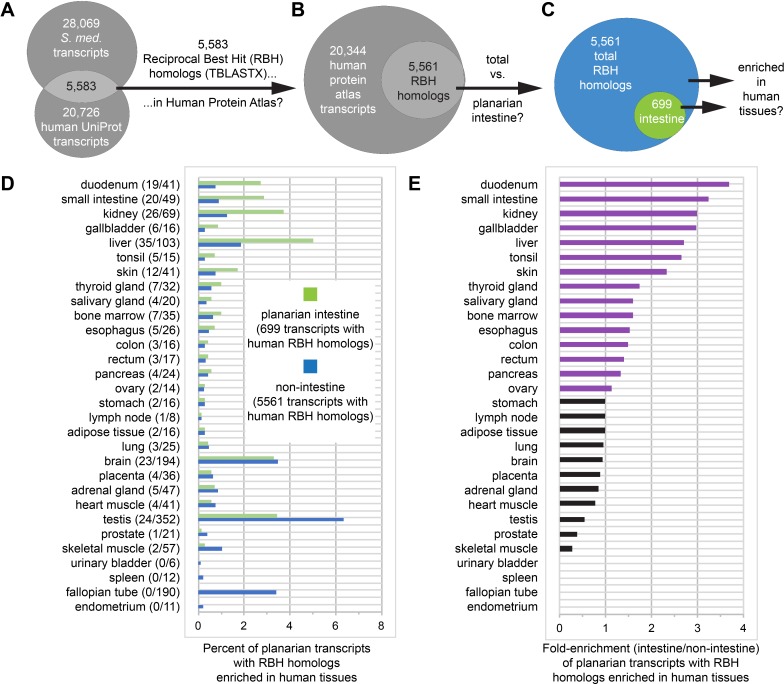
Homologs of planarian intestinal transcripts are enriched in human digestive tissues. (**A**) 5583 *S. mediterranea* and *Homo sapiens* UniProt transcripts hit each other in reciprocal TBLASTX queries. (**B**) 5561/5583 human UniProt RBH homologs of planarian transcripts were present in the Human Protein Atlas. (**C**) 699/5561 RBH homologs were enriched in the planarian intestine. (**D**) Enrichment of RBH homologs in human tissues. The first number in parentheses is the number of planarian intestine-enriched RBH homologs (of 699) and the second number in parentheses is the number of all RBH homologs (of 5561) for each human tissue. Histogram bars represent percentage of planarian transcripts with RBH homologs enriched in human tissues. For example, 19/699 (2.72%) UniProt RBH homologs of planarian intestine-enriched transcripts were tissue-enriched, tissue-enhanced, or group-enriched in the duodenum, while only 41/5561 (0.74%) of all UniProt RBH homologs of planarian transcripts were similarly enriched. (**E**) Fold enrichment (planarian intestine/non-intestine) of RBH homologs for each human tissue. Histogram bars were calculated as a ratio of percentages in panel D. For example, 2.72% of 699 planarian intestinal RBH homologs and 0.74% of all 5561 planarian RBH homologs were enriched in the duodenum, yielding fold enrichment of 2.72/0.74 = 3.68X. Detailed numerical data are available in Figure 7—source data 1. Figure 7—source data 1.Planarian transcripts with reciprocal best hit (RBH) homologs enriched in human tissues.(F7SD1-A) Human tissue enrichment for 699 human RBH homologs of planarian transcripts enriched in the planarian intestine. Data from Uhlén et al. (2015) reprinted with permission from AAAS. (F7SD1-B) Human tissue enrichment for all 5561 human RBH homologs of planarian transcripts. Data from Uhlén et al. (2015) reprinted with permission from AAAS. (F7SD1-C) Summary of tissue-specific enrichment for human RBH homologs of planarian transcripts. (F7SD1-D) Global summary of group enriched, tissue enriched, and tissue enhanced transcripts for human RBH homologs of planarian transcripts. (F7SD1-E) Best TBLASTX hits for planarian vs. human transcripts. (F7SD1-F) Best TBLASTX hits for human vs. planarian transcripts (reciprocal BLAST). (F7SD1-G) 5583 planarian transcripts with human RBH homologs. (F7SD1-H) 700 intestine-enriched planarian transcripts with human RBH homologs.

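The paper's table of human reciprocal best hits lists 698 transcripts of the intestine-enriched set, of which 652 were upregulated in the refitted counts and 696 when adjusted over the list alone, which the study drew from these samples. Without 1 animal the number fell to between 509 and 544. Of 130 hits with an elevated human tissue, 125 were upregulated. By human tissue, upregulated hits were 33 of 35 for liver, 23 of 24 for testis, 22 of 23 for brain, 22 of 26 for kidney, 20 of 20 for small intestine, 19 of 19 for duodenum and 5 of 6 for gallbladder. The same hit counts for more than 1 tissue. Since the table of all planarian transcripts with human hits could be read only in part, no test of over-representation was made here. The paper's text gives totals over all hits, for any tissue and for duodenum, and these were not used. Median log2 fold changes in medial and lateral intestine were 2.64 and 2.40 for small intestine, 2.52 and 2.25 for duodenum, and 3.14 and 3.01 for liver.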

Strikingly, four of the five tissues to which the planarian intestine was most similar are involved in digestion (duodenum, small intestine, and gallbladder) or energy storage/metabolism (liver) (Figure 7E). The intestine was also similar to other human digestive tissues (esophagus, colon, and rectum), as well as kidney, possibly suggesting a role supporting the planarian protonephridial system in filtration or processing of extracellular solutes (Figure 7E; Thi-Kim Vu et al., 2015; Rink et al., 2011; Scimone et al., 2011). Duodenum- and small intestine-enriched RBH transcripts included predicted regulators of endodermal specification, bile transport, lipid metabolism, and glucose transport (Supplementary file 4). In addition, RBH homologs enriched in liver included several predicted regulators of glucose, amino acid, lipid, and xenobiotic compound metabolism (Supplementary file 4). These observations reinforce the evolutionary conservation of intestinal gene expression and indicate that physiological roles performed by multiple human digestive organs are consolidated in the planarian intestine.

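For endodermal specification, hnf-4 (dd_1694) had log2 fold changes of 2.09 (SE 0.13, FDR = 4.34e-08) in medial and 1.69 (SE 0.13, FDR = 3.29e-07) in lateral intestine, at 176, 133 and 41.3 CPM in medial intestine, lateral intestine and non-intestine. The bile transporter slc10a2 (dd_11330) passed in lateral intestine only (1.82, FDR = 0.0089), and in medial intestine its log2 fold change was 1.42 (FDR = 0.0292). The lateral call was lost without any 1 animal or any 1 non-intestine library, and without medial replicates 1 or 3 or lateral replicates 2, 3 or 4 (FDR between 0.0103 and 0.0719). For lipid metabolism, plb1 (dd_2690) had log2 fold changes of 7.46 and 7.25, MOGAT2 (dd_4947) of 2.76 and 2.67, and DGAT1 (dd_2472) of 3.26 and 3.00 in medial and lateral intestine. The glucose transporter SLC5A1 (dd_6663) had log2 fold changes of 4.11 and 3.57. The other 15 examples in the table passed whichever animal was left out.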

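All 3 liver examples passed in both tissues. In medial and lateral intestine, the log2 fold changes were 1.22 (FDR = 1.88e-04) and 1.43 (FDR = 5.63e-05) for FBP1 (dd_1709), 5.07 (FDR = 6.33e-09) and 4.93 (FDR = 8.17e-09) for uroc1 (dd_1655), and 4.06 (FDR = 1.03e-06) and 4.35 (FDR = 6.52e-07) for tdo2 (dd_3550). Examples shared between liver and small intestine were MTTP (dd_5671), at 4.21 and 4.17, CYP3A4 (dd_2257), at 3.14 and 3.01, and ABCC2 (dd_6609), at 5.04 and 5.03. From such homologs the paper concludes that physiological roles of several human digestive organs are combined in the planarian intestine.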

### Intestine-enriched transcription factors regulate goblet cell differentiation and maintenance

Definition of the intestinal transcriptome enables identification of genes required for regeneration and functions of distinct intestinal cell types. Here, to initiate this effort, we focused on goblet cells, which expressed the majority of medially and laterally enriched transcripts we identified (Supplementary file 1, Figure 1—figure supplement 2). Ultrastructurally, planarian goblet cells possess numerous large proteinaceous granules and abundant rough endoplasmic reticulum (Willier et al., 1925; Ishii, 1965; Garcia-Corrales and Gamo, 1986; Pascolini and Gargiulo, 1975), resembling mammalian goblet cells that produce a protective mucous barrier and mount innate immune responses (Birchenough et al., 2015; Dalton, 1952; Freeman, 1966; McCauley and Guasch, 2015; Knoop and Newberry, 2018). However, although numerous markers and reagents have been identified that label planarian goblet cells (Fincher et al., 2018; Plass et al., 2018; Ross et al., 2015; Reuter et al., 2015; Zayas et al., 2010; Bueno et al., 1997), to our knowledge, genes required for goblet cell differentiation, maintenance, or physiological roles have not been reported. 

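The 24 transcripts were picked by the paper as goblet-enriched and by their mediolateral ratio, and their direct comparison between tissues was tested afterwards. In the medial set, all 16 were upregulated in both tissues against non-intestine and 12 were called higher in medial than in lateral intestine. Among those 4 that were not, dd_2021 (pi16) had a log2 fold change of medial over lateral of 1.31 (FDR = 0.088, and 0.00523 when only those 2 tissues were fitted) and dd_131 of 1.02 (FDR = 0.0834), and dd_73 (NPC2) and dd_4693 (lipf) are the others. DESeq2 called all 16, and adjusted over the list alone 16 passed, on lists the study chose from these samples. The number was 6, 3, 6 and 5 without animals 1, 2, 3 and 4, 8 without medial replicate 1 or 4, 6 without lateral replicate 1, and 7 without lateral replicate 2 or 4. In the lateral set of 8, 7 were upregulated and 5 were called higher in lateral intestine: eppin (dd_101), spint3 (dd_300), nid2 (dd_25), Wfikkn2 (dd_71) and dd_1401. The log2 fold change of dd_41 was -1.58 (FDR = 0.527) and that of dd_2506 was -1.07 (FDR = 0.983). The latter also did not pass against non-intestine, with FDR of 0.0322 in medial and 0.0187 in lateral intestine, but it passed in lateral intestine without medial replicate 2 or lateral replicate 1 (FDR between 0.00733 and 0.00738). Of the 16 settings that left out 1 library or animal, Wfikkn2 kept its call only without non-intestine replicates 1 or 3, and dd_1401 only without animal 2, medial replicate 2 or non-intestine replicates 1 or 2. Their FDR elsewhere reached 0.0871 and 0.115. By glmTreat neither was called (FDR = 0.0807 and 0.0236), nor was dd_1401 among transcripts with CPM of at least 5 in 4 libraries (FDR = 0.0103).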

Initially, we used RNAi to assess the roles of 16 of the most medial and 8 of the most lateral goblet-enriched transcripts (Supplementary file 5A-B). However, we did not observe failure to feed, decreased viability, or defects in blastema formation, even after 8 weeks of knockdown (feeding 1x/week) (Supplementary file 5A-B). This might be due to functional redundancy, since multiple lipases, carboxypeptidases, and kallikriens are expressed by goblet cells. Alternatively, other intestinal cell types might play overlapping roles with respect to some functions.

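In the refitted counts, all 22 transcripts of the table were upregulated in at least 1 intestinal tissue, 20 in medial and 19 in lateral intestine. The same number passed when adjusted over the list alone, and the study had chosen the list on these samples. With 1 animal left out, between 15 and 18 passed. LHX1 (dd_8252) had the largest log2 fold changes, 7.19 (SE 0.46, FDR = 5.22e-08) in medial and 7.07 (SE 0.46, FDR = 6.55e-08) in lateral intestine. For nkx2.2 (dd_2716) these were 5.37 (SE 0.27, FDR = 5.27e-09) and 5.52 (SE 0.27, FDR = 4.24e-09), and for gli-1 (dd_7470) 1.78 (SE 0.23, FDR = 4.16e-05) and 1.90 (SE 0.23, FDR = 2.68e-05). RREB2 (dd_10103), at 6.19, 8.74 and 2.12 CPM in medial intestine, lateral intestine and non-intestine, had log2 fold changes of 1.54 (SE 0.40, FDR = 0.00727) and 2.04 (SE 0.40, FDR = 0.00143). The medial call was also lost with DESeq2-style size factors, without the low-count filter, with the animal as a block, with only the 2 tissues compared, by glmTreat and with offsets for transcript length (FDR between 0.0114 and 0.115), and the lateral call by glmTreat (FDR = 0.0166). Its medial call was lost in 12 of 16 settings that left out 1 library or animal, all but medial replicates 2 and 3 and lateral replicates 1 and 4 (FDR between 0.0121 and 0.0781), and its lateral call without animals 2, 3 or 4 (FDR between 0.0101 and 0.017). The medial log2 fold change of med21 (dd_2670) was 1.03 (SE 0.17, FDR = 3.10e-04), and it fell to between 0.87 and 0.95, under the minimum, without animal 2, medial replicate 3, lateral replicate 2 or non-intestine replicates 1, 2 or 3. It was also under the minimum by DESeq2 and with DESeq2-style size factors (0.86), without the low-count filter (0.98), with CPM of at least 1 in 9 libraries (0.91), with only the 2 tissues compared (0.99) and with offsets for transcript length (0.80), and it was not called by glmTreat (FDR = 0.496). PTF1A (dd_6869) had log2 fold changes of 4.24 (SE 0.87, FDR = 0.00166) and 4.21 (SE 0.87, FDR = 0.002), and was not called in either tissue without animal 3 (FDR 0.0302 and 0.0375), nor in lateral intestine without non-intestine replicate 3.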

Reasoning that transcription factors (TFs) would regulate goblet cell generation and/or maintenance, we next focused on transcripts encoding 22 intestine-enriched TFs, only 10 of which were previously known to be enriched in intestinal cells (Supplementary file 5C). Using FISH, we validated expression of all but one of these TFs in the intestine (Figure 8—figure supplement 1). In a dsRNA-mediated RNA interference screen to specifically assess goblet cell regeneration, we found that knockdown of three TFs dramatically reduced expression of a goblet cell marker in regenerating head, trunk, and tail fragments (Figure 8A–B, Figure 8—figure supplement 2, and Supplementary file 5C). Knockdown of *mediator of RNA polymerase II transcription subunit 21 (med 21)* reduced goblet cells and blastema formation (Supplementary file 5C), but also caused severe disruption of intestinal integrity in our previous study (Forsthoefel et al., 2012). This suggested a non-goblet-cell-specific role, and we did not investigate *med21* further. Knockdown of a second transcription factor, *gli-1* (a transducer of hedgehog signaling [Rink et al., 2009; Glazer et al., 2010]), caused failure of goblet cells to regenerate at the midline of the new anterior branch in amputated tail fragments regenerating a new head (Figure 8A–B, Supplementary file 5C, and Figure 8—figure supplement 2A). In addition, goblet cells were less abundant in pre-existing regions of the intestine, particularly in lateral intestinal branches (Figure 8A–B, Figure 8—figure supplement 2A–C). Regeneration of goblet cells was also reduced in new tail branches of *gli-1(RNAi)* head fragments (Figure 8—figure supplement 2B) and in anterior and posterior branches in *gli-1(RNAi)* trunk fragments (Figure 8—figure supplement 2C). These effects on goblet cells were specific, since phagocytes (Figure 8A, Figure 8—figure supplement 2A–C) and basal cells (Figure 8B) regenerated normally. Although we infrequently observed smaller posterior blastemas characteristic of reduced hedgehog signaling (Rink et al., 2009; Glazer et al., 2010; Yazawa et al., 2009), phagocytes regenerated normally in this region (Figure 8—figure supplement 2C).

**Figure 8.**
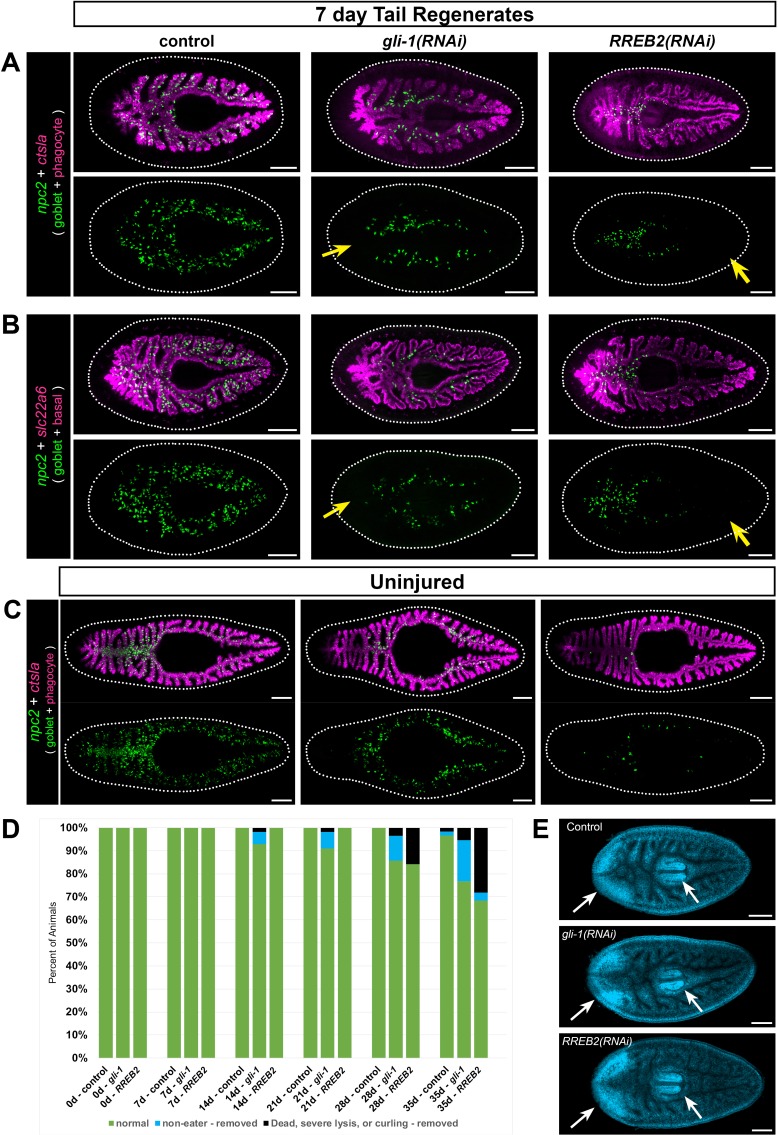
*gli-1* and *RREB2* regulate goblet cell abundance. (**A**) In 7 day tail regenerates, *gli-1* knockdown dramatically reduces goblet cells (*npc2+*) at the midline in regenerating intestine (yellow arrow), while *RREB2* knockdown reduces goblet cells in old tissue (yellow arrow). Phagocytes (*ctsla+*) appear normal in all conditions. Both *gli-1(RNAi)* and *RREB2(RNAi)* also reduce goblet cells in lateral branches. (**B**) Basal cells (*slc22a+*) are unaffected in *gli-1(RNAi)* and *RREB2(RNAi)* regenerates, while goblet cells are reduced similar to A. (**C**) In uninjured animals, *gli-1* RNAi causes moderate goblet cell loss, while *RREB2* RNAi results in severe goblet cell loss. (**D**) Phenotypes in *gli-1(RNAi)* and *RREB2(RNAi)* planarians during six dsRNA feedings (once per week). Animals refuse food and undergo lysis and death with increasing frequency over the RNAi time course. Total sample size was n ≥ 55 for each condition; data were pooled from three independent biological replicates of n ≥ 18 each. (**E**) DAPI labeling of tail regenerates shown in B. White arrows indicate normal regeneration of new brain and pharynx. Animals in A, B, and E were fed dsRNA eight times (twice per week), starved 7 days, amputated, then fixed 7 days later. Animals in C and D were fed dsRNA six times (once per week), starved 7 days, then fixed for FISH. Detailed gene ID and RNAi phenotype information is available in Supplementary file 1, Supplementary file 5, and Figure 8—source data 1A. Scale bars, 200 μm. Figure 8—source data 1.(F8SD1-A) Detailed feeding and viability numerical data for three biological replicates conducted for control, *gli-1,* and *RREB2* RNAi phenotypes; (F8SD-2) individual measurements for area and length of control, *gli-1*, and *RREB2* knockdowns before any treatment and after five dsRNA feedings; (F8SD-3) statistics tables for length and area measurements.

**Figure 8—figure supplement 1.**
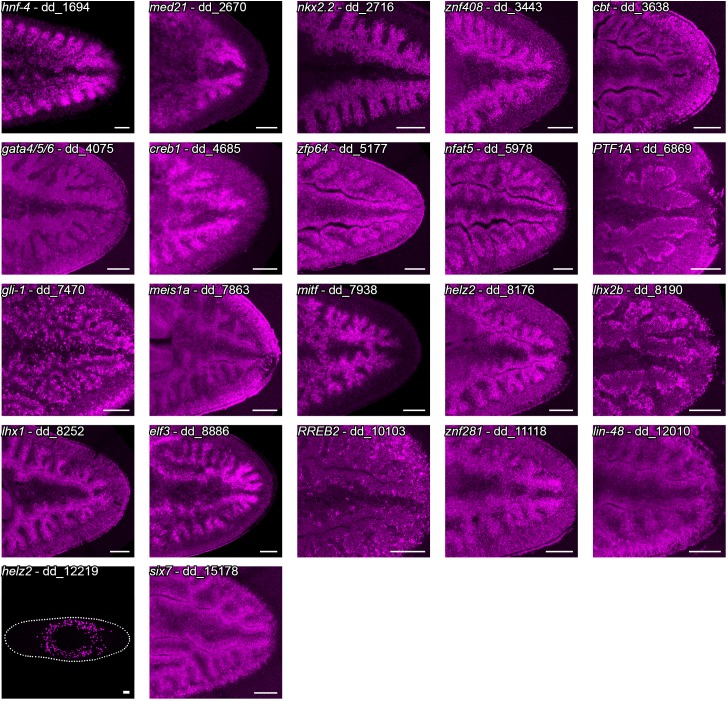
Expression of intestine-enriched transcription factors. Fluorescent in situ hybridization expression patterns of 22 intestine-enriched transcription factors identified in the laser capture dataset. Organized by dd_Smed_v6 ID in ascending order. Detailed gene ID information is available in Supplementary file 1 and Supplementary file 5. Scale bars, 100 μm.

**Figure 8—figure supplement 2.**
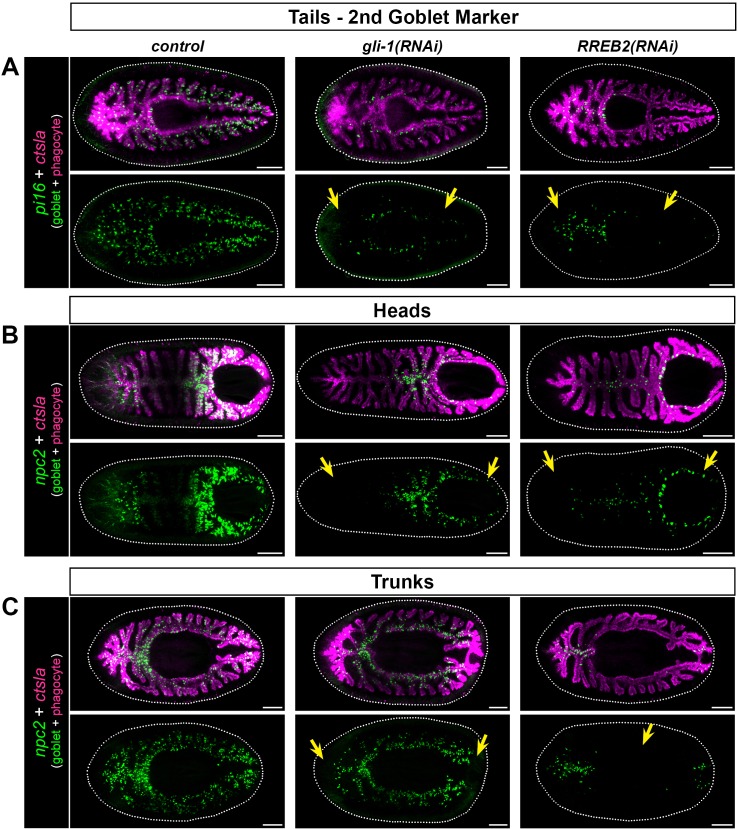
Goblet cells are reduced in *gli-1* and *RREB2* 7 day regenerates. Yellow arrows indicate regions of reduced or missing goblet cells. (**A**) Expression of a second, additional pan-goblet cell marker, *pi16*, in 7 day tail regenerates, showing dramatic reduction in goblet cell numbers (arrows). (**B**) *npc2* expression in 7 day regenerate heads, indicating severe reduction of goblet cells in *gli-1 and RREB2* knockdowns (arrows). (**C**) Trunk fragments also show goblet cell loss. *gli-1* RNAi causes missing or reduced *npc2* expression in blastema regions, while *RREB2* reduces *npc2* labeling in pre-existing intestine (arrows). Detailed gene ID information is available in Supplementary file 1. Scale bars, 200 μm.

**Figure 8—figure supplement 3.**
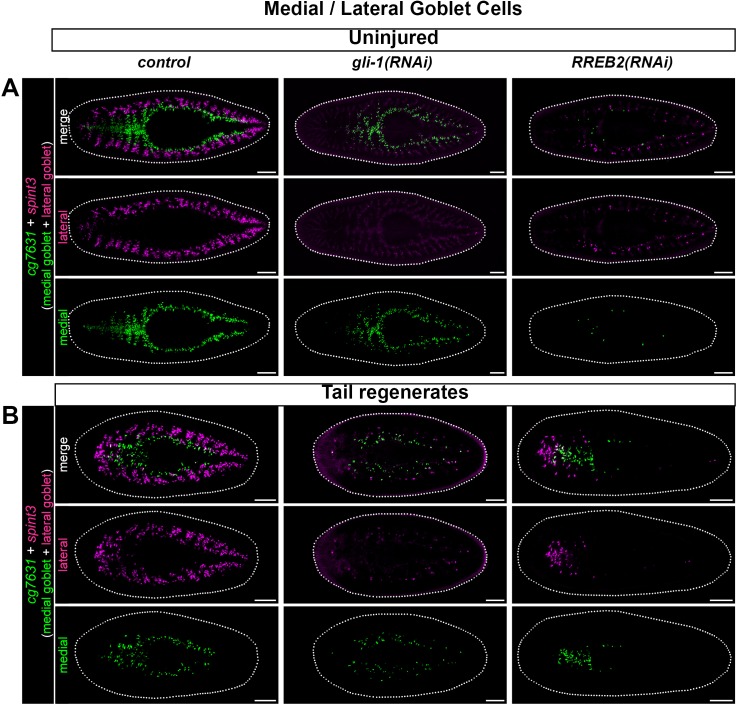
Effects of *gli-1* and *RREB2* knockdown on medial and lateral goblet cell subpopulations. (**A**) Uninjured animals showing the expression of *cg7631* (medial goblet) and *spint3* (lateral goblet) in control, *gli-1*, or *RREB2* knockdown animals. *gli-1(RNAi)* animals preferentially lose lateral goblet cells. *RREB2(RNAi)* animals lose both goblet cell subtypes, although more lateral cells remain compared to *gli-1* knockdown. (**B**) 7 day tail regenerates with medial and lateral goblet cells labeled in control, *gli-1*, or *RREB2* knockdowns. *gli-1* RNAi again reduces lateral goblet cells throughout the fragment, as well as medial populations in the anterior regenerating intestine, while *RREB2(RNAi)* regenerates lack all goblet cells in pre-injury intestine (e.g. posterior in tail fragments). Detailed gene ID information is available in Supplementary file 1. Scale bars, 200 μm.

**Figure 8—figure supplement 4.**
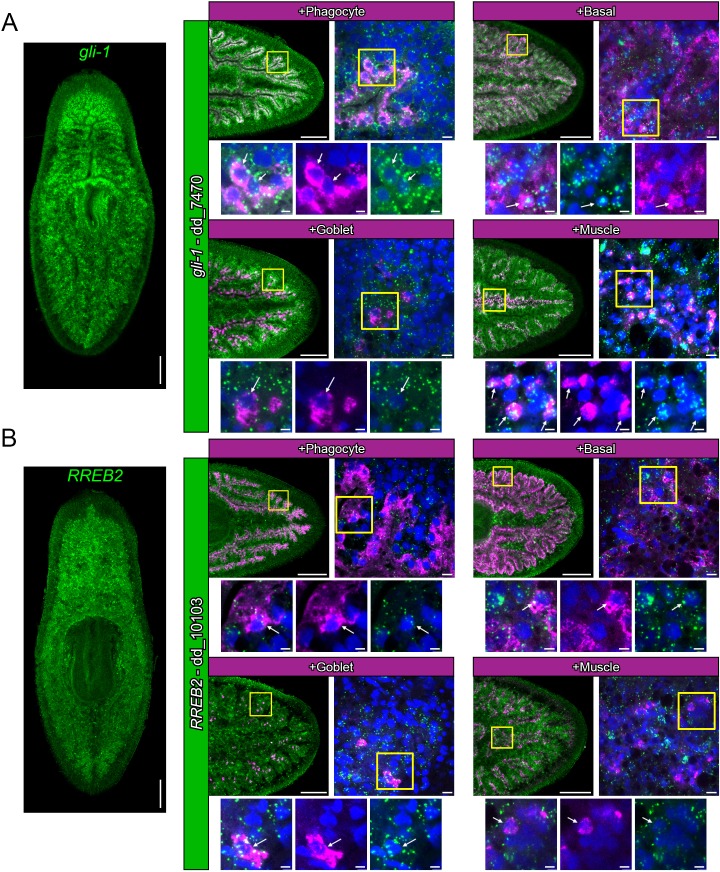
Expression patterns of *gli-1* and *RREB2*. (**A**) Global expression of *gli-1* in uninjured animals, along with images of mRNA expression in phagocytes (*ctsla*), basal cells (*slc22a6*), goblet cells (*npc2*), and muscle cells (*tni-4*). (**B**) Expression of *RREB2* in uninjured animals, along with mRNA co-localization with the same phagocyte, basal, goblet, and muscle cell markers as in A. Detailed gene ID information is available in Supplementary file 1. Scale bars, whole animals and tails 200 µm magnified images, 10 µm; digital zooms, 5 µm.

**Figure 8—figure supplement 5.**
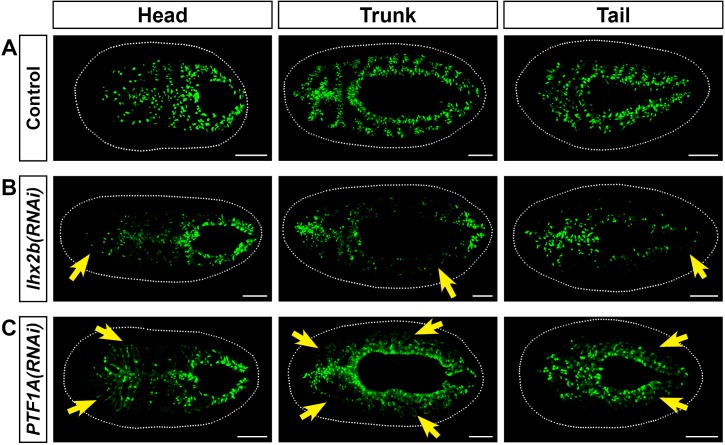
Additional genes whose knockdown affects goblet cell numbers in 7 day regenerates. (**A**) Control RNAi regenerates with normal numbers of goblet cells. (**B**) *Lhx2b* RNAi reduces numbers of goblet cells in pre-existing tissue, but not in the blastema. (**C**) *PTF1A* RNAi mildly reduces levels of lateral goblet cells. All in situ hybridizations to detect *npc2-*positive goblet cells (green). Detailed gene ID information is available in Supplementary file 1 and Supplementary file 5. Scale bars, 200 μm.

**Figure 8—figure supplement 6.**
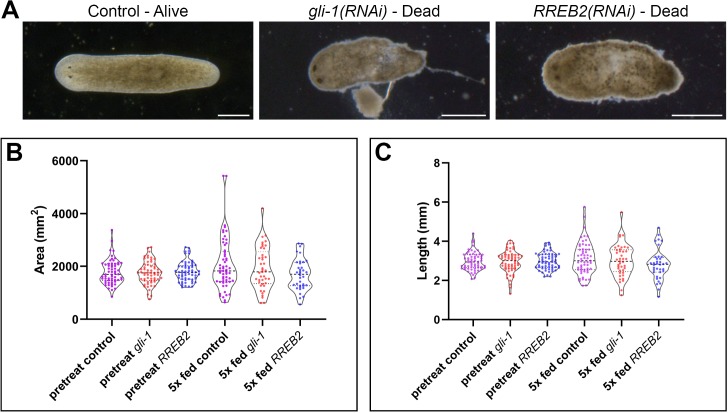
Phenotypes, area, and length of *gli-1* and *RREB2* knockdowns. (**A**) Example images of viability phenotypes observed during dsRNA feeding. Scale bars, 500 µm. (**B**) Area measurements immediately before the first dsRNA feeding and seven days after the fifth dsRNA feedings (one feeding per week). No significant differences were observed between pre-treatment area sizes (n = 20 individuals at the beginning of N = 3 independent experiments for a total of n = 60 each). Modest, but insignificant differences were observed between 5x fed control (n = 57) and 5x fed *gli-1* (n = 41, adj. p=0.8825), and between 5x fed control and 5x fed *RREB2* (n = 36, adj. p=0.0986) (one-way ANOVA with Dunnett's T3 multiple comparisons test). Non-eating animals and dead animals were not included in final size analysis. (**C**) Length measurements from the same animals in (**B**) before and after dsRNA feeding. No significant differences were observed between the pretreat control, *gli-1*, and *RREB2* animals, or between the 5x fed control and experiments (5x fed control vs 5x fed *gli-1,* adj. p=0.9364; 5x fed control vs. 5x fed *RREB2,* adj. p=0.2710) (one-way ANOVA with Dunnett's T3 multiple comparisons test). Thick dashed line indicates the median, the thin dashed lines indicate the upper and lower quartiles. Detailed numerical data are available in Figure 8—source data 1B.

By contrast to the *gli-1* phenotype, goblet cells appeared to differentiate normally in regenerating intestine upon knockdown of a third TF, *ras-responsive element binding protein 2 (RREB2),* including at the midline of anterior intestinal branches in tail fragments (Figure 8A–B; Figure 8—figure supplement 2A), in posterior branches in head fragments (Figure 8—figure supplement 2B), and in both anterior and posterior branches in trunk fragments (Figure 8—figure supplement 2C). However, in tail and trunk regenerates, new goblet cells were largely restricted to the midline/primary branches (Figure 8A–B, Figure 8—figure supplement 2A and C), and were less abundant in posterior branches of head fragments (Figure 8—figure supplement 2B). Furthermore, in pre-existing intestinal regions (especially lateral branches), goblet cell numbers were dramatically reduced or even completely absent. These included the posterior of tail fragments (Figure 8A–B; Figure 8—figure supplement 2A), the anterior of head fragments (Figure 8—figure supplement 2B), and central regions of trunk fragments (Figure 8—figure supplement 2C). As with *gli-1,* phagocytes and basal cells were unaffected (Figure 8A–B; Figure 8—figure supplement 2A–C). Together, these results suggest that *gli-1* regulates neoblast fate specification and/or differentiation of neoblast progeny into goblet cells in new intestinal branches, while *RREB2* may control maintenance or survival of goblet cells after they initially differentiate. For both knockdowns, the reduction of goblet cells in lateral and pre-existing primary branches could be a consequence of reduced differentiation (*gli-1*) or maintenance/survival (*RREB2*) in these regions prior to amputation, during regeneration, or both.

In uninjured animals, both *gli-1* and *RREB2* also reduced goblet cell numbers. Knockdown of *gli-1* reduced goblet cell numbers in uninjured animals, especially in anterior, posterior, and lateral intestine branches (Figure 8C), but many goblet cells remained in medial, primary intestinal branches. In *RREB2(RNAi)* animals, goblet cells were more dramatically reduced in all regions of the intestine (Figure 8C). Although these phenotypes were broadly consistent with observations in regenerates, they also suggested that *gli-1* and *RREB2* might be required for differentiation and/or maintenance of distinct mediolateral goblet cell subpopulations in uninjured animals. Indeed, we found (using additional goblet cell markers) that almost no lateral goblet cells remained in *gli-1(RNAi)* uninjured animals, while again, medial goblet cells were much less affected (Figure 8—figure supplement 3A). By contrast, in *RREB2(RNAi)* uninjured animals, reduction of both medial and lateral goblet cell numbers was pronounced, but nonetheless some lateral goblet cells remained (Figure 8—figure supplement 3A). These differential effects on mediolateral subpopulations were not observed in regenerates. For example, both subpopulations failed to differentiate in the primary anterior intestinal branch in *gli-1(RNAi)* tail regenerates (Figure 8—figure supplement 3B), and both subpopulations were severely reduced in pre-existing, posterior branches of *RREB2(RNAi)* tail regenerates (Figure 8—figure supplement 3B).

Taken together, these results suggest that, in uninjured animals undergoing normal homeostatic growth and renewal, *gli-1* is primarily required for differentiation of new lateral intestinal cells. Alternatively, as goblet cells fail to renew, remaining goblet cells might somehow migrate to more medial intestinal branches, or survival of goblet cells in primary branches could be prolonged. Conversely, *RREB2* seems to be required for maintenance of both medial and lateral goblet cells, although lateral cell numbers are slightly less affected by *RREB2* knockdown, compared to *gli-1*. Finally, in regenerates, *gli-1* and *RREB2* knockdown affects medial and lateral goblet cells similarly (but in regenerating vs. pre-existing intestine). These complex observations suggest that mechanisms regulating goblet cell differentiation and maintenance may differ during homeostasis and regeneration, or that compensatory mechanisms capable of sustaining goblet cell production/survival in uninjured *gli-1(RNAi)* and *RREB2(RNAi)* animals are insufficient to meet the increased demand for new tissue during regeneration.

Despite their specific effects on goblet cells, neither *gli-1* nor *RREB2* mRNAs are specifically enriched in this cell type. In fact, *gli-1,* which was previously shown to be expressed by intestine-associated cells (Rink et al., 2009; Currie et al., 2016), was most highly enriched in phagocytes, basal cells, and intestine-associated muscle cells (visceral muscle), but was also expressed at lower levels in some goblet cells (Figure 8—figure supplement 4A). *RREB2* was enriched in goblet cells and basal cells, but expression was also observed in some phagocytes and intestine-associated muscle (Figure 8—figure supplement 4B). Intriguingly, we found that knockdown of two other TFs, *48 related 1 (fer1)* (also called *pancreas transcription factor one subunit alpha* or *PTF1A* [Fincher et al., 2018]), and *LIM homeobox 2 (lhx2b),* also modestly reduced goblet cells in pre-existing branches (Figure 8—figure supplement 5A–C and Supplementary file 5). mRNAs encoding these TFs are enriched in basal regions of the intestine (Figure 6—figure supplement 1). In addition, single-cell transcriptome data suggest *PTF1A* expression is elevated in differentiating neoblast progeny in the basal cell lineage (Fincher et al., 2018), and *PTF1A* also reduces basal intestinal cell numbers (Fincher et al., 2018). Thus, although our data support a role for *gli-1* and *RREB2* in goblet cells and/or their precursors, they also raise the possibility that basal cells (and possibly phagocytes or muscle cells) may non-autonomously influence goblet cell differentiation and/or survival.

### Goblet cell reduction compromises feeding behavior and viability

We asked whether goblet cell depletion affected planarian viability, behavior, or regeneration. Over a 6 week dsRNA feeding regimen, some uninjured *gli-1(RNAi)* and *RREB2(RNAi)* planarians refused food and failed to eat after 4–5 weeks (Figure 8D). In both *gli-1(RNAi)* and *RREB2(RNAi)* animals, some animals eventually lysed, curled, or died (Figure 8—figure supplement 6A), suggesting that goblet cells are required for viability. Additionally, we observed a modest (but insignificant) decrease in animal size (Figure 8—figure supplement 6B–C) in *RREB2(RNAi)* planarians relative to controls. Interestingly, we only observed feeding failure and other phenotypes in animals fed the dsRNA/liver mix 1x/week (every 7 days) for 6 weeks; animals that were fed 2x/week (every 3–4 days), but still six times, did not refuse to eat, lyse, curl, or die (not shown). This suggests that goblet cells may regulate hunger (or other aspects of digestive physiology) primarily in starved animals, consistent with expression of *prohormone convertase* (Figure 6—figure supplement 3C), above. Next, to assess regeneration, we amputated planarians fed 2x/week for eight feedings, in order to eliminate the influence of feeding failure on possible regeneration phenotypes. In both *gli-1(RNAi)* and *RREB2(RNAi)* regenerates, goblet cell depletion was robust (Figure 8A–B), but neither gene was required more generally for regeneration (with the infrequent exception of reduced posterior blastemas in *gli-1(RNAi)* regenerates, mentioned above), as the brain (Figure 8E), pharynx (Figure 8E), other intestinal cell types (Figure 8A–B), and new intestinal branches (Figure 8A–B) all regenerated without noticeable defects. Together, these results suggest that goblet cells are broadly dispensable for regeneration, and that their primary role may be to regulate appetite or other aspects of intestinal physiology that contribute to viability. Alternatively, it is possible that functions in other cell types may underlie the *gli-1* and *RREB2* feeding and viability phenotypes. In addition, some goblet cell functions may be required only when planarians are challenged by stresses like bacterial infection or extended starvation, possibilities that will require further investigation.

## Discussion

We have developed methods for applying laser-capture microdissection to planarian tissue, which we used to define gene expression and cell types in the intestine (Figure 9A–C). The intestine expresses genes involved in metabolism, nutrient storage and transport, innate immunity, and other physiological roles, demonstrating considerable functional homology with digestive systems of other animals, including humans. Comparison of gene expression in microdissected tissue to that of intestinal phagocytes (previously isolated by sorting) enabled identification of transcripts enriched in two other cell types: goblet cells and basal cells. We also discovered previously unappreciated intestinal cell-type diversity, especially amongst goblet cells, which reside in distinct medial and lateral intestinal domains. Identification of medially and laterally enriched transcripts suggests an additional paradigm for addressing axial influences on organ regeneration, as well as evolution of patterning mechanisms influencing the regionalization of bilaterian digestive systems (Martindale and Hejnol, 2009; Telford et al., 2015). Finally, we identified intestine-enriched transcription factors that play distinct roles in goblet cell differentiation and maintenance, and found that depletion of goblet cells reduces planarians' willingness to feed and viability, with only negligible effects on regeneration of other intestinal cell types or non-intestinal tissues.

**Figure 9.**
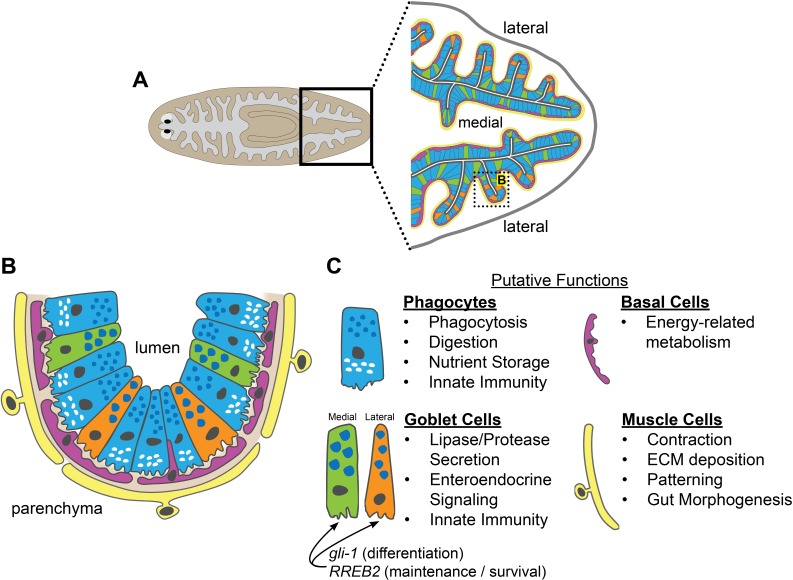
Schematic of intestinal cell types and putative functions. (**A**) Illustration of cell types and locations in intestinal branches in the planarian tail. Phagocytes (blue); medial goblet cells (green); lateral goblet cells (orange); basal cells (magenta); visceral muscle (yellow). (**B**) Magnified view/horizontal section of the boxed area in (**A**), showing cell types and locations in one intestinal branch. Cell type colors as in (**A**). Basement membrane (light brown). (**C**) Putative cell type functions inferred from Gene Ontology, cell-type specific transcript expression, and published studies. Intestinal muscle functions inferred from Scimone et al. (2018).

Characterization of the planarian intestinal transcriptome provides a framework for several next steps. First, a detailed description of intestinal cell types will facilitate further studies of digestive cell types. Here, we identified two transcription factors, *gli-1* and *RREB2,* whose RNAi phenotypes suggest that distinct mechanisms govern differentiation and maintenance of goblet cells. We are unaware of studies in other organisms that have uncovered direct roles for either *gli-1* or *RREB2* in goblet cells. However, in mice, modulation of Sonic Hedgehog (an upstream activator of Gli-family TFs) levels affects goblet cell numbers (Gagné-Sansfaçon et al., 2014; Liang et al., 2012), and RREB1 cooperatively regulates expression of the peptide hormone secretin in enteroendocrine cells (Ray et al., 2003). By contrast, in the *Drosophila* midgut, Hedgehog (Hh) signaling promotes intestinal stem cell proliferation (Tian et al., 2015), while the RREB-1 ortholog *hindsight/pebbled* suppresses midgut intestinal stem cell proliferation and is required for differentiation of absorptive enterocytes (Baechler et al., 2016). In planarians, hedgehog (Hh) regulates anteroposterior polarity, neoblast proliferation, and neurogenesis (Rink et al., 2009; Yazawa et al., 2009; Currie et al., 2016; Wang et al., 2016); our data suggest a possible additional role for Hh in intestinal morphogenesis. Similarly, although a second planarian RREB paralog, *RREBP1,* is partially required for eye regeneration and may promote differentiation (Mihaylova et al., 2018), implication of *RREB2* in goblet cell maintenance/survival suggests that Ras-mediated signaling could also influence cellular composition in the intestine (although direct links to Ras remain to be established). Thus, although characterization of the precise roles of *gli-1* and *RREB2* will be required, our results suggest broad similarity between planarians and other animals with respect to evolutionarily conserved signaling pathways that govern cell dynamics in the digestive tract. Furthermore, although we focused on goblet cells, previous studies suggest that several genes (*gata4/5/6-1, hnf4, egfr-1, PTF1A*) expressed by cycling neoblast subpopulations (Barberán et al., 2016; Wagner et al., 2011; van Wolfswinkel et al., 2014; Zeng et al., 2018) may be required for differentiation of multiple intestinal cell types (Barberán et al., 2016; Fincher et al., 2018; Flores et al., 2016; González-Sastre et al., 2017). Thus, enumeration of intestinal cell types and subtypes here, along with endoderm-specific progenitors in several recent single-cell analyses (Fincher et al., 2018; Zeng et al., 2018; Plass et al., 2018), provides a rich list of candidate regulators for further elucidation of differentiation, maintenance, and functions of planarian digestive cells and their progenitors.

Second, functional analysis of intestine-enriched transcripts will help to resolve the intestine’s role in regulation of the stem cell microenvironment. Knockdowns of the intestine-enriched TFs *nkx2.2* or *gata4/5/6-1* result in reduced proliferation and blastema production (Forsthoefel et al., 2011; Flores et al., 2016). In addition, a subset of *tetraspanin group-specific gene-1 (tgs-1)*-positive neoblasts likely to be pluripotent neoblasts resides near intestinal branches (Zeng et al., 2018), further hinting at a niche-like role for the intestine. Numerous intestine-enriched transcripts encode regulators of metabolite processing and transport, as well as putatively secreted proteins, suggesting multiple possible cell non-autonomous influences on neoblast dynamics. Because gut-enriched TFs like *nkx2.2* and *gata4/5/6-1* are also expressed by neoblasts and other cell types (Fincher et al., 2018), LCM also provides an efficient approach for clarifying which candidate stem cell regulators are dependent on these or other TFs for their intestine-specific expression.

Third, LCM provides a complementary method for assessing injury-induced gene expression changes in the intestine and other planarian tissues that may overcome the shortcomings of other available methods. Previously, we developed a method for purification of intestinal phagocytes from planarians that ingested magnetic beads (Forsthoefel et al., 2012; Forsthoefel et al., 2014). Laser microdissection may be preferable, because it enables detection of transcripts expressed by other intestinal cell types (not just phagocytes), and also eliminates potentially confounding gene expression changes caused by feeding. Similarly, although single-cell sequencing (SCS) approaches in planarians have driven significant advances in our understanding of planarian cell types and their responses to injury (Fincher et al., 2018; van Wolfswinkel et al., 2014; Zeng et al., 2018; Plass et al., 2018; Wurtzel et al., 2015; Wurtzel et al., 2017), LCM may provide a more direct and efficient way to assess gene regulation in tissues with rarer cell types. For example, because intestinal cells comprise only 1–3% of total planarian cells (Baguñá and Romero, 1981), without prior enrichment SCS would potentially require analysis of tens of thousands of cells to reliably detect gene expression changes in the intestine. In addition, although chemistry and computational approaches for SCS are improving rapidly (Wu et al., 2017; Soneson and Robinson, 2018), LCM may enable more sensitive detection of low-copy transcripts or subtle fold changes in bulk tissue, and also bypass ‘noise’ caused by dissociation or other SCS-related technical artefacts.

Regeneration of digestive organs is not well understood. Development of a robust method for isolating intestinal tissue, and characterization of the intestinal transcriptome, will facilitate mechanistic studies in planarians. To facilitate exploration of the planarian intestinal transcriptome as a resource, we have developed a website, plangut.omrf.org. The methods and resources presented here will also support comparative analyses, complementing current and future efforts to understand digestive tract regeneration in platyhelminths, sea cucumbers, annelids, ascidians, amphibians, and mammals (Goodchild, 1956; O'Steen, 1958; Takeo et al., 2008; Kaneko et al., 2010; Zattara and Bely, 2011; Okano et al., 2015; Ortiz-Pineda et al., 2009; Sun et al., 2011; Zhang et al., 2017; Ayyaz et al., 2019). In addition, studies in planarians and other regeneration models are likely to generate new insights into cellular processes (e.g. proliferation, differentiation, metabolism, and stress responses) whose dysregulation underlies human gastrointestinal pathologies associated with aging and disease.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Schmidtea mediterranea*)	Asexual clonal line CIW4 of *Schmidtea mediterranea*	PMID:12421706	RRID:NCBITaxon:79327	All animals used in this study
Recombinant DNA reagent	pBluescript II SK(+) (plasmid)	Agilent Technologies	Cat:212205	For cloning from ESTs
Recombinant DNA reagent	pJC53.2 (plasmid)	PMID:20967238	RRID:Addgene_26536	For cloning
Antibody	(mouse, monoclonal) Muscle antibody 6G10	doi:10.1186/s12861-014-0050-9		Used at 1:2000
Chemical compound, drug	Formaldehyde	EMD Millipore	Cat:FX0410-5	Used at 4% in 1xPBS
Chemical compound, drug	Platinium Taq	Invitrogen	Cat:10966026	For PCR
Chemical compound, drug	Trizol	Invitrogen	Cat:15596026	Used for RNA extraction
Chemical compound, drug	RNAseZAP	Invitrogen	Cat:AM9780	For LCM
Chemical compound, drug	Mayer’s Hematoxylin	Sigma Aldrich	Cat:MHS16-500ML	For LCM
Chemical compound, drug	Alcoholic Eosin Y	Sigma Aldrich	Cat:HT110116-500ML	For LCM
Commercial assay or kit	RNA Screen Tape	Agilent	Cat:5067–5576	Used to verify RNA quality
Commercial assay or kit	PicoPure RNA Isolation Kit	Arcturus	Cat:12204–1	For LCM
Commercial assay or kit	Quantseq 3’ mRNA Library Prep Kit FWD	Lexogen	Cat:K01596	For RNA-seq
Commercial assay or kit	iScript Kit	Bio-Rad	Cat:1708891	For cDNA synth
other	PEN membrane slides	Leica	Cat:11505158	For LCM
Software, algorithm	Bestus Bioinformaticus Duk	DOE Joint Genome Institute	RRID:SCR_016969	RNAseq read trimming
Software, algorithm	FastQC	Babraham Institute	RRID:SCR_014583	RNAseq quality check
Software, algorithm	Bowtie2	DOI:10.1038/nmeth.1923		RNAseq transcript mapping
Software, algorithm	Samtools v1.3	PMID:19505943	RRID:SCR_002105	RNAseq processing
Software, algorithm	edgeR v3.8.6	PMID:19910308	RRID:SCR_012802	RNAseq differential expression
Software, algorithm	TBLASTX	U.S. National Library of Medicine	RRID:SCR_011823	For Human gene comparison
Software, algorithm	BLASTX	U.S. National Library of Medicine	RRID:SCR_001653	Homology searches
Software, algorithm	BiNGO	PMID:15972284	RRID:SCR_005736	Gene Ontology
Software, algorithm	NCBI ORFinder	U.S. National Library of Medicine	RRID:SCR_016643	For ORF identification
Software, algorithm	NCBI CD-Search	U.S. National Library of Medicine		For mucin domain search
Software, algorithm	Pfam 31.0	DOI:10.1093/nar/gkv1344	RRID:SCR_004726	For mucin domain search
Software, algorithm	SMART	DOI: 10.1093/nar/gkx922	RRID:SCR_005026	For mucin domain search
Software, algorithm	Zen (version 11.0.3.190 2012-SP2)	Zeiss	RRID:SCR_013672	For microscope images
Software, algorithm	ImageJ (1.51 k)	DOI:10.1038/nmeth.2089	RRID:SCR_002285	For area and length analysis
Software, algorithm	R Studio (1.2.1335)	RStudio, Inc	RRID:SCR_000432	For bioinformatics
Software, algorithm	Prism (v8.3.0)	GraphPad	RRID:SCR_002798	Graphing

### Planarian maintenance and care

Asexual *Schmidtea mediterranea* (clonal line CIW4, RRID:NCBITaxon:79327) (Sánchez Alvarado et al., 2002) were maintained in 0.5 g/L Instant Ocean salts with 0.0167 g/L sodium bicarbonate dissolved in Type I water (Roberts-Galbraith and Newmark, 2013), and fed with beef liver paste. For all experiments, planarians were starved seven days prior to fixation. For LCM, planarians were 6–9 mm in length. For WISH and FISH, planarians were 2–4 mm in length. All animals were randomly selected from large (300–500 animals) pools, with the exception that animals with blastemas (e.g. those that had recently fissioned) were excluded.

### Optimization of planarian fixation for RNA extraction and histology

Planarians were relaxed in 0.66 M MgCl_2_ or treated with 7.5% N-acetyl-L-cysteine or 2% HCl (ice-cold) for 1 min to remove mucus as described (Forsthoefel et al., 2014). Planarians were fixed in 4% formaldehyde/1X PBS, or methacarn (6 mL methanol, 3 mL chloroform, 1 mL glacial acetic acid) for 10 min at room temperature as described (Forsthoefel et al., 2014). Formaldehyde-fixed samples were washed three times (5 min each) in 1X PBS. Methacarn-fixed samples were first rinsed three times in methanol, then rehydrated in 1:1 methanol:PBS for 5 min, followed by three washes (5 min each) in PBS. For analysis of RNA integrity, 5–10 planarians were immediately homogenized in Trizol, and RNA was extracted using two chloroform extractions and high-salt precipitation buffer according to the manufacturer’s instructions. RNA samples were analyzed using Agilent RNA ScreenTape on an Agilent TapeStation 2200 according to the manufacturer’s protocol.

For histology on methacarn-fixed samples, animals were relaxed and fixed individually in glass vials to minimize adherence to other samples. After fixation and rehydration, animals were incubated in 5%, 15%, and 30% sucrose (in RNAse-free 1X PBS), for 5–10 min each. Samples were then mounted and frozen in OCT medium, and cryosectioned at 20 μm thickness onto either Superfrost Plus glass slides (Fisher 12-550-15) (for staining optimization) or PEN membrane slides (Fisher/Leica No. 11505158) (for LCM). Prior to cryosectioning, PEN membrane slides were treated for 1 min with RNAse*ZAP* (Invitrogen AM9780), then rinsed by dipping 10 times (1–2 s per dip) in three successive conical tubes filled with 30 mL DEPC-treated water, followed by 10 dips in 95% ethanol and air-drying for 5–10 min. After cryosectioning, slides were stored on dry ice for 2–4 hr prior to staining. Cryostat stage and blades were wiped with 100% ethanol prior to sectioning.

For histological staining, slides were warmed to room temp. for 5–10 min. All slides were stained individually in RNAse-free conical tubes by manually dipping (1–2 s per dip) in 30 mL solutions. Forceps used for dipping were treated with RNAse*ZAP* and ethanol. All ethanol solutions were made with 200 proof ethanol and DEPC-treated water.

For Hematoxylin staining: 70% ethanol (20 dips); DEPC-treated water (20 dips); Mayer’s Hematoxylin (Sigma Aldrich MHS16-500ML) (15 dips); DEPC-treated water (10 dips); Scott’s Tap Water (2 g sodium bicarbonate plus 10 g anhydrous MgSO_4_ per liter of nuclease-free water) (10 dips); 70% ethanol (10 dips); 95% ethanol (10 dips); 95% ethanol (10 dips); 100% ethanol.

For Eosin Y staining: 70% ethanol (20 dips); DEPC-treated water (20 dips); 70% ethanol (20 dips); Alcoholic Eosin Y (Sigma Aldrich HT110116-500ML) (100%, 10%, or 2% diluted into 200 proof ethanol) (15 dips); 95% ethanol (10 dips); 95% ethanol (10 dips); 100% ethanol. In some cases, fewer dips (8-10) in Eosin Y were required for better differentiation of gut tissue.

For combined Hematoxylin and Eosin Y staining: 70% ethanol (20 dips); DEPC-treated water (20 dips); Mayer’s Hematoxylin (15 dips); DEPC-treated water (10 dips); Scott’s Tap Water (10 dips); 70% ethanol (10 dips); 10% Alcoholic Eosin Y (15 dips); 95% ethanol (10 dips); 95% ethanol (10 dips); 100% ethanol.

The entire staining protocol was completed in less than 5 min. Slides were air dried for 5 min, then stored in plastic slide boxes on dry ice for 2–4 hr before LCM. Although we tested overnight storage at −80°C, we found that section morphology and RNA quality were best when conducting all steps, from fixation to LCM, on the same day.

### Laser-capture microdissection and RNA extraction

Stained PEN slides were removed from dry ice and immediately immersed for 30 s in ice-cold 100% ethanol, then room temperature 100% ethanol to minimize condensation/rehydration of sections and maintain RNAse inactivation during warming. Slides were then air dried for 2–3 min, and mounted in a Leica LMD7 laser microdissection microscope. Samples were dissected at 10X magnification using the following parameters: Power-30; Aperture-20; Speed-5; Specimen Balance-1; Head Current-100%; Pulse Frequency-392 Hz. Regions were dissected into empty RNAse-free 0.5 mL microcentrifuge caps (Axygen PCR-05-C). We separately captured medial intestine, lateral intestine, and non-intestine regions from all sections (8-10) per slide within 45–50 min. After capture, 20 μL Buffer XB (Arcturus PicoPure RNA Isolation Kit 12204–1) was added to captured tissue, then tubes were immediately frozen on dry ice and stored at −80°C prior to RNA extraction.

For RNA extraction, samples were thawed for 5 min at room temperature. Next, tissue from two tubes/slides (16–20 sections from the same planarian) was pooled for each biological replicate, incubated at 42°C for 30 min, and RNA was extracted using the Arcturus PicoPure RNA Isolation Kit following the manufacturer’s instructions. 40–400 ng of total RNA was obtained from each sample, measured using a Denovix UV Spectrophotometer. RNA quality was analyzed using Agilent HS RNA ScreenTape on an Agilent TapeStation 2200 according to the manufacturer’s protocol.

### Library preparation and RNA sequencing

Concentration of RNA was ascertained using a Thermo Fisher Qubit fluorometer. RNA quality was verified using the Agilent Tapestation. Libraries were generated using the Lexogen Quantseq 3’ mRNA Library Prep Kit according to the manufacturer’s protocol, with 5 ng total RNA input for each sample. Briefly, first-strand cDNA was generated using 5’-tagged poly-T oligomer primers. Following RNase digestion, second strand cDNA was generated using 5’-tagged random primers. A subsequent PCR step with additional primers added the complete adapter sequence to the initial 5’ tags, added unique indices for demultiplexing of samples, and amplified the library. Final libraries for each sample were assayed on the Agilent Tapestation for appropriate size and quantity. Libraries were then pooled in equimolar amounts as ascertained by fluorometric analysis. Final pools were quantified using qPCR on a Roche LightCycler 480 instrument with Kapa Biosystems Illumina Library Quantification reagents. Sequencing was performed using custom primers on an Illumina Nextseq 500 instrument with High Output chemistry and 75 bp single-ended reads.

### Short-read mapping and gene-expression analysis

Adapters and low quality reads were trimmed from fastq sequence files with BBDuk (https://sourceforge.net/projects/bbmap/, RRID:SCR_016969) using Lexogen data analysis recommendations (https://www.lexogen.com/quantseq-data-analysis/): k = 13 ktrim = r forcetrimleft = 11 useshortkmers = t mink = 5 qtrim = t trimq = 10 minlength = 20. Sequence quality was assessed before and after trimming using FastQC (RRID:SCR_014583) (Andrews, 2010). Reads were then mapped to a version of the de novo dd_Smed_v6 transcriptome (Brandl et al., 2016) restricted to 28,069 unique transcripts (i.e., those transcripts whose identifiers ended with the suffix ‘_1’) using Bowtie2 (v2.3.1) (Langmead and Salzberg, 2012) with default settings. Resulting SAM files were converted to BAM files, sorted, and indexed using Samtools (v1.3, RRID:SCR_002105) (Li et al., 2009). Raw read counts per transcript were then generated for each BAM file using the ‘idxtats’ command in Samtools, and consolidated into a single Excel spreadsheet.

The resulting read counts matrix was imported into R (RRID:SCR_000432), then analyzed in edgeR v3.8.6 (RRID:SCR_012802) (Robinson et al., 2010). First, all transcripts with counts per million (CPM) <1 in 4/12 samples (e.g. lowly expressed transcripts) were excluded from further analysis (13,136/28,069 transcripts were retained). Next, after recalculation of library size, samples were normalized using trimmed mean of M-values (TMM) method, followed by calculation of common, trended, and tagwise dispersions. Finally, differentially expressed transcripts in intestinal vs. non-intestinal samples were determined using the generalized linear model (GLM) likelihood ratio test. 1911 transcripts had a fold-change of more than 2 (logFC >1) and an FDR-adjusted p value < 0.01 in either medial or lateral intestine, relative to non-intestinal tissue. We further limited to 1844 transcripts with a minimum transcripts-per-million (TPM) of 2 in 4 of any eight intestinal biological replicates (medial or lateral), since transcripts with lower expression values were at the lower limit of detection by ISH, and their removal also modestly increased the robustness of LCM vs. phagocyte analysis.

### Human protein atlas comparison

We queried (TBLASTX, RRID:SCR_011823) 28,069 unique dd_Smed_v6 nucleotide sequences against 20,726 nucleotide sequences in the human reference proteome downloaded from UniProt (www.uniprot.org) (Release 2017_12, 20-Dec-2017). 13,362 dd_Smed_v6 transcripts hit human sequences (7309 unique) with *E*-value ≤1×10^−3^. These human sequences were then used to conduct reciprocal TBLASTX queries against dd_Smed_v6 transcripts: 7220 hit 5808 unique dd_Smed_v6 sequences with *E*-value ≤1×10^−3^. In total, 5583 dd_Smed_v6 transcripts had reciprocal best hits (RBHs) in the human proteome, with >94% having *E*-value ≤1×10^−10^ in either direction. Of 1844 intestine-enriched transcripts, 701 had RBHs in the human proteome.

Next, using RBH UniProt Accession numbers, we extracted RNA-Seq tissue enrichment data from the Human Protein Atlas (Uhlén et al., 2015). 699/701 intestinal transcripts’ RBH homologs were present in the HPA data; of these, 130 were enriched in one or more human tissues. 5,561/5,583 dd_Smed_v6 transcripts’ RBH homologs were present in the HPA data; of these, 1011 were enriched in one or more human tissues. The number of intestine and non-intestine RBH homologs enriched in each of 32 human tissues was calculated, and expressed as a percentage of total transcripts (699 intestine or 5561 non-intestine) with RBH homologs. Finally, ratio of the percentage of intestine-enriched RBH homologs to the percentage of all dd_Smed_v6 RBH homologs was then calculated to determine fold-enrichment for each tissue. Two tissues (‘Appendix’ and ‘Smooth Muscle’) were excluded from final analysis since <0.1% (6/5561) of all dd_Smed_v6 transcripts had RBH homologs enriched in these tissues.

TBLASTX queries were conducted using NCBI BLAST+ standalone suite. Extraction and analysis of tissue enrichment data from HPA was conducted in R and Excel.

### Gene Ontology annotation, nomenclature, and analysis

BLASTX (RRID:SCR_001653) homology searches of UniProtKB protein sequences for *H. sapiens, M. musculus, D. rerio, D. melanogaster,* and *C. elegans* were conducted using all 28,069 unique transcripts in the ‘dd_Smed_v6’ transcriptome in PlanMine as queries. In all figures, gene names/abbreviations are based on the best (lowest *E*-value) UniProt homolog, except: (1) genes were named after the best human homolog for HPA analysis; and (2) we used *Smed* nomenclature when genes (or paralogs) were previously named by us or others, including *hnf-4/*dd_1694_0_1 (43), *nkx2.2*/dd_2716_0_1 (34), *gata4/5/6/*dd_4075_0_1 (43), *apob-1/*dd_636_0_1 [DJF, unpublished], *apob-2/*dd_194_0_1 [DJF, unpublished], *slc22a6*/dd_1159_0_1 (75), *gli-1/*dd_7470_0_1 (82), and *RREB2/*dd_10103_0_1 (134). Biological Process GO terms (also obtained from UniProtKB) from the top hit for each species (with *E*-value ≤1×10^−5^) were assigned to each dd_Smed_v6 transcript. 9344 of 28,069 total transcripts and 1379 of 1844 intestine-enriched transcripts were annotated with GO terms. Enrichment for specific terms among all intestine-enriched transcripts, medially enriched transcripts, or laterally enriched transcripts was then evaluated with BiNGO (RRID:SCR_005736) (Maere et al., 2005). Regional transcript enrichment was calculated as a ratio of fold changes in medial and lateral intestinal tissue: transcripts were considered to be medially enriched if FC_medial_/FC_lateral_ > 1 (1221 transcripts), or laterally enriched if FC_medial_/FC_lateral_ < 1 (623 transcripts). All 13,136 (of 28,069) transcripts detected in our experiment (above) were used as a background set, and hypergeometric testing with a Benjamini and Hochberg False Discovery Rate (FDR) of 0.05 was considered significant. We additionally restricted our summarization to terms that were annotated to more than one percent of transcripts that received annotations in each group: 1379/1844 intestine-enriched transcripts, 924/1221 medially enriched transcripts, or 455/623 laterally enriched transcripts.

### Comparison to gene sets involved in innate immunity

1456 *Dugesia japonica* transcripts upregulated in response to either *L. pneumophila* or *S. aureus* infection (Abnave et al., 2014) were queried (TBLASTX) against 28,069 dd_Smed_v6_unique transcripts. 981 dd_smed_v6 transcripts hit with evalues < 1e-03. After removing duplicate hits, 783 transcripts remained. 701/783 transcripts were present in the full 13,136 LCM dataset; 99/783 were intestine-enriched.

30,021 SMED_20140614 transcripts were mapped to 28,069 dd_smed_v6_unique transcripts, generating 22,889 dd_smed_v6_unique hits with evalues < 1e-03. After removing duplicates, 19,338 transcripts remained. 741/19,338 transcripts were up- or down-regulated in planarians shifted to static culture (Arnold et al., 2016). 447/741 transcripts were present in the full 13,136 LCM dataset, and 62 were intestine-enriched.

### Comparison to gene expression in sorted phagocytes

28,069 unique dd_Smed_v6 transcripts were blasted (BLASTN) against 11,589 ESTs and assembled contigs from the ‘SmedESTs3’ collection (Zayas et al., 2005), which were used in microarray-based analysis of gene expression in sorted phagocytes (Forsthoefel et al., 2012). 7927 hit with length >100 bp, >90% base identity, and *E-*value less than 1 × 10^−50^. Of these, 6919 of 13,136 Smed_v6 transcripts detected in LCM samples mapped to unique Smed_ESTs3 contigs or ESTs with detectable expression in the sorted phagocyte data set. 2626/6919 transcripts had FDR-adjusted p values < 0.01 for logFC in either medial or lateral intestine (vs. non-intestine, LCM data in this study), and 1498/2626 had FDR-adjusted p values < 0.05 for logFC in sorted phagocytes (vs. all other cells) (phagocyte data in Forsthoefel et al., 2012). 1317/2626 had logFC >1 in either medial or lateral intestine. In the sorted phagocyte data, 900/1317 had a fold-change >0 and FDR-adjusted p value < 0.05 (‘high’ in phagocytes), 358/1317 had an FDR-adjusted p value > 0.05 (‘moderate’ in phagocytes), and 59/1317 had a fold-change <0 and FDR-adjusted p value < 0.05 (‘low’ in phagocytes). For Figure 5B, we identified 1067/1514 phagocyte-enriched transcripts with corresponding dd_Smed_v6 transcripts, including some with logFC 0.6–1, as in the original study (Forsthoefel et al., 2012).

### Comparison to gene expression in single-cell transcriptomes

We utilized data from gene expression analysis of single planarian cells from two recent studies (Fincher et al., 2018; Plass et al., 2018) to identify dd_Smed_v6 transcripts enriched in specific intestinal cell types that were also represented in our 1844 intestine-enriched transcripts (this study) and phagocyte expression data (Forsthoefel et al., 2012; Figure 2—figure supplement 1). For comparison to Fincher et al. (2018), we identified 391 phagocyte-enriched transcripts (subcluster four or ‘enterocytes’ in Table S2 (intestine); Fincher et al., 2018), 21 goblet-enriched transcripts (subcluster eight in Fincher et al., 2018), and 30 basal-enriched transcripts (subcluster eight or ‘outer intestinal cells’ in Fincher et al., 2018); transcripts found in other intestinal subclusters were excluded. For comparison to Plass et al. (2018), we identified 92 phagocyte-enriched (but not goblet-enriched) transcripts and 27 goblet cell-enriched (but not phagocyte-enriched) transcripts that were also represented in our 1844 intestine-enriched transcripts and phagocyte expression data. For global comparison of transcripts enriched in laser captured intestine (Figure 5), we included all transcripts enriched in intestinal cell types (and intestinal precursors) in single cell studies (Fincher et al., 2018; Plass et al., 2018; Swapna et al., 2018), without regard to cell type or enrichment in non-intestinal cell types. For comparison to Swapna et al. (2018) data, BLASTN was used to identify dd_Smed_v6 transcripts orthologous to ‘SmedASXL’ transcripts (with >95% identity and length >100 bp).

### Gene cloning and expressed sequence tags

Total RNA was extracted from planarians using Trizol with two chloroform extractions and high salt precipitation. After DNAse digestion, cDNA was synthesized using the iScript Kit (Bio-Rad 1708891). Genes were amplified by PCR with Platinum *Taq* (Invitrogen 10966026) using primers listed in Supplementary file 1. Amplicons were cloned into pJC53.2 (RRID:Addgene_26536) digested with Eam1105I as described (Collins et al., 2010) and sequenced to verify clone identity and orientation. For some genes, expressed sequence tags (ESTs) in pBluescript II SK(+) were utilized (Zayas et al., 2005), also listed in Supplementary file 1.

### In situ hybridization and immunofluorescence

In situ hybridizations were performed as described (King and Newmark, 2013), with the following adjustments: NAc (7.5%) treatment was for 15 min; 4% formaldehyde fixation was for 15 min; and animals were bleached for 3 hr. Samples were pre-incubated with tyramide solution without H_2_O_2_ for 10 min, then spiked with H_2_O_2_ (.0003% final concentration), then developed for 10 min. Immmunofluorescence with mAb 6G10 after FISH was conducted as described (Ross et al., 2015), using 1x PBS, 0.3% Trition-X100, 0.6% IgG-free BSA, 0.45% fish gelatin as the blocking buffer (Forsthoefel et al., 2014). Images are representative of two independent in situ hybridizations on 4–6 animals per experiment.

### Mucin identification

*S. mediterranea* mucin-like genes in PlanMine (Brandl et al., 2016) and SmedGD2.0 (20) were identified by TBLASTN searches with human refseq_protein and UniProt mucin sequences. Planarian sequences were translated with NCBI ORFinder (https://www.ncbi.nlm.nih.gov/orffinder/, RRID:SCR_016643), and domain searches were conducted using NCBI CD-Search (https://www.ncbi.nlm.nih.gov/Structure/cdd/cdd.shtml) (Marchler-Bauer et al., 2015), Pfam 31.0 (https://pfam.xfam.org, RRID:SCR_004726) (Finn et al., 2016), and SMART (http://smart.embl-heidelberg.de, RRID:SCR_005026) (Letunic and Bork, 2018). Three planarian sequences were identified that encoded three N-terminal von Willebrand factor D domains and two or more N-terminal cysteine-rich and trypsin-inhibitor-like cysteine-rich domains characteristic of human mucins (e.g. MUC-2, MUC-5AC) (Lang et al., 2007; Lang et al., 2016), but not von Willebrand factor A or Thrombospondin type I repeats found in closely related proteins (e.g. SCO-spondin). Planarian mucin-like genes identified using this approach are: *Smed-muc-like-1* (dd_Smed_v6_17988_0_1/SMED30009111), *Smed-muc-like-2* (dd_Smed_v6_18786_0_1/SMED30002668), and *Smed-muc-like-3* (dd_Smed_v6_21309_0_1/dd_Smed_v6_38233_0_1/dd_Smed_35076_0_1/SMED30006765).

### Identification of intestine-enriched transcription factors and RNA interference

Putative transcription factors were identified by extracting intestine-enriched transcripts with ‘DNA’ and/or ‘transcription’ Biological Process and Molecular Function GO terms, then verifying that the best Uniprot homologs regulated transcription in published experimental evidence. *Smed-gli-1* has been previously studied (Rink et al., 2009). *Smed-RREB2* was most homologous to another planarian zinc finger protein, *Smed-RREBP1* (134). However, we used the more common ‘*RREB’* abbreviation (rather than ‘*RREBP*’) for the second planarian paralog.

RNAi experiments were conducted as described (Rouhana et al., 2013) by mixing one microgram of in vitro-synthesized dsRNA with 1 μL of food coloring, 8 μL of water, and 40 μL of 2:1 liver:water homogenate. For the primary regeneration screen, 10 animals were fed three times over 6 days, amputated 4–5 days after the last feeding, then fixed 6 days post amputation. For further analysis of *gli-1(RNAi)* and *RREB2(RNAi)* phenotypes in uninjured animals, planarians were fed 1X/week for 6 weeks or 2X/week for 3 weeks (six feedings total). *gli-1(RNAi)* and *RREB2(RNAi)* animals were scored as ‘non-eaters’ if they refused food on two successive days (7 and 8 days after the previous feeding), and were removed the experiment. Non-eating and/or curling animals were excluded from FISH analysis. For experiments in regenerates, animals were fed 2X/week for 4 weeks (eight feedings total). *egfp *dsRNA (Forsthoefel et al., 2012) was used as the negative control in all experiments.

### Image collection

Confocal images were collected on a Zeiss 710 Confocal microscope, with the following settings: two tracks were used, one with both 405/445 (excitation/emission nm, blue) and 565/650 (red), and the other with only 501/540 (green) to minimize bleed-through between channels. Detector gains were adjusted so that no pixels were saturated. Digital offset was set to 0 or −1, to ensure that most pixel intensities were non-zero, with averaging set to 2. Whole animals were captured with a single z-plane (5 µm section) with a 10x objective, tiled, and stitched in Zen (version 11.0.3.190, 2012-SP2, RRID:SCR_013672). Magnified regions were captured with a 63x Oil immersion objective and a z-stack (50–100 slices, 0.31 µm/slice) was collected from the tail and/or head of the animal. In some cases, after imaging min/max or linear best fit adjustments were made in Zen to improve contrast of final images. Profile graphs represent raw, unadjusted pixel intensity values from a single optical section.

WISH images were collected on a Zeiss Stemi 508 with an Axiocam 105 color camera, an Olympus SZX12 dissection microscope with an Axiocam MRc color camera, or a Zeiss Axio Zoom.V16 with an Axiocam 105 camera. In some cases, brightness and/or contrast were adjusted in photoshop to improve signal contrast.

### Quantification of animal area and length for *gli-1* and *RREB2* knockdown animals

Animals were separated into 35 mm x 10 mm petri dishes in groups of two, and imaged on a Zeiss Stemi 508 prior to the first dsRNA feeding, then again seven days after the fifth feeding (animals were fed once per week). For area, images were processed with ImageJ (RRID:SCR_002285) (Schneider et al., 2012) by first applying an Auto Threshold, using method = Intermodes, Huang, or Triangles with ‘White objects on black background’ selected, to highlight the planarian. Analyze Particles was then run, with size = 600000–10000000 µm^2^, and ‘Display results’ and ‘Include holes’ selected. For length, a straight line was drawn manually from the tip of the head to the tip of the tail and then Measure was used to obtain the length. Numerical data were analyzed and plots generated in GraphPad Prism v8.3.0 (RRID:SCR_002798).

### Ethics statement

No vertebrate organisms were used in this study.

## Data Availability

Raw and processed RNA-Seq data associated with this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE135351. The following dataset was generated: ForsthoefelDJCejdaNIKhanUWNewmarkPA2019Transcriptional profiling of laser captured intestinal tissue from the planarian Schmidtea mediterraneaNCBI Gene Expression OmnibusGSE135351

## References

[bib1] Abnave P, Mottola G, Gimenez G, Boucherit N, Trouplin V, Torre C, Conti F, Ben Amara A, Lepolard C, Djian B, Hamaoui D, Mettouchi A, Kumar A, Pagnotta S, Bonatti S, Lepidi H, Salvetti A, Abi-Rached L, Lemichez E, Mege JL, Ghigo E (2014). Screening in planarians identifies MORN2 as a key component in LC3-associated phagocytosis and resistance to bacterial infection. Cell Host & Microbe.

[bib2] Adler CE, Sánchez Alvarado A (2017). PHRED-1 is a divergent neurexin-1 homolog that organizes muscle fibers and patterns organs during regeneration. Developmental Biology.

[bib3] Andersson-Rolf A, Zilbauer M, Koo BK, Clevers H (2017). Stem cells in repair of gastrointestinal epithelia. Physiology.

[bib4] Andrews S (2010). http://www.bioinformatics.babraham.ac.uk/projects/fastqc.

[bib5] Andrikou C, Thiel D, Ruiz-Santiesteban JA, Hejnol A (2019). Active mode of excretion across digestive tissues predates the origin of excretory organs. PLOS Biology.

[bib6] Arnold G (1909). Intra-cellular and general digestive processes in planariae. Quarterly Journal of Microscopical Science.

[bib7] Arnold CP, Merryman MS, Harris-Arnold A, McKinney SA, Seidel CW, Loethen S, Proctor KN, Guo L, Sánchez Alvarado A (2016). Pathogenic shifts in endogenous microbiota impede tissue regeneration via distinct activation of TAK1/MKK/p38. eLife.

[bib8] Asai S, Ianora A, Lauritano C, Lindeque PK, Carotenuto Y (2015). High-quality RNA extraction from copepods for next generation sequencing: a comparative study. Marine Genomics.

[bib9] Ayyaz A, Kumar S, Sangiorgi B, Ghoshal B, Gosio J, Ouladan S, Fink M, Barutcu S, Trcka D, Shen J, Chan K, Wrana JL, Gregorieff A (2019). Single-cell transcriptomes of the regenerating intestine reveal a revival stem cell. Nature.

[bib10] Baechler BL, McKnight C, Pruchnicki PC, Biro NA, Reed BH (2016). Hindsight/RREB-1 functions in both the specification and differentiation of stem cells in the adult midgut of *Drosophila*. Biology Open.

[bib11] Baguñá J, Romero R (1981). Quantitative analysis of cell types during growth, degrowth and regeneration in the planarians *Dugesia mediterranea* and *Dugesia tigrina*. Hydrobiologia.

[bib12] Barberán S, Fraguas S, Cebrià F (2016). The EGFR signaling pathway controls gut progenitor differentiation during planarian regeneration and homeostasis. Development.

[bib13] Bevilacqua C, Ducos B (2018). Laser microdissection: A powerful tool for genomics at cell level. Molecular Aspects of Medicine.

[bib14] Birchenough GM, Johansson ME, Gustafsson JK, Bergström JH, Hansson GC (2015). New developments in goblet cell mucus secretion and function. Mucosal Immunology.

[bib15] Bocchinfuso DG, Taylor P, Ross E, Ignatchenko A, Ignatchenko V, Kislinger T, Pearson BJ, Moran MF (2012). Proteomic profiling of the planarian *Schmidtea mediterranea* and its mucous reveals similarities with human secretions and those predicted for parasitic flatworms. Molecular & Cellular Proteomics.

[bib16] Bonar NA, Petersen CP (2017). Integrin suppresses neurogenesis and regulates brain tissue assembly in planarian regeneration. Development.

[bib17] Bork P, Dandekar T, Diaz-Lazcoz Y, Eisenhaber F, Huynen M, Yuan Y (1998). Predicting function: from genes to genomes and back. Journal of Molecular Biology.

[bib18] Bowen ID, Ryder TA, Thompson JA (1974). The fine structure of the planarian *Polycelis tenuis* iijima. II. the intestine and gastrodermal phagocytosis. Protoplasma.

[bib19] Brandl H, Moon H, Vila-Farré M, Liu SY, Henry I, Rink JC (2016). PlanMine--a mineable resource of planarian biology and biodiversity. Nucleic Acids Research.

[bib20] Bueno D, Baguñà J, Romero R (1997). Cell-, tissue-, and position-specific monoclonal antibodies against the planarian *Dugesia (Girardia) tigrina*. Histochemistry and Cell Biology.

[bib21] Chang SK, Dohrman AF, Basbaum CB, Ho SB, Tsuda T, Toribara NW, Gum JR, Kim YS (1994). Localization of mucin (MUC2 and MUC3) messenger RNA and peptide expression in human normal intestine and colon cancer. Gastroenterology.

[bib22] Collins JJ, Hou X, Romanova EV, Lambrus BG, Miller CM, Saberi A, Sweedler JV, Newmark PA (2010). Genome-wide analyses reveal a role for peptide hormones in planarian germline development. PLOS Biology.

[bib23] Currie KW, Molinaro AM, Pearson BJ (2016). Neuronal sources of *hedgehog* modulate neurogenesis in the adult planarian brain. eLife.

[bib24] Dalton AJ (1952). A study of the golgi material of hepatic and intestinal epithelial cells with the electron microscope. Zeitschrift Fur Zellforschung Und Mikroskopische Anatomie.

[bib25] Dingwall CB, King RS (2016). Muscle-derived matrix metalloproteinase regulates stem cell proliferation in planarians. Developmental Dynamics.

[bib26] Dziarski R, Gupta D (2018). How innate immunity proteins kill bacteria and why they are not prone to resistance. Current Genetics.

[bib27] Emmert-Buck MR, Bonner RF, Smith PD, Chuaqui RF, Zhuang Z, Goldstein SR, Weiss RA, Liotta LA (1996). Laser capture microdissection. Science.

[bib28] Espina V, Wulfkuhle JD, Calvert VS, VanMeter A, Zhou W, Coukos G, Geho DH, Petricoin EF, Liotta LA (2006). Laser-capture microdissection. Nature Protocols.

[bib29] Felix DA, Gutiérrez-Gutiérrez Ó, Espada L, Thems A, González-Estévez C (2019). It is not all about regeneration: planarians striking power to stand starvation. Seminars in Cell & Developmental Biology.

[bib30] Fincher CT, Wurtzel O, de Hoog T, Kravarik KM, Reddien PW (2018). Cell type transcriptome atlas for the planarian *Schmidtea mediterranea*. Science.

[bib31] Finn RD, Coggill P, Eberhardt RY, Eddy SR, Mistry J, Mitchell AL, Potter SC, Punta M, Qureshi M, Sangrador-Vegas A, Salazar GA, Tate J, Bateman A (2016). The pfam protein families database: towards a more sustainable future. Nucleic Acids Research.

[bib32] Flores NM, Oviedo NJ, Sage J (2016). Essential role for the planarian intestinal GATA transcription factor in stem cells and regeneration. Developmental Biology.

[bib33] Forsthoefel DJ, Park AE, Newmark PA (2011). Stem cell-based growth, regeneration, and remodeling of the planarian intestine. Developmental Biology.

[bib34] Forsthoefel DJ, James NP, Escobar DJ, Stary JM, Vieira AP, Waters FA, Newmark PA (2012). An RNAi screen reveals intestinal regulators of branching morphogenesis, differentiation, and stem cell proliferation in planarians. Developmental Cell.

[bib35] Forsthoefel DJ, Waters FA, Newmark PA (2014). Generation of cell type-specific monoclonal antibodies for the planarian and optimization of sample processing for immunolabeling. BMC Developmental Biology.

[bib36] Forsthoefel DJ, Newmark PA (2009). Emerging patterns in planarian regeneration. Current Opinion in Genetics & Development.

[bib37] Freeman JA (1966). Goblet cell fine structure. The Anatomical Record.

[bib38] Gagné-Sansfaçon J, Allaire JM, Jones C, Boudreau F, Perreault N (2014). Loss of sonic hedgehog leads to alterations in intestinal secretory cell maturation and autophagy. PLOS ONE.

[bib39] Garcia-Corrales P, Gamo J (1986). The ultrastructure of the gastrodermal gland cells in the freshwater planarian *Dugesia gonocephala* s.l. Acta Zoologica.

[bib40] Garcia-Corrales P, Gamo J (1988). Ultrastructural changes in the gastrodermal phagocytic cells of the planarian *Dugesia gonocephala* s.l. during food digestion (Plathelminthes). Zoomorphology.

[bib41] Garcia-Fernàndez J, Baguñà J, Saló E (1993). Genomic organization and expression of the planarian homeobox genes *Dth-1* and *Dth-2*. Development.

[bib42] Gaviño MA, Wenemoser D, Wang IE, Reddien PW (2013). Tissue absence initiates regeneration through follistatin-mediated inhibition of activin signaling. eLife.

[bib43] Gehart H, Clevers H (2019). Tales from the crypt: new insights into intestinal stem cells. Nature Reviews Gastroenterology & Hepatology.

[bib44] Gemberling M, Karra R, Dickson AL, Poss KD (2015). Nrg1 is an injury-induced cardiomyocyte mitogen for the endogenous heart regeneration program in zebrafish. eLife.

[bib45] Gillespie JW, Best CJ, Bichsel VE, Cole KA, Greenhut SF, Hewitt SM, Ahram M, Gathright YB, Merino MJ, Strausberg RL, Epstein JI, Hamilton SR, Gannot G, Baibakova GV, Calvert VS, Flaig MJ, Chuaqui RF, Herring JC, Pfeifer J, Petricoin EF, Linehan WM, Duray PH, Bova GS, Emmert-Buck MR (2002). Evaluation of non-formalin tissue fixation for molecular profiling studies. The American Journal of Pathology.

[bib46] Glazer AM, Wilkinson AW, Backer CB, Lapan SW, Gutzman JH, Cheeseman IM, Reddien PW (2010). The Zn finger protein Iguana impacts hedgehog signaling by promoting ciliogenesis. Developmental Biology.

[bib47] Goldsworthy SM, Stockton PS, Trempus CS, Foley JF, Maronpot RR (1999). Effects of fixation on RNA extraction and amplification from laser capture microdissected tissue. Molecular Carcinogenesis.

[bib48] Golubeva YG, Warner AC (2018). Laser microdissection workflow for isolating nucleic acids from fixed and frozen tissue samples. Methods in Molecular Biology.

[bib49] González-Sastre A, De Sousa N, Adell T, Saló E (2017). The pioneer factor Smed-gata456-1 is required for gut cell differentiation and maintenance in planarians. The International Journal of Developmental Biology.

[bib50] Goodchild CG (1956). Reconstitution of the intestinal tract in the adult leopard frog, *Rana pipiens* schreber. Journal of Experimental Zoology.

[bib51] Grohme MA, Schloissnig S, Rozanski A, Pippel M, Young GR, Winkler S, Brandl H, Henry I, Dahl A, Powell S, Hiller M, Myers E, Rink JC (2018). The genome of *Schmidtea mediterranea* and the evolution of core cellular mechanisms. Nature.

[bib52] Grün D, Muraro MJ, Boisset JC, Wiebrands K, Lyubimova A, Dharmadhikari G, van den Born M, van Es J, Jansen E, Clevers H, de Koning EJP, van Oudenaarden A (2016). De novo prediction of stem cell identity using single-cell transcriptome data. Cell Stem Cell.

[bib53] Gurley KA, Rink JC, Alvarado AS, Sánchez Alvarado A (2008). Beta-catenin defines head versus tail identity during planarian regeneration and homeostasis. Science.

[bib54] Henderson JM, Nisperos SV, Weeks J, Ghulam M, Marín I, Zayas RM (2015). Identification of HECT E3 ubiquitin ligase family genes involved in stem cell regulation and regeneration in planarians. Developmental Biology.

[bib55] Hosoda K, Morimoto M, Motoishi M, Nishimura O, Agata K, Umesono Y (2016). Simple blood-feeding method for live imaging of gut tube remodeling in regenerating planarians. Development, Growth & Differentiation.

[bib56] Hyman LH (1951). The Acoelomate Bilateria: Phylum Platyhelminthes. The Invertebrates: Platyhelminthes and Rhynchocoela.

[bib57] Iglesias M, Gomez-Skarmeta JL, Saló E, Adell T (2008). Silencing of *Smed-*betacatenin1 generates radial-like hypercephalized planarians. Development.

[bib58] Ishii S (1965). Electron microscopic observations on the planarian tissues II. The intestine. Fukushima Journal of Medical Science.

[bib59] Ishikawa H (1977). Evolution of ribosomal RNA. Comparative Biochemistry and Physiology Part B: Comparative Biochemistry.

[bib60] Jennings JB (1962). Further studies on feeding and digestion in triclad turbellaria. The Biological Bulletin.

[bib61] Jiang H, Tian A, Jiang J (2016). Intestinal stem cell response to injury: lessons from *Drosophila*. Cellular and Molecular Life Sciences.

[bib62] Johansson ME, Larsson JM, Hansson GC (2011). The two mucus layers of colon are organized by the MUC2 mucin, whereas the outer layer is a legislator of host-microbial interactions. PNAS.

[bib63] Kaneko N, Katsuyama Y, Kawamura K, Fujiwara S (2010). Regeneration of the gut requires retinoic acid in the budding ascidian *Polyandrocarpa misakiensis*. Development, Growth & Differentiation.

[bib64] King RS, Newmark PA (2013). *In situ* hybridization protocol for enhanced detection of gene expression in the planarian *Schmidtea mediterranea*. BMC Developmental Biology.

[bib65] Knoop KA, Newberry RD (2018). Goblet cells: multifaceted players in immunity at mucosal surfaces. Mucosal Immunology.

[bib66] Kobayashi C, Kobayashi S, Orii H, Watanabe K, Agata K (1998). Identification of two distinct muscles in the planarian *Dugesia japonica* by their expression of myosin heavy chain genes. Zoological Science.

[bib67] Komatsu M, Waguri S, Ueno T, Iwata J, Murata S, Tanida I, Ezaki J, Mizushima N, Ohsumi Y, Uchiyama Y, Kominami E, Tanaka K, Chiba T (2005). Impairment of starvation-induced and constitutive autophagy in Atg7-deficient mice. The Journal of Cell Biology.

[bib68] Kontos CK, Mavridis K, Talieri M, Scorilas A (2013). Kallikrein-related peptidases (KLKs) in gastrointestinal cancer: mechanistic and clinical aspects. Thrombosis and Haemostasis.

[bib69] Kumar A, Godwin JW, Gates PB, Garza-Garcia AA, Brockes JP (2007). Molecular basis for the nerve dependence of limb regeneration in an adult vertebrate. Science.

[bib70] Kurata S (2014). Peptidoglycan recognition proteins in *Drosophila* immunity. Developmental & Comparative Immunology.

[bib71] Labbé RM, Irimia M, Currie KW, Lin A, Zhu SJ, Brown DD, Ross EJ, Voisin V, Bader GD, Blencowe BJ, Pearson BJ (2012). A comparative transcriptomic analysis reveals conserved features of stem cell pluripotency in planarians and mammals. Stem Cells.

[bib72] Lang T, Hansson GC, Samuelsson T (2007). Gel-forming mucins appeared early in metazoan evolution. PNAS.

[bib73] Lang T, Klasson S, Larsson E, Johansson ME, Hansson GC, Samuelsson T (2016). Searching the evolutionary origin of epithelial mucus protein components-Mucins and FCGBP. Molecular Biology and Evolution.

[bib74] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with bowtie 2. Nature Methods.

[bib75] Lei K, Thi-Kim Vu H, Mohan RD, McKinney SA, Seidel CW, Alexander R, Gotting K, Workman JL, Sánchez Alvarado A (2016). *Egf* signaling directs neoblast repopulation by regulating asymmetric cell division in planarians. Developmental Cell.

[bib76] Letunic I, Bork P (2018). 20 years of the SMART protein domain annotation resource. Nucleic Acids Research.

[bib77] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, 1000 Genome Project Data Processing Subgroup (2009). The sequence alignment/Map format and SAMtools. Bioinformatics.

[bib78] Li H, Jasper H (2016). Gastrointestinal stem cells in health and disease: from flies to humans. Disease Models & Mechanisms.

[bib79] Liang R, Morris P, Cho SS, Abud HE, Jin X, Cheng W (2012). Hedgehog signaling displays a biphasic expression pattern during intestinal injury and repair. Journal of Pediatric Surgery.

[bib80] Maere S, Heymans K, Kuiper M (2005). BiNGO: a cytoscape plugin to assess overrepresentation of gene ontology categories in biological networks. Bioinformatics.

[bib81] Mahalingam M (2018). Laser capture microdissection: insights into methods and applications. Methods in Molecular Biology.

[bib82] Marchler-Bauer A, Derbyshire MK, Gonzales NR, Lu S, Chitsaz F, Geer LY, Geer RC, He J, Gwadz M, Hurwitz DI, Lanczycki CJ, Lu F, Marchler GH, Song JS, Thanki N, Wang Z, Yamashita RA, Zhang D, Zheng C, Bryant SH (2015). CDD: NCBI's conserved domain database. Nucleic Acids Research.

[bib83] Martindale MQ, Hejnol A (2009). A developmental perspective: changes in the position of the blastopore during bilaterian evolution. Developmental Cell.

[bib84] Mashanov VS, Zueva O, García-Arrarás JE (2014). Postembryonic organogenesis of the digestive tube: why does it occur in worms and sea cucumbers but fail in humans?. Current Topics in Developmental Biology.

[bib85] Matz MV (2002). Amplification of representative cDNA samples from microscopic amounts of invertebrate tissue to search for new genes. Methods in Molecular Biology.

[bib86] McCauley HA, Guasch G (2015). Three cheers for the goblet cell: maintaining homeostasis in mucosal epithelia. Trends in Molecular Medicine.

[bib87] Mihaylova Y, Abnave P, Kao D, Hughes S, Lai A, Jaber-Hijazi F, Kosaka N, Aboobaker AA (2018). Conservation of epigenetic regulation by the MLL3/4 tumour suppressor in planarian pluripotent stem cells. Nature Communications.

[bib88] Miller CM, Newmark PA (2012). An insulin-like peptide regulates size and adult stem cells in planarians. The International Journal of Developmental Biology.

[bib89] Mokalled MH, Patra C, Dickson AL, Endo T, Stainier DY, Poss KD (2016). Injury-induced *ctgfa* directs glial bridging and spinal cord regeneration in zebrafish. Science.

[bib90] Newmark PA, Sánchez Alvarado A (2002). Not your father's planarian: a classic model enters the era of functional genomics. Nature Reviews Genetics.

[bib91] O'Steen WK (1958). Regeneration of the intestine in adult urodeles. Journal of Morphology.

[bib92] Okano D, Ishida S, Ishiguro S, Kobayashi K (2015). Light and electron microscopic studies of the intestinal epithelium in *Notoplana humilis* (Platyhelminthes, polycladida): the contribution of mesodermal/gastrodermal neoblasts to intestinal regeneration. Cell and Tissue Research.

[bib93] Orii H, Ito H, Watanabe K (2002). Anatomy of the planarian *Dugesia japonica* I. the muscular system revealed by antisera against myosin heavy chains. Zoological Science.

[bib94] Ortiz-Pineda PA, Ramírez-Gómez F, Pérez-Ortiz J, González-Díaz S, Santiago-De Jesús F, Hernández-Pasos J, Del Valle-Avila C, Rojas-Cartagena C, Suárez-Castillo EC, Tossas K, Méndez-Merced AT, Roig-López JL, Ortiz-Zuazaga H, García-Arrarás JE (2009). Gene expression profiling of intestinal regeneration in the sea cucumber. BMC Genomics.

[bib95] Pascolini R, Gargiulo AM (1975). Ultrastructural modifications of cells in the intestine of *Dugesia lugubris *. Bolletino Di Zoologia.

[bib96] Pauls D, Chen J, Reiher W, Vanselow JT, Schlosser A, Kahnt J, Wegener C (2014). Peptidomics and processing of regulatory peptides in the fruit fly *Drosophila*. EuPA Open Proteomics.

[bib97] Pearson BJ, Eisenhoffer GT, Gurley KA, Rink JC, Miller DE, Sánchez Alvarado A (2009). Formaldehyde-based whole-mount in situ hybridization method for planarians. Developmental Dynamics.

[bib98] Pedersen KJ (1961). Some observations on the fine structure of planarian protonephridia and gastrodermal phagocytes. Zeitschrift für Zellforschung Und Mikroskopische Anatomie.

[bib99] Peery AF, Crockett SD, Murphy CC, Lund JL, Dellon ES, Williams JL, Jensen ET, Shaheen NJ, Barritt AS, Lieber SR, Kochar B, Barnes EL, Fan YC, Pate V, Galanko J, Baron TH, Sandler RS (2019). Burden and cost of gastrointestinal, liver, and pancreatic diseases in the united states: update 2018. Gastroenterology.

[bib100] Pellettieri J (2019). Regenerative tissue remodeling in planarians - The mysteries of morphallaxis. Seminars in Cell & Developmental Biology.

[bib101] Petersen CP, Reddien PW (2008). *Smed-betacatenin-1* is required for anteroposterior blastema polarity in planarian regeneration. Science.

[bib102] Plass M, Solana J, Wolf FA, Ayoub S, Misios A, Glažar P, Obermayer B, Theis FJ, Kocks C, Rajewsky N (2018). Cell type atlas and lineage tree of a whole complex animal by single-cell transcriptomics. Science.

[bib103] Prassas I, Eissa A, Poda G, Diamandis EP (2015). Unleashing the therapeutic potential of human kallikrein-related serine proteases. Nature Reviews Drug Discovery.

[bib104] Ray SK, Nishitani J, Petry MW, Fessing MY, Leiter AB (2003). Novel transcriptional potentiation of BETA2/NeuroD on the secretin gene promoter by the DNA-binding protein finb/RREB-1. Molecular and Cellular Biology.

[bib105] Reddien PW (2018). The cellular and molecular basis for planarian regeneration. Cell.

[bib106] Reddien PW, Sánchez Alvarado A (2004). Fundamentals of planarian regeneration. Annual Review of Cell and Developmental Biology.

[bib107] Reuter H, März M, Vogg MC, Eccles D, Grífol-Boldú L, Wehner D, Owlarn S, Adell T, Weidinger G, Bartscherer K (2015). Β-catenin-dependent control of positional information along the AP body axis in planarians involves a teashirt family member. Cell Reports.

[bib108] Rink JC, Gurley KA, Elliott SA, Sánchez Alvarado A (2009). Planarian hh signaling regulates regeneration polarity and links hh pathway evolution to cilia. Science.

[bib109] Rink JC, Vu HT, Sánchez Alvarado A (2011). The maintenance and regeneration of the planarian excretory system are regulated by EGFR signaling. Development.

[bib110] Rink JC (2018). Stem cells, patterning and regeneration in planarians: self-organization at the organismal scale. Methods in Molecular Biology.

[bib111] Robb SM, Gotting K, Ross E, Sánchez Alvarado A (2015). SmedGD 2.0: the *Schmidtea mediterranea* genome database. Genesis.

[bib112] Roberts-Galbraith RH, Newmark PA (2013). Follistatin antagonizes activin signaling and acts with notum to direct planarian head regeneration. PNAS.

[bib113] Roberts-Galbraith RH, Newmark PA (2015). On the organ trail: insights into organ regeneration in the planarian. Current Opinion in Genetics & Development.

[bib114] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[bib115] Ross KG, Omuro KC, Taylor MR, Munday RK, Hubert A, King RS, Zayas RM (2015). Novel monoclonal antibodies to study tissue regeneration in planarians. BMC Developmental Biology.

[bib116] Rouhana L, Weiss JA, Forsthoefel DJ, Lee H, King RS, Inoue T, Shibata N, Agata K, Newmark PA (2013). RNA interference by feeding in vitro-synthesized double-stranded RNA to planarians: methodology and dynamics. Developmental Dynamics.

[bib117] Sánchez Alvarado A, Newmark PA, Robb SM, Juste R (2002). The *Schmidtea mediterranea* database as a molecular resource for studying platyhelminthes, stem cells and regeneration. Development.

[bib118] Schachter M, Longridge DJ, Wheeler GD, Mehta JG, Uchida Y (1986). Immunocytochemical and enzyme histochemical localization of kallikrein-like enzymes in colon, intestine, and stomach of rat and cat. Journal of Histochemistry & Cytochemistry.

[bib119] Schneider CA, Rasband WS, Eliceiri KW (2012). NIH image to ImageJ: 25 years of image analysis. Nature Methods.

[bib120] Scimone ML, Srivastava M, Bell GW, Reddien PW (2011). A regulatory program for excretory system regeneration in planarians. Development.

[bib121] Scimone ML, Wurtzel O, Malecek K, Fincher CT, Oderberg IM, Kravarik KM, Reddien PW (2018). *foxF-1* controls specification of non-body wall muscle and phagocytic cells in planarians. Current Biology.

[bib122] Seebeck F, März M, Meyer AW, Reuter H, Vogg MC, Stehling M, Mildner K, Zeuschner D, Rabert F, Bartscherer K (2017). Integrins are required for tissue organization and restriction of neurogenesis in regenerating planarians. Development.

[bib123] Soneson C, Robinson MD (2018). Bias, robustness and scalability in single-cell differential expression analysis. Nature Methods.

[bib124] Sou YS, Waguri S, Iwata J, Ueno T, Fujimura T, Hara T, Sawada N, Yamada A, Mizushima N, Uchiyama Y, Kominami E, Tanaka K, Komatsu M (2008). The Atg8 conjugation system is indispensable for proper development of autophagic isolation membranes in mice. Molecular Biology of the Cell.

[bib125] Spang A (2016). Membrane tethering complexes in the endosomal system. Frontiers in Cell and Developmental Biology.

[bib126] Stadnicki A (2011). Intestinal tissue kallikrein-kinin system in inflammatory bowel disease. Inflammatory Bowel Diseases.

[bib127] Stijnen P, Ramos-Molina B, O'Rahilly S, Creemers JW (2016). PCSK1 mutations and human endocrinopathies: from obesity to gastrointestinal disorders. Endocrine Reviews.

[bib128] Stückemann T, Cleland JP, Werner S, Thi-Kim Vu H, Bayersdorf R, Liu SY, Friedrich B, Jülicher F, Rink JC (2017). Antagonistic self-organizing patterning systems control maintenance and regeneration of the anteroposterior axis in planarians. Developmental Cell.

[bib129] Sun L, Chen M, Yang H, Wang T, Liu B, Shu C, Gardiner DM (2011). Large scale gene expression profiling during intestine and body wall regeneration in the sea cucumber *Apostichopus japonicus*. Comparative Biochemistry and Physiology Part D: Genomics and Proteomics.

[bib130] Swapna LS, Molinaro AM, Lindsay-Mosher N, Pearson BJ, Parkinson J (2018). Comparative transcriptomic analyses and single-cell RNA sequencing of the freshwater planarian *Schmidtea mediterranea* identify major cell types and pathway conservation. Genome Biology.

[bib131] Syed ZA, Härd T, Uv A, van Dijk-Härd IF (2008). A potential role for *Drosophila* mucins in development and physiology. PLOS ONE.

[bib132] Takeo M, Yoshida-Noro C, Tochinai S (2008). Morphallactic regeneration as revealed by region-specific gene expression in the digestive tract of *Enchytraeus japonensis* (Oligochaeta, Annelida). Developmental Dynamics.

[bib133] Tanaka EM (2016). The molecular and cellular choreography of appendage regeneration. Cell.

[bib134] Tatusov RL, Koonin EV, Lipman DJ (1997). A genomic perspective on protein families. Science.

[bib135] Telford MJ, Budd GE, Philippe H (2015). Phylogenomic insights into animal evolution. Current Biology.

[bib136] The UniProt Consortium (2018). UniProt: the universal protein knowledgebase. Nucleic Acids Research.

[bib137] Thi-Kim Vu H, Rink JC, McKinney SA, McClain M, Lakshmanaperumal N, Alexander R, Sánchez Alvarado A (2015). Stem cells and fluid flow drive cyst formation in an invertebrate excretory organ. eLife.

[bib138] Tian A, Shi Q, Jiang A, Li S, Wang B, Jiang J (2015). Injury-stimulated hedgehog signaling promotes regenerative proliferation of *Drosophila* intestinal stem cells. The Journal of Cell Biology.

[bib139] Uhlén M, Fagerberg L, Hallström BM, Lindskog C, Oksvold P, Mardinoglu A, Sivertsson Å, Kampf C, Sjöstedt E, Asplund A, Olsson I, Edlund K, Lundberg E, Navani S, Szigyarto CA, Odeberg J, Djureinovic D, Takanen JO, Hober S, Alm T, Edqvist PH, Berling H, Tegel H, Mulder J, Rockberg J, Nilsson P, Schwenk JM, Hamsten M, von Feilitzen K, Forsberg M, Persson L, Johansson F, Zwahlen M, von Heijne G, Nielsen J, Pontén F (2015). Proteomics. Tissue-based map of the human proteome. Science.

[bib140] Umesono Y, Watanabe K, Agata K (1997). A planarian *orthopedia* homolog is specifically expressed in the branch region of both the mature and regenerating brain. Development, Growth and Differentiation.

[bib141] Umesono Y, Tasaki J, Nishimura Y, Hrouda M, Kawaguchi E, Yazawa S, Nishimura O, Hosoda K, Inoue T, Agata K (2013). The molecular logic for planarian regeneration along the anterior-posterior axis. Nature.

[bib142] van Wolfswinkel JC, Wagner DE, Reddien PW (2014). Single-cell analysis reveals functionally distinct classes within the planarian stem cell compartment. Cell Stem Cell.

[bib143] Wagner DE, Wang IE, Reddien PW (2011). Clonogenic neoblasts are pluripotent adult stem cells that underlie planarian regeneration. Science.

[bib144] Wang IE, Lapan SW, Scimone ML, Clandinin TR, Reddien PW (2016). Hedgehog signaling regulates gene expression in planarian glia. eLife.

[bib145] Willier BH, Hyman LH, Rifenburgh SA (1925). A histochemical study of intracellular digestion in triclad flatworms. Journal of Morphology.

[bib146] Winnebeck EC, Millar CD, Warman GR (2010). Why does insect RNA look degraded?. Journal of Insect Science.

[bib147] Witchley JN, Mayer M, Wagner DE, Owen JH, Reddien PW (2013). Muscle cells provide instructions for planarian regeneration. Cell Reports.

[bib148] Wu AR, Wang J, Streets AM, Huang Y (2017). Single-cell transcriptional analysis. Annual Review of Analytical Chemistry.

[bib149] Wurtzel O, Cote LE, Poirier A, Satija R, Regev A, Reddien PW (2015). A generic and cell-type-specific wound response precedes regeneration in planarians. Developmental Cell.

[bib150] Wurtzel O, Oderberg IM, Reddien PW (2017). Planarian epidermal stem cells respond to positional cues to promote cell-type diversity. Developmental Cell.

[bib151] Xie P (2013). TRAF molecules in cell signaling and in human diseases. Journal of Molecular Signaling.

[bib152] Yazawa S, Umesono Y, Hayashi T, Tarui H, Agata K (2009). Planarian hedgehog/Patched establishes anterior-posterior polarity by regulating Wnt signaling. PNAS.

[bib153] Zattara EE, Bely AE (2011). Evolution of a novel developmental trajectory: fission is distinct from regeneration in the annelid *Pristina leidyi*. Evolution & Development.

[bib154] Zayas RM, Hernández A, Habermann B, Wang Y, Stary JM, Newmark PA (2005). The planarian *Schmidtea mediterranea* as a model for epigenetic germ cell specification: analysis of ESTs from the hermaphroditic strain. PNAS.

[bib155] Zayas RM, Cebrià F, Guo T, Feng J, Newmark PA (2010). The use of lectins as markers for differentiated secretory cells in planarians. Developmental Dynamics.

[bib156] Zeng A, Li H, Guo L, Gao X, McKinney S, Wang Y, Yu Z, Park J, Semerad C, Ross E, Cheng LC, Davies E, Lei K, Wang W, Perera A, Hall K, Peak A, Box A, Sánchez Alvarado A (2018). Prospectively isolated tetraspanin^+^ neoblasts are adult pluripotent stem cells underlying planaria regeneration. Cell.

[bib157] Zhang X, Sun L, Yuan J, Sun Y, Gao Y, Zhang L, Li S, Dai H, Hamel JF, Liu C, Yu Y, Liu S, Lin W, Guo K, Jin S, Xu P, Storey KB, Huan P, Zhang T, Zhou Y, Zhang J, Lin C, Li X, Xing L, Huo D, Sun M, Wang L, Mercier A, Li F, Yang H, Xiang J (2017). The sea cucumber genome provides insights into morphological evolution and visceral regeneration. PLOS Biology.

[bib158] Zwick RK, Ohlstein B, Klein OD (2019). Intestinal renewal across the animal kingdom: comparing stem cell activity in mouse and *Drosophila*. American Journal of Physiology-Gastrointestinal and Liver Physiology.

How the deposited data were processed for this re-analysis (not part of the article)

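The data are 12 libraries of 3′ mRNA sequencing reads from tissue captured by laser from the anterior of 4 uninjured asexual planarians, starved for 7 days: 4 libraries of medial intestine, 4 of lateral intestine and 4 of non-intestinal tissue. Replicate numbers identify the animal, so that the libraries with the same number are paired across tissues. The authors trimmed the reads with BBDuk, aligned them with Bowtie2 to a transcriptome of 28069 dd_Smed_v6 transcripts, and counted reads per transcript with Samtools. The values deposited by the authors are of several units. The authors deposited read counts per transcript, which are not normalized and which were the starting point for all fits. The authors' CPM values are signal, which is read counts divided by TMM-adjusted library sizes, the deposited RPKM values are scaled by transcript length and library size, and the deposited TPM values are scaled by length and to a common total over the 13136 transcripts that the authors kept. The deposited TPM values were used for the paper's criterion of abundance, and the other normalized values only to check what they hold. The authors' table also gives log2 fold changes and log2 mean CPM, the likelihood ratio score of each contrast, p-values with their FDR, and transcript lengths in bases; the fold changes and FDR were used to count the authors' own calls and the deposited transcript lengths to correct for length. Every column of the deposited tables was assigned to a library, a contrast or an annotation.

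Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and summarised in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Transcripts with at least 1 CPM in at least 4 of 12 libraries were kept, as in the paper, and library sizes were recalculated and normalized by TMM. All 12 libraries were fitted in a single model with a term for each tissue and edgeR's quasi-likelihood test. The contrasts were medial intestine against non-intestine, lateral intestine against non-intestine, and medial against lateral intestine. A transcript was called in the first 2 contrasts at an FDR under 0.01 (Benjamini-Hochberg, over the 13136 transcripts tested) and a fold change above 2, and in the third at an FDR under 0.01 and a fold change above 1.5. Upregulated transcripts also needed at least 2 TPM in at least 4 of the 8 intestinal libraries. The paper's own tests were likelihood ratio tests from an earlier version of edgeR, and the paper does not test medial against lateral intestine directly. The mediolateral ratio is the ratio of the fitted fold changes of the upregulated transcripts, with a prior count of 0.125. Standard errors are the absolute log2 fold change divided by the square root of the F statistic and are approximate. The number of animals with a given direction was counted from the CPM of the paired libraries.

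Counts per library summed to between 20227187 and 33296270, with a median of 25025959 over the 12 libraries, between 20416476 and 29454911 in medial intestine, between 21645454 and 33296270 in lateral intestine, and between 20227187 and 32272982 in non-intestine. TMM factors were between 0.765 and 0.923 in medial intestine, between 0.794 and 0.985 in lateral intestine and between 1.21 and 1.5 in non-intestine. No molecular identifiers are mentioned, so counting intervals and the floor of 3 counts over a group of libraries cover counting error only. Shares of transcripts have Wilson intervals at 95%, and ratios with 1 to 3 counts in a group have exact counting intervals. Where a group had no counts, a fold difference is given only as a lower limit against that floor. Whether replicate numbers carry a shared deviation was checked by correlating, across transcripts, each library's deviation from its tissue mean with that of the same animal in another tissue. This r was between 0.0481 and 0.111 for medial and lateral intestine, between -0.0096 and 0.0971 for medial intestine and non-intestine, and between 0.0679 and 0.159 for lateral intestine and non-intestine. All but 1 of these 12 values were above 0. The animal was left out of the model, as in the paper's methods, and added as an alternative.

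The named transcripts were set by a rule. They are those that the paper's results, legends and tables of examples name with an identifier; in each direction, the 10 with the largest fold change in the direct test among intestine-enriched transcripts with the same direction in all 4 animals; the 5 with the largest rise in each intestinal tissue and the 5 with the largest fall in both; the 3 members of each list with the largest mean of both log2 fold changes; and the 5 with the highest mean CPM in each tissue. Values of some of these in the paper's tables had been seen when the rule was set, and dd_1119 was named because its values there differed between animals. Members of the lists that failed the thresholds, examples of human homologs given by the paper, and GLIPR2 were named after their values were seen. The lists, which are the paper's tables of solute carriers, Rab proteins, TRAF homologs, functional examples, transcripts responding to static culture or to bacteria, human homologs, transcripts chosen for RNAi and transcription factors, were counted without an enrichment test, since the study picked them from these libraries. Not every transcript that the rule names is reported here, and no others take their place. Gene names are those of the paper or the best matches in its tables.

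The fit was tested on simulated data with the means, dispersions and library sizes of the deposited counts and 200 changed transcripts among 13136. The changed transcripts were drawn from those with a mean above 5 CPM, and only 4-fold and 8-fold changes were made. Recovery of smaller changes and of less abundant transcripts was therefore not measured. For medial intestine against non-intestine, 75% were recovered (64% of those changed 4-fold and 86% of those changed 8-fold), all called ones with the right sign and with 0 false calls by edgeR's quasi-likelihood test. For medial against lateral intestine, 73% were recovered (57% and 89%), again with 0 false calls. To see how far shared controls make both contrasts alike, 10 sets of 12 libraries, the non-intestine libraries included, were drawn from negative binomial distributions around the non-intestine means with the fitted dispersions.

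The alternatives were the likelihood ratio test, DESeq2, DESeq2-style size factors, no low-count filter, CPM of at least 1 in 9 libraries or of at least 5 in 4 libraries, no TPM criterion, the animal as a block, fits of only the 2 tissues compared, removal of the 10 most abundant transcripts, an FDR under 0.05, no minimum fold change, glmTreat, a prior count of 2 and ratios of mean CPM, and the leaving out of each animal and each library in turn. The statistical tests of the tissue comparisons, their thresholds, the rule for named transcripts and these alternatives were chosen before the deposited counts were examined. Offsets for transcript length and a fit without medial replicates 2 and 4 were added afterwards, and so were some checks of technical explanations, which are named where they are given. GO terms, in situ hybridization, RNAi phenotypes and single-cell data of other studies have no values in the deposited tables and were left out, and over-representation among human tissues was not tested because the table of all homologs was available only in part.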

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

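The tests of library size and of transcripts missed in some libraries, the use of the shares of the 10 most abundant transcripts as a test of the lower calls, the share of other tissue needed by the 8 lateral calls in the intestine-enriched list, and the weighing of the 5 calls that need only a small share of other tissue were chosen after the results they concern had been seen, and offsets for transcript length and the fit without medial replicates 2 and 4 were added after the data were seen.

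Medial and lateral intestine differed in the direct test for 17 transcripts higher in medial and 21 higher in lateral intestine, a comparison that the paper makes only through ratios of fold changes. Among 35 ways to divide the 8 intestinal libraries into 4 and 4, 1 gave as many medial calls and 1 as many lateral calls, the real division in each case. That is the smallest share these 35 can give, and it argues against chance without excluding it. Of the other divisions none gave more than 2 calls in either direction. Divisions that mix the tissues also widen the spread within groups, which by itself lowers their calls. Among the 8 divisions that part all 4 pairs of libraries of an animal, as the real one does, 1 gave as many, and these 8 are too few to exclude chance by themselves. Offsets for each library's trend on transcript length gave 16 medial calls, 15 of them among the 17, and 21 lateral calls, all among the 21, which argues against transcript length. Non-intestinal tissue in the lateral captures is argued against for the 8 lateral calls in the intestine-enriched list, since the lateral libraries would need to hold at least 858% more of it than the medial ones to give any of these calls, and no capture can hold more than 100%. All 3 transcripts named rpz4 were called higher in medial than in lateral intestine. Their CPM was 5642 and 500 (dd_279), 3217 and 278 (dd_827), and 4688 and 793 (dd_634). Reads divided among these 3 would raise 1 only by lowering another, so these values argue against that explanation for them. Reads divided among other closely similar transcripts were not tested, and neither were cells of particular neighbouring types in the captures. A difference between regions of the intestine stays open as well, untested beyond this contrast.

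Of the 21 transcripts higher in lateral intestine, 13 lie outside the intestine-enriched list and are not discussed in the paper. They have no name in the tables used here, and all 13 were lower in medial intestine than in non-intestine, as in dd_1330 at 42.4, 237 and 158 CPM in medial intestine, lateral intestine and non-intestine, and dd_451 at 0.335, 20.2 and 648 CPM (both chosen after their values were seen). If they reflected non-intestinal tissue in the lateral captures, the lateral libraries would need to hold a median share of 12.4% (range 0.992% to 123%) more of it than the medial ones. Over 344 transcripts more than 16-fold higher in non-intestine, the share needed had a median of 0.872%, and the central 95% of values ran from -2.7% to 5.79%. The cutoff of 16-fold by itself limits how large these shares can be, so the upper end of the range is no independent measure of the tissue held. Tissue mixed in evenly would raise every transcript by the same share of its non-intestine level. The median of 0.872% thus argues against a share of 12.4% for the 13 taken together. Of the 13, 8 need more than 5.79%, a line that the cutoff partly sets. For the other 5, dd_451 among them, the share needed lies within that range, and a small share of non-intestinal tissue cannot be told apart from a lateral difference, because the captures were not measured for purity. Transcripts missed in medial replicates 2 and 4, which detected fewer transcripts, are argued against too: in medial replicates 1 and 3, all 13 had a smaller share of the counts than in each lateral library. Carry-over from particular cells that neighbour the lateral branches remains open, as does regional expression in the intestine.

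The paper reports transcripts raised in intestine. In the other direction, 1511 transcripts were lower in medial and 1149 lower in lateral intestine than in non-intestine, 982 of them in both. Of the 1511, 382 had no count in the 4 medial libraries, and of the 1149, 229 had none in the 4 lateral libraries. In the intestinal libraries, transcripts expected at 1 to 5 counts had a median of 6 to 31 counts when seen. A single missed molecule could thus exceed a floor of 3 counts, so lower limits on that floor could be too high. The largest falls in both tissues were those of dd_26589 (at least 739-fold lower in medial and at least 860-fold lower in lateral intestine, on a floor of 3 counts over 4 libraries), dd_6728 (at least 611-fold and at least 712-fold), dd_6890 (at least 429-fold and at least 500-fold), dd_1601 (at least 811-fold lower in medial intestine; with 1 count in lateral intestine, 2832-fold lower there, counting interval 508 to 111874) and dd_1041 (130 CPM in non-intestine and 0.121 CPM in medial intestine; with 1 count in lateral intestine, 12227-fold lower there, interval 2194 to 482978). Among 35 divisions of the 8 libraries in each contrast, 1, the real one, gave as many lower calls, and likewise 1 gave as many raised calls in medial and 1 in lateral intestine; for transcripts raised in either tissue it was 1 of 100 drawn divisions. This argues against chance over these divisions without excluding it, and the 8 that part all pairs are again too few by themselves. The 10 most abundant transcripts of each library held 36.9% to 45.5% of counts in medial, 35.7% to 48.6% in lateral intestine and 26.9% to 35.7% in non-intestine, so that before any scaling they could lower all others by at most 1.34-fold in medial and 1.42-fold in lateral intestine. Each lower call needs over 2-fold, and 1010 of the 1511 passed when tested against 2-fold itself by glmTreat, which argues against a few transcripts taking most of the counts. Offsets for transcript length gave 1528 (1428 of them among the 1511), which argues against transcript length. A count of 0 in medial replicate 2 or 4 was found for 824 of the 1511. With both of these libraries left out, 526 of the 824 and 1065 of the 1511 were called again, which argues against transcripts missed in those libraries as the cause of most calls. The calls not made again may reflect fewer libraries or missed transcripts, which were not separated. Lower expression in intestinal cells and the presence of many other cell types in the non-intestine captures are the design's own difference and were not separated.

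In 12 of 237 groups of 4 replicates of a named transcript, 1 replicate lay far from the other 3 on the log2 CPM scale (a gap to the nearest of the others that took up most of the group's range). Chance gives about 12 such groups, so the list as a whole is no larger than chance gives, and 0 of 15 measures of whole libraries showed such a replicate. In medial intestine, atg3 was at 261 CPM in replicate 4 (168 to 176 in the others), and dd_17481 at 0 in replicate 2 (1.96 to 2.84). In lateral intestine, replicate 2 held rpz4 dd_279 at 351 CPM (533 to 578 in the others), rpz4 dd_827 at 206 (297 to 308), vps33a at 28.5 (24.6 to 25.1) and RAB5B at 9.68 (13.2 to 13.9). These are 4 of the 12; whether reads are shared among the rpz4 transcripts was not tested. Replicate 4 of lateral intestine held dd_258 at 20203 CPM (9960 to 11219 in the others) and dd_1041 at 0.0422 CPM, and replicate 3 dd_1601 at 0.037 CPM, both against 0 in the others. In non-intestine, SLC39A1 was at 0.0337 CPM in replicate 4, TRAF6 dd_15049 at 0.0326 in replicate 3 and TRAF6 dd_13811 at 0.169 in replicate 2, each against 0 in the other three, and these groups near 0 reflect a few counts. No biological explanation was tested for single replicates.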

How the results depend on the processing

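Offsets for transcript length and the leaving out of both medial replicates 2 and 4, which gave 1294 transcripts lower in medial intestine, were the only alternatives added after the data were seen, and the breakdown of lower calls that were lost into those no longer tested and those tested but not called was made after the losses were seen.

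Numbers of calls, of list members and of transcripts on either side of a ratio stayed within 1.5 times the reported ones, except as follows. The pairs of phagocyte classes differed in the same direction and at an adjusted p under 0.05 in each setting, but their shares moved further, from 1.96% to between 0.231% and 7% among transcripts raised in phagocytes and from 11.4% to between 1.54% and 17.4% among those unchanged, and from 52.7% to between 29.1% and 62% among those lowered. The cause was not tested unless one is given. With glmTreat, which by construction asks for a fold change significantly above the minimum, 1024 transcripts were raised in medial intestine, 943 in lateral intestine, 1059 in either and 908 in both, 116 only in medial and 35 only in lateral intestine, and 743 were lower in lateral intestine. It also left 659 medial and 309 lateral ratios within 1.5, and 768 members of the phagocyte table raised in the intestine (1246 reported), 577 of them of the high class (867) and 148 of the moderate class (324). In the lateral RNAi set it gave 3 direct calls (5 reported). With only the 2 tissues compared in each fit, 221 were raised only in lateral intestine, and the direct test called 11 higher in lateral intestine. The likelihood ratio test called 47 medial and 128 lateral transcripts in the direct test, and DESeq2 called 53 and 120. The lateral number of 21 was 11 with CPM of at least 1 in 9 libraries, 13 with the animal as a block (12 of them shared; 20 medial calls, 13 of them among the 17) and 44 at an FDR under 0.05. With CPM of at least 1 in 9 libraries, 814 transcripts were lower in medial and 629 in lateral intestine, because 844 of the 1511 and 623 of the 1149 were no longer tested, and 0 were tested by edgeR's quasi-likelihood test and not called. Requiring only 1 count in any library, 22275 transcripts were detected, by construction.

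The block for the animal changed the calls of 5 named transcripts (the medial call of RREB2, the direct calls of klk13 dd_3728 and KLK13 dd_4570 and both calls of dd_17481 were lost, and dd_1119 was gained as lower in lateral intestine) and no other call of a named transcript.

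Leaving out each library or animal in turn, the number raised only in lateral intestine ranged from 51 to 135, with values over 1.5 times away without animals 2 (53) and 4 (51), medial replicate 4 (135), lateral replicates 2 (51) and 4 (54), and non-intestine replicates 1 (53) and 3 (54). Direct medial calls ranged from 6 to 17, with 9, 6, 10 and 8 without animals 1 to 4, 11 without medial replicate 1, and 9, 10 and 10 without lateral replicates 1, 2 and 4. Direct lateral calls ranged from 5 to 20, with 5, 6, 12 and 8 without animals 1 to 4, 13 without medial replicate 1, 11 without lateral replicate 1 and 13 without non-intestine replicate 4. Lateral ratios above 1.5 ranged from 32 to 87, with 87 and 32 without animals 1 and 2 and 75 without medial replicate 1. Ratios within 1.5 numbered 719 on the medial side without animal 1 (1082 reported) and 330 on the lateral side without animal 2 (507). Direct calls in the medial RNAi set (12 reported) ranged from 3 to 12, with 6, 3, 6 and 5 without animals 1 to 4 and 6, 7 and 7 without lateral replicates 1, 2 and 4. In the lateral RNAi set they ranged from 1 to 5, with 1, 2, 2 and 3 without animals 1 to 4, 2, 3 and 2 without medial replicates 1, 3 and 4, and 3 without any 1 lateral replicate or non-intestine replicate 4. Transcripts lower in medial intestine ranged from 664 to 1721, with 686, 972, 664 and 760 without animals 1 to 4, and 973, 860 and 831 without non-intestine replicates 1, 2 and 4. Those lower in lateral intestine ranged from 407 to 1368, with 448, 674, 407 and 571 without the animals, and 690, 597, 701 and 603 without non-intestine replicates 1 to 4. Fewer libraries leave fewer transcripts past the filter: of the 1511, between 454 and 456 were no longer tested without a non-intestine library and between 472 and 533 without an animal, and the others lost were tested and not called.

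For named transcripts, no call reversed its direction under any alternative or leave-out. Against non-intestine, 21 of 993 comparisons under alternatives lost a call and 3 gained one in medial intestine, and 10 and 12 in lateral intestine. With libraries or animals left out, 29 of 1216 lost and 1 gained a call in medial and 19 and 5 in lateral intestine. In the direct test, 5 of 993 lost and 6 gained a call, and with libraries or animals left out 82 of 1216 lost one and 0 gained one.

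The scaling matters for the balance of directions. DESeq2-style size factors moved the median log2 fold change of all transcripts by -0.18 in medial and -0.17 in lateral intestine, and the share of called transcripts that were raised went from 52% to 44.9% and from 56.7% to 50.2%. By DESeq2 it was 40.7% and 45.5%. Depth limits what can be seen: against groups with no counts a fold difference is only a lower limit. In simulated data 64% of 4-fold changes were recovered for medial intestine against non-intestine and 57% for medial against lateral intestine. These were changes in transcripts with a mean above 5 CPM, and smaller changes or less abundant transcripts were not simulated. Depth was not varied in the simulations, so the missed changes cannot be assigned to depth, dispersion or the number of libraries.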

Differences from the paper's values

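Of 23 values stated in the paper's text that were also computed here, 1 differs by more than 1.5 times, and of 208 in its supplementary tables 0 do. The paper's set of lateral transcripts for RNAi has 8 members (the paper's number), of which 5 were called higher in lateral than in medial intestine. The 2 numbers are not of quite the same kind, since the paper took its set by the mediolateral ratio and made no such test. Each alternative that was set before the data were examined still differed: the number was 3 by glmTreat, 4 with CPM of at least 5 in 4 libraries, 5 under the other alternatives of test, filter, normalization and threshold, and between 1 and 5 with a library or an animal left out.

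The paper names pard6b among intestine-enriched genes. Here its log2 fold change was 1.33 in medial and 1.35 in lateral intestine, with FDR of 0.0138 and 0.0147 by edgeR's quasi-likelihood test, so it was not called. It was called by the likelihood ratio test (0.00385 and 0.0039), at an FDR under 0.05, in lateral intestine when only lateral intestine and non-intestine were fitted (0.00703), without medial replicate 2 (0.00541 and 0.00864), and in lateral intestine without medial replicate 4 (0.00509).

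The paper presents lipf (dd_4693) and ct14378 (dd_31) as examples of medially and laterally enriched transcripts. In the direct test their FDR values were 0.0535 and 0.928, with log2 fold changes of medial over lateral of 0.99 and -0.70, while rpz4 and spint3, given as examples of the same kind, had FDR values of 3.15e-04 and 4.80e-04. The direction of these 4 was the paper's, although that of ct14378 rested on animal 2, with leave-out values from -1.36 to 0.04. The call for lipf was made by the likelihood ratio test (FDR = 0.00395) and by DESeq2 (FDR = 1.97e-04), and no setting that was run called ct14378. Another transcript named lipf in the paper's tables, dd_257, was called, with a log2 fold change of 1.68 (FDR = 2.62e-04).

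Fewer transcripts were called here than the paper lists. The union for both tissues held 1720 transcripts against the paper's 1844. The likelihood ratio test, which the paper names, gave 1885. Of the paper's set of lateral transcripts for RNAi, dd_2506 was not called against non-intestine, with FDR of 0.0322 and 0.0187, whereas the likelihood ratio test and DESeq2 each called all 8 of the set, and in lateral intestine it was called without medial replicate 2 or lateral replicate 1 (0.00733 and 0.00738).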

Other observations

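The test of library size was chosen after the result was seen.

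Medial replicates 2 and 4 detected 10891 and 11668 transcripts with at least 1 count, whereas the other 6 intestinal libraries detected between 12976 and 14698. Thinned to the same total of 20416476 counts, medial replicate 4 still detected 11603 and medial replicate 2 detected 10891, against 12915 to 14561 in the others, which argues against library size. If fewer RNA molecules had been captured and each amplified more, transcripts expected at 1 to 5 counts would be seen less often and with more counts when seen. Of such transcripts, 9.62% and 10.9% were seen in medial replicates 2 and 4, against 18.9% to 31.8% in the other 6, and their median count when seen was 31 and 22, against 6 to 19. A candidate explanation is therefore that these libraries hold fewer captured molecules. Of transcripts with at least 20 counts in each of the other 7 intestinal libraries, 272 and 100 had no count in medial replicates 2 and 4, against 0 to 22 in the others. Among the lateral libraries, replicates 2 and 4 also detected the fewest transcripts, 13548 and 12976, against 14257 and 14698 in replicates 1 and 3. Their median counts when seen were 16 and 19, against 12 and 11. In the non-intestine libraries the median count when seen was 5 to 8. There replicates 2 and 4 detected the most, 18700 and 18464, against 17095 and 17780. Lower detection thus went with animals 2 and 4 in both intestinal tissues only, and a cause shared by these animals was not tested. The number of sections is given only as a range, and no biological explanation was tested.

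The transcript dd_7, the most abundant in all libraries but medial and lateral replicates 4, where dd_1 was (16.9% and 17.2%), held between 9.61% and 26.9% of the counts of a library. Its share in animals 1, 2, 3 and 4 was 23%, 13.2%, 18.8% and 9.61% in medial intestine, 25.7%, 13.8%, 23.3% and 11.1% in lateral intestine, and 19.6%, 26.9%, 16.4% and 26.7% in non-intestine. Transcript dd_1 held between 11.7% and 17.4% in medial intestine, between 11.5% and 17.2% in lateral intestine and between 0.156% and 0.469% in non-intestine.

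Transcripts named muc-like in the paper had most of their non-intestine counts in animals 2 and 4. In non-intestine replicates 1 to 4, muc-like-1 (dd_17988) had 5, 358, 11 and 337 counts, muc-like-2 (dd_18786) 52, 265, 18 and 807, and muc-like-3 (dd_21309) 4, 42, 0 and 75. In medial replicates 1 to 4 they had 0, 0, 16 and 486, 24, 20, 30 and 77, and 14, 0, 0 and 80, so that there the counts were raised in animal 4 but not in animal 2. Lateral replicates 1 to 4 held 8, 14, 15 and 0 counts of muc-like-1, and 57, 71, 60 and 30 of muc-like-2. Of muc-like-3 they held 0, 0, 28 and 0, so that animal 4 was not raised there for any of these transcripts. Transcript dd_1119 had 339, 2503, 124 and 3442 counts in non-intestine and 98, 1864, 59 and 3081 in medial intestine. In lateral intestine it had 10, 368, 48 and 142, again more in animals 2 and 4. Of 5704 transcripts with a mean of at least 10 CPM in non-intestine, 51 were at least 4-fold higher in both of the non-intestine libraries of animals 2 and 4 than in the other two, against 0 for each of the other 5 pairings of animals. A possible explanation, a hypothesis from these same values, is that cells around the pharynx were present in some captures. The paper's in situ hybridization found helz2 in peripharyngeal cells alone, and helz2 was at 5.25, 3.59, 3.71 and 2.49 CPM in non-intestine replicates 1 to 4, so the predicted rise in animals 2 and 4 was not seen. Such cells cannot be told apart from a difference between animals, since helz2 is higher in the intestinal libraries and is a single transcript, so that its level can hide a small share.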
